# Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing

**DOI:** 10.7554/eLife.103167

**Published:** 2026-03-20

**Authors:** Karen Larisssa Pereira de Castro, Jose M Abril, Kuo-Chieh Liao, Haiping Hao, John Paul Donohue, William K Russell, William S Fagg

**Keywords:** splicing, RNA, branch site, Quaking, SF1, intron, Human, Mouse, *S. cerevisiae*

## Abstract

Recognition of the intron branch point during spliceosome assembly is a multistep process that can influence mRNA structure and levels. A branch point sequence motif UACUAAC is variably conserved in eukaryotic genomes, but in some organisms, more than one protein can recognize it. Here, we show that SF1 and Quaking (QKI) compete for a subset of intron branch sites with the sequence ACUAA in mammalian cells. SF1 activates exon inclusion through this sequence, but QKI represses the inclusion of alternatively spliced exons with this intron branch point sequence. Using mutant reporters derived from a natural intron with two branch site-like sequences, we find that when either branch point sequence is mutated, the other is utilized; however, when both are present, neither is used due to high-affinity binding and strong splicing repression by QKI. QKI occupancy at the dual branch site directly prevents SF1 binding and the subsequent recruitment of spliceosome-associated factors. Finally, ectopic expression of QKI in budding yeast (which lacks *QKI*) is lethal, at least in part due to widespread splicing repression. In conclusion, QKI can function as a splicing repressor by directly competing with SF1/BBP for a subset of branch point sequences that closely mirror its high-affinity binding site.

## Introduction

Up to 95% of human protein-coding genes can be alternatively spliced (Wang et al., 2008; Pan et al., 2008). In contrast, only a minority of *S. cerevisiae* genes contain introns, and under normal growth conditions, most are efficiently spliced (Spingola et al., 1999; Munding et al., 2010). Many influences converge to promote extensive alternative splicing that is observed in higher eukaryotes, including genome complexity, *cis*-acting regulatory elements, and *trans*-acting factors (Fu and Ares, 2014; Ule and Blencowe, 2019; Marasco and Kornblihtt, 2023). An early post-transcriptional step that is required for splicing is branch point (bp) recognition, which, along with 5′ splice site (ss), polypyrimidine (pY) tract, and 3′ss recognition, ultimately defines the spliceosome E-complex (Bennett et al., 1992; Seraphin and Rosbash, 1989). Sequence variability in these elements can influence the efficiency with which the E-complex and subsequent splicing complexes mature (Wahl et al., 2009; Zhuang and Weiner, 1986; Michaud and Reed, 1991; Hoskins et al., 2011; Berglund et al., 1997; Zamore et al., 1992). An interesting bp-sequence-specific observation is that different organisms maintain conservation; for example, in *Saccharomyces cerevisiae* (*S. cerevisiae*), it is nearly invariant (UACUAAC), whereas in mammals it is more degenerate (YUNAY) (Moore et al., 1993; Mercer et al., 2015; Zeng et al., 2022; Gould et al., 2016). The underlying functional factors that explain this variability in bp sequence/branch-site (bs) conservation are unknown. This suggests that bs variability might provide a way to control alternative splicing, but how this could be mediated is unclear.

RNA-binding proteins (RBPs) can influence bs recognition by SF1 (mammals) (Berglund et al., 1997; Liu et al., 2001) or MSL5/BBP (*S. cerevisiae*) (Berglund et al., 1997; Jacewicz et al., 2015). When these and other E-complex-associated proteins and snRNAs associate with the substrate, SF1/BBP is evicted and replaced by the SF3B complex, which recruits the 17S U2 snRNP, signaling maturation into the spliceosome A complex (Kastner et al., 2019; Shi, 2017; Martínez-Lumbreras et al., 2024). Disruption of these events by either mutations or non-physiological concentrations of RBPs can lead to splicing defects and disease (Love et al., 2023). For example, the balance between splicing-activating serine-arginine (SR) proteins and splicing-repressing heterogeneous nuclear ribonucleoproteins (hnRNPs) regulates a large set of pre-mRNA substrates and illustrates how competition between RBPs regulates alternative splicing (Busch and Hertel, 2012; Hertel, 2008). However, it is unclear whether RBP competition influences cell type-specific splicing or has evolutionary implications.

The metazoan RBP Signal Transduction and Activator of RNA metabolism (STAR) family members possess KH-type and QUA2 RNA-binding domains and regulate diverse forms of RNA processing, including splicing (Artzt and Wu, 2010). Interestingly, SF1 is the most divergent member of the STAR family, as it lacks the QUA1 dimerization domain that all other members possess (Liu et al., 2001; Ryder and Massi, 2010; Vernet and Artzt, 1997). The QUA1-containing members like Quaking (QKI), KHDRBS1-3, GLD1, and ASD2 exist as dimers and thus bind to a bipartite sequence motif in their target RNAs (Galarneau and Richard, 2005; Galarneau and Richard, 2009). QKI (Teplova et al., 2013; Beuck et al., 2012) and SF1 (Liu et al., 2001) are structurally similar (Figure 1A), and although SF1 lacks the QUA1 dimerization domain, they bind to a similar sequence motif. Interestingly, the SF1 binding motif (Corioni et al., 2011) is more degenerate than the QKI consensus motif (Galarneau and Richard, 2005; Ryder and Williamson, 2004; Hafner et al., 2010; Fagg et al., 2017; Hayakawa-Yano et al., 2017), which is consistent with SF1’s role in the recognition of the degenerate mammalian bs.

**Figure 1.**
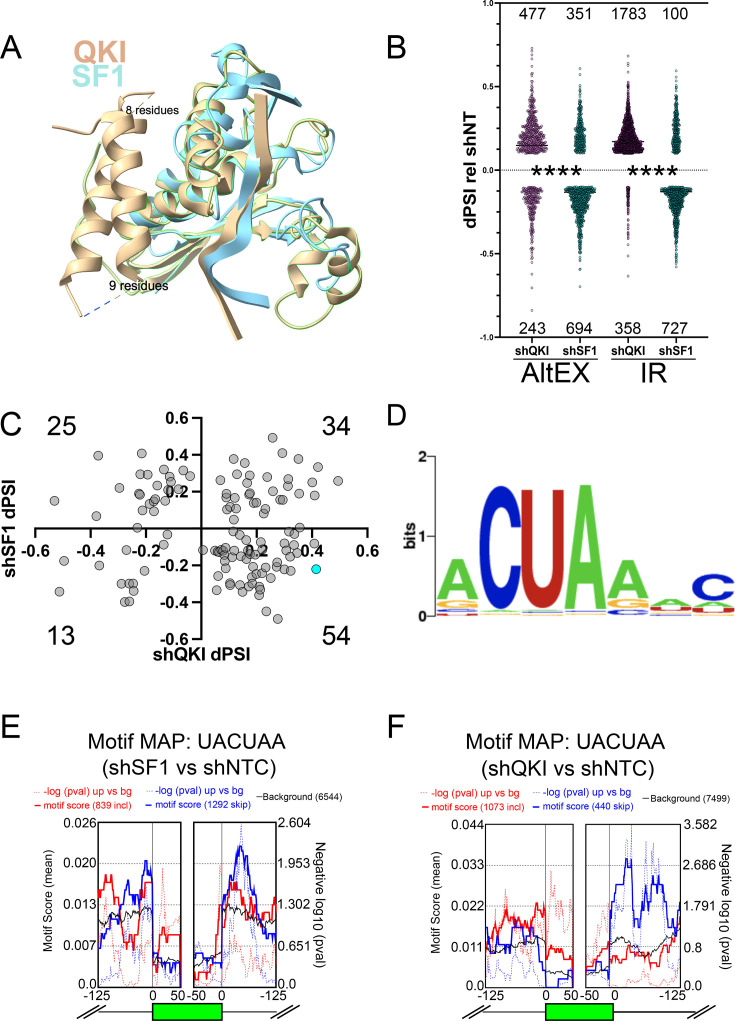
Similarity of Splicing Factor 1 (SF1) and Quaking (QKI) and RNA-seq analysis of SF1 or QKI loss-of-function in HepG2 cells. (**A**) Overlay of SF1 (cyan) and QKI (tan) KH and QUA2 protein domains: green highlighted region indicates KH and QUA2 domains of QKI; the two tan alpha helices on the left side make up the QUA1 domain in QKI (which SF1 lacks; text indicates residues in unstructured regions of QKI). (**B**) Vast-tools analysis of the ENCODE RNA-seq data from SF1 (shSF1) or QKI shRNA (shQKI) knockdown compared to control shRNA (shNT) in HepG2 cells; the y-axis shows dPSI for shQKI or shSF1 relative to shNT for significantly altered alternatively spliced exons (AltEX; left) or intron retention (IR; right; dPSI > |10| and MVdPSI > 0), and ****p<0.0001 by Mann-Whitney U when comparing the distribution of changes in shQKI relative to shNT to shSF1 relative to shNT. (**C**) Scatter plot showing the distribution of AltEX events that changed under depletion of both SF1 (dPSI values relative to shNT on the y-axis) and QKI (dPSI values relative to shNT on the x-axis); the number in each quadrant indicates how many AltEX events were observed; *RAI14* exon 11 is shown in cyan. (**D**) Simple Enrichment Analysis (SEA) of the intron region spanning 60 nt to 20 nt upstream of the 3’ss in QKI and SF1 regulated AltEX events shown in C (*p*<0.05). (**E**) rMAPS motif map for UACUAA generated for AltEX events changing during shSF1 compared to shNT by rMATS; motif scores (solid line) or -log10 p-value (dotted line) is shown in red for exons whose inclusion increases and in blue for exons whose inclusion decreases. (**F**) rMAPS motif map as described in **E**. but for shQKI treatment compared to shNT.

Analysis of tissue-specific splicing patterns nearly 20 years ago revealed that the UACUAAY motif is associated with muscle-specific exon skipping when located in the intron upstream of alternatively spliced exons or exon inclusion when located in the downstream intron, but the opposite pattern was observed in the brain (Sugnet et al., 2006). It was unclear how the ‘conserved bp sequence’ UACUAAY might promote exon skipping or inclusion from the downstream intron. Still, it suggested that this element may have an additional and specialized role in tissue-specific alternative splicing. Clarity was provided for this model by the discovery that QKI directly regulates pre-mRNA splicing in C2C12 myoblasts via binding to an ACUAAY element and exhibiting the prototypical ‘splicing code’ positionally-based regulatory pattern (Fagg et al., 2017; Hall et al., 2013; Barash et al., 2010). This finding is also consistent with the observation that the nuclear isoform QKI5 is expressed at relatively high levels in muscle but at lower levels in the brain (Fagg et al., 2017; Cox et al., 1999; Justice and Hirschi, 2010; Noveroske et al., 2002; Hardy et al., 1996; Lu et al., 2003; Ebersole et al., 1996; Kondo et al., 1999). Thus, QKI5 enforces cell type-specific alternative splicing patterns by binding to a bp sequence that is also a high-affinity QKI binding site, thereby promoting exon skipping.

Studies in lung/lung cells suggested that QKI could repress exon inclusion by competing with SF1 for a bs that might also function as a QKI binding site in the *NUMB* pre-mRNA (Zong et al., 2014). While this raised an intriguing possibility, it was unclear if these two RBPs were in direct competition for binding to a bona fide bs, and how competition for this specialized (but conserved consensus) bs might affect global splicing patterns, modulate splicing in naturally occurring intron substrates, alter spliceosome component recruitment, or influence evolutionary outcomes in splicing. Furthermore, SF1 knockdown in HeLa cells indicates it is required for viability and the splicing of several introns (Tanackovic and Krämer, 2005), but the extent to which its loss affects global splicing patterns is unknown. Here, we test these open questions and find that QKI5 can repress a set of alternatively spliced exons whose bs mirror the high-affinity QKI binding site. We use RAI14 exon 11 as a model and show that ACUAAC elements in intron 10 are true bs to which QKI or SF1 can bind to promote exon skipping or inclusion, respectively. Interestingly, QKI binding to RAI14 intron 10 bs leads to the recruitment of paraspeckle-associated proteins, while SF1 binding causes subsequent enrichment of the SF3a/b and U2 17 S complexes. These discoveries expand the scope and clarify the bp competition model. Moreover, the addition of QKI5 into *S. cerevisiae* is lethal and concomitant with widespread splicing repression. Together, these findings suggest that the presence of *QKI* and degenerate bs may have coevolved to expand the repertoire of cell type-specific alternative splicing in plants and multicellular eukaryotes.

## Results

### QKI and SF1 co-regulate a set of alternatively spliced exons through a distinct sequence motif

Based on analysis of their individual functions (Berglund et al., 1997; Liu et al., 2001; Corioni et al., 2011; Hall et al., 2013; de Bruin et al., 2016; van der Veer et al., 2013; Darbelli et al., 2016; Selenko et al., 2003; Peled-Zehavi et al., 2001) and common structural features (Figure 1A), we hypothesized that QKI could repress the inclusion, while SF1 could activate the inclusion of a special subset of alternatively spliced exons that have ACUAA for their bs. To test this, we analyzed RNA sequencing (RNA-seq) datasets during QKI or SF1 knockdown (HepG2 cells treated with control non-targeting shRNA or shRNAs targeting *QKI* (shQKI) or *SF1* (shSF1) Van Nostrand et al., 2020a) with VAST-tools to measure changes in alternative pre-mRNA splicing (Irimia et al., 2014; Tapial et al., 2017). Consistent with potentially opposing functions in splicing, more exon inclusion and intron retention (IR) events are observed during QKI knockdown, but more exon skipping and fewer IR events are observed during SF1 knockdown; the distribution of these changes are significantly different when compared to one another (****p<0.0001 by Mann-Whitney U; Figure 1B, and Supplementary file 1; significance cutoff: change in percent spliced in (dPSI) > |10| and minimum value dPSI at 95% confidence interval (MVdPSI95) >0). To measure the distribution of exons regulated by both QKI and SF1 (co-regulated exons), we plotted dPSI values of cassette exons under each condition relative to control for those that change under both knockdown conditions (dPSI > |10| in either shQKI or shSF1 relative to control, and MVdPSI95 >0 in both shQKI relative to control and SF1 relative to control). Interestingly, we observed that 54 of the 126 (43%) co-regulated alternatively spliced exons fell into the category in which inclusion increases upon QKI knockdown and decreases upon SF1 knockdown (Figure 1C). Thus, the most highly represented set of these (by quadrant) is QKI-repressed and SF1-activated. We next asked if these co-regulated alternatively spliced exons are associated with any significantly enriched sequences in the upstream intron region in which the bs is found. To do so, we obtained the sequence from 63 to 20 nucleotides upstream of the 3′ splice site (these should include putative bs) but exclude pY tracts and 3′ splice sites of these co-regulated exons or 1000 control exons from transcripts that are expressed (base mean > 100) but whose splicing is unchanged upon either QKI or SF1 knockdown (dPSI < |1|, MVdPSI = 0) and used Simple Enrichment Analysis (SEA Bailey and Grant, 2021) to test if any motifs are significantly enriched. This analysis revealed enrichment of a single ACUAA-like motif in the co-regulated exons (*p*=0.033), but failed to identify any significantly enriched motifs in the control sequences (Figure 1D). Interestingly, this motif could serve as a QKI (Galarneau and Richard, 2005; Ryder and Williamson, 2004; Hafner et al., 2010) or SF1 (Corioni et al., 2011; Van Nostrand et al., 2020a) binding site, or as a bs (Mercer et al., 2015; Zeng et al., 2022). Finally, splicing analysis of these RNA-seq datasets using the complementary method rMATS (Shen et al., 2014) corroborated these findings by indicating more exon inclusion when QKI is knocked down and more skipping when SF1 is reduced (Figure 1E and F; Supplementary files 2 and 3, respectively). Motif enrichment analysis using rMAPS2 (Park et al., 2016; Hwang et al., 2020) shows significant enrichment of the UACUAA motif in introns upstream of exons that are skipped more when SF1 is reduced compared to control (Figure 1E), and enrichment of this motif in introns upstream of exons is more included when QKI is reduced compared to control (Figure 1F). In summary, the most common set of exons co-regulated by SF1 and QKI is SF1-activated and QKI-repressed, and these have enrichment of a bs-like sequence in their proximal upstream intron that also appears to be a QKI binding motif.

### RAI14 exon 11 is QKI-repressed and SF1-activated, with dual putative ACUAAC branch sites

To further investigate how competition between QKI and SF1 for the bs is mediated, we sought a prototypical alternatively spliced exon subject to this form of regulation. The criteria by which we narrowed our search were (1) a QKI-repressed and SF1-activated cassette exon with, (2) experimental evidence of a functional ACUAAY bs, and (3) experimental evidence of direct QKI binding. We previously found that QKI5 represses *Rai14* exon 11 and that reads from QKI iCLIP-seq map to the intron immediately upstream of this exon in mouse myoblasts (Fagg et al., 2017). Its inclusion is also repressed by QKI and activated by SF1 in HepG2 cells (Figure 1C (cyan dot) and Figure 2A; Van Nostrand et al., 2020a). Inspection of the upstream intron region proximal to *RAI14* exon 11 revealed intriguing features that fulfilled the above criteria: tandem ACUAAC elements 34 nt or 43 nt upstream of the 3′ss, experimental evidence indicating that either of these could be used as a bs (Zeng et al., 2022), and QKI eCLIP peaks from experiments using HepG2 or K562 cells (Van Nostrand et al., 2020a; Van Nostrand et al., 2020b) that overlap with these putative ACUAAC bs sequences (Figure 2A). We next tested if the co-regulation of *RAI14* exon 11 splicing by QKI and SF1 observed in HepG2 cells could be observed in additional cell types. We measured *RAI14* exon 11 inclusion in HEK293 *QKI* KO cells and found a significant increase in its inclusion in the KO cells compared to WT (*p*<0.0001 by Student’s t-test; Figure 2B). To reduce SF1 levels, we used two independent siRNAs targeting it in WT HEK293 cells. The first failed to produce an appreciable knockdown, but the second, or the two combined, reduced the SF1 protein level, leading to greater *RAI14* exon 11 skipping (Figure 2C). Overexpression of myc:QKI5 but not a myc:QKI5 construct with reduced RNA binding activity (K120A;R124A Teplova et al., 2013) promotes skipping of *RAI14* exon 11 in WT HEK293 cells, and overexpressing SF1 causes more inclusion (Figure 2—figure supplement 1). Although the physiological level of *Rai14* exon 11 inclusion is low in mouse myoblasts (perhaps due to the high level of QKI5 in these cells), knocking down *QKI5* or *SF1* in C2C12 cells leads to a significant increase or decrease, respectively, in its inclusion compared to control (*p*<0.0001 by Student’s t-test; Figure 2D). Therefore, *RAI14* exon 11 splicing is repressed by QKI and activated by SF1 in various cell types, possibly by binding dual ACUAAC bs elements.

**Figure 2.**
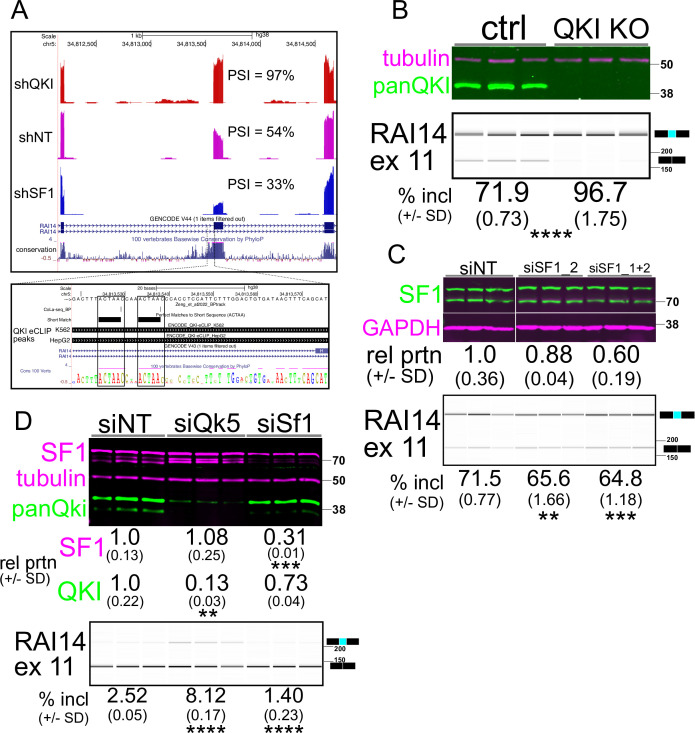
RAI14 exon 11 is repressed by QKI and activated by Splicing Factor 1 (SF1). (**A**) UCSC Genome Browser screenshot (top panel) with RNA-seq reads mapping to RAI14 for shQKI (top), shNT (middle), or shSF1 (bottom); percent spliced in (PSI) values are measured by Vast-tools; the inset shows boxed regions of (from top) two ACUAAC elements with Cola-seq branchpoints mapping to one nucleotide downstream of a branchpoint adenine, ACUAA elements by oligomatch, then Quaking (QKI) eCLIP peaks from K562 (top) or HepG2 (bottom) cells that overlap with these; conservation of 100 vertebrates is shown at the bottom. (**B**) Western blot of protein extracted from HEK293 *QKI* KO cells (top) probed with anti-tubulin (magenta) or anti-panQKI (green) antibodies (MW in kD is shown on right); RT-PCR of *RAI14* exon 11 and BioAnalyzer gel-like image (bottom) of RNA extracted from the cells above showing mean percent included ± standard deviation below (n=3 biological replicates; ****p<0.001 by Student’s t-test compared to ctrl; size of amplicon in bp is shown on right). (**C**) Western blot (top) of proteins extracted from HEK293 cells transfected with siNT, siSF1_2, or siSF1_1+2, probed with anti-SF1 (green) or anti-Gapdh (magenta) antibodies; the protein abundance (fold change relative to the siNT control ± standard deviation) is shown below and MW in kD is shown on right; RT-PCR of *RAI14* exon 11 and BioAnalyzer gel-like image (bottom) of RNA extracted from the cells described above with mean percent included ± standard deviation below (n=3 biological replicates; **p<0.01 or ***p<0.001 by Student’s t-test compared to siNT; size of amplicon in bp is shown on right). (**D**) Western blot (top) of proteins extracted from C2C12 myoblasts transfected with siNT, siQki or siSf1_1+2, probed with anti-SF1 (magenta; top), anti-tubulin (magenta; middle) or anti-panQki (green; bottom); MW in kD is shown on right. The protein abundance (fold change relative to the siNT control ± standard deviation) is shown below (n=3 biological replicates; **p<0.01 or ***p<0.001 by Student’s t-test); RT-PCR of *Rai14* exon 11 and BioAnalyzer gel-like image (bottom) of RNA extracted from the C2C12 cells described above with mean percent included ± standard deviation indicated below (****p<0.0001 by Student’s t-test; size of amplicon in bp is shown on right). Figure 2—source data 1.Original membranes and BioAnalyzer gel-like images corresponding to Figure 2A (left), Figure 2C (middle), or Figure 2D (right).See text under each set of images for additional details. Figure 2—source data 2.Source data containing original uncropped western blots and BioAnalyzer gel-like images/files.

**Figure 2—figure supplement 1.**
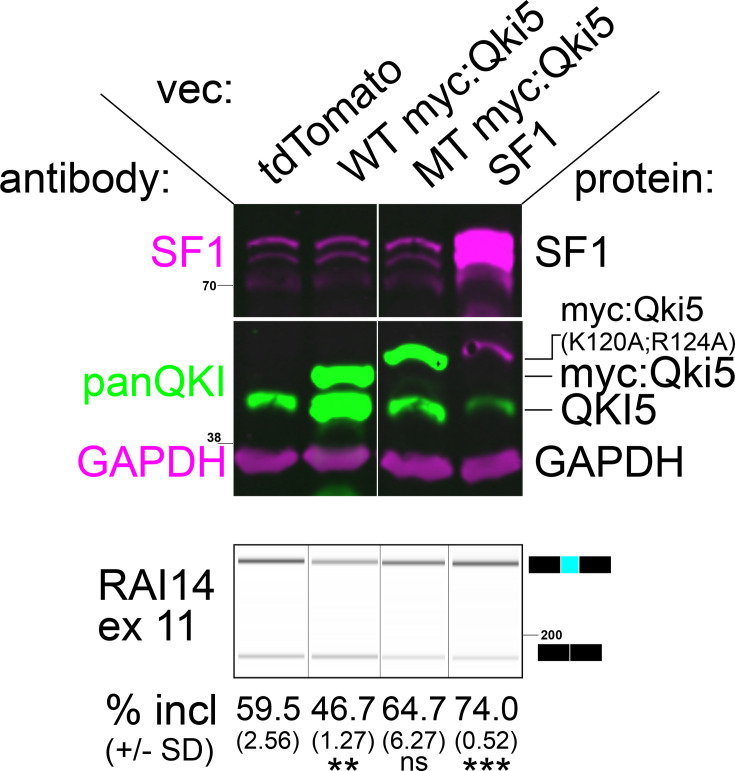
Western blot and RT-PCR of proteins and RNA extracted from wild-type (WT) HEK293 cells transfected with tdTomato, WT myc:Qki5, MT myc:Qki5, and Splicing Factor 1 (SF1). The top panel shows a western blot probed with anti-SF1 (magenta), anti-PanQKI (green, middle), and anti-Gapdh (magenta, bottom); MW in kD is shown to the right. Below RT-PCR products analyzed on a Bioanalyzer from RNA extracted from transfected WT HEK 293 cells with mean percent included and ± standard deviation below (**p<0.01,***p<0.001 by Student’s t-test). The results shown are representative of three biological replicates; size in bp is shown to the right. Figure 2—figure supplement 1—source data 1.Original uncropped membrane from western blot and uncropped gel-like image from BioAnalyzer shown in Figure 2—figure supplement 1. Figure 2—figure supplement 1—source data 2.Original uncropped membrane from western blot and uncropped gel-like image from BioAnalyzer shown in Figure 2—figure supplement 1.

### Efficient RAI14 exon 11 skipping requires tandem ACUAAC elements, either of which can be used as a bp

Next, we asked how the ACUAAC elements in *RAI14* intron 10 influence exon 11 alternative splicing. Previous investigations did not stringently discriminate between whether QKI and SF1 competed directly for binding to the bs or if dimeric QKI bound to a bipartite motif that flanked the bs and thus occluded SF1 binding to the true bp (Zong et al., 2014). We hypothesized that: (1) efficient exon 11 skipping/splicing repression requires two intact ACUAAC elements (or at least a single ACUAAC element and QKI ‘half-site’ (which would constitute the previously SELEX-defined high affinity Quaking response element (QRE)) Galarneau and Richard, 2005), (2) one ACUAAC element or the other must be present for any exon inclusion (either can be a bs), (3) loss of both ACUAAC elements would lead to no exon inclusion (one or the other is required to have a bs), (4) conversion of ACUAAC elements to another (non-QKI binding motif) bs would lead to more inclusion; regarding RNA stability: (5) removal of either ACUAAC element could destabilize the transcript, but (6) restoring either to a UAAC ‘half-site’ could rescue this defect and promote exon skipping. To test these, we generated a splicing reporter by cloning 243 nucleotides of RAI14 intron 10, RAI14 exon 11, and 95 nucleotides of RAI14 intron 11 into the beta globin splicing reporter pDUP51 (DUP-RAI14 exon 11). We first deleted either the first, the second, or both ACUAAC elements (Figure 3A), transfected these reporter plasmids into C2C12 cells, and then measured exon inclusion by RT-PCR or total transcript stability by RT-qPCR. Deletion of either the upstream or downstream ACUAAC element causes a ~40% increase in inclusion (Figure 3B), indicating that both sites are required for strong splicing repression. Interestingly, we observed the appearance of a mis-spliced product from the upstream deletion mutant compared to WT (Figure 3B); the latter may be due to the use of a weak/cryptic bp and 3′ss (see * on Figure 3B). Essentially, no inclusion of RAI14 exon 11 is observed in the absence of both ACUAAC elements, except for the mis-spliced product noted above (Figure 3B). Control experiments show that these amplicons are reverse transcriptase-dependent, indicating that the products detected are not due to plasmid DNA or PCR product contamination and corroborate the results described above (Figure 3—figure supplement 1). Moreover, loss of the upstream ACUAAC element results in markedly reduced total reporter RNA levels; we observe a similar trend in the other deletion mutants, though to a lesser extent (Figure 3C). Therefore, potent splicing repression of RAI14 exon 11 requires both ACUAAC elements, and one or the other is required for any exon inclusion, and thus they are bona fide bs.

**Figure 3.**
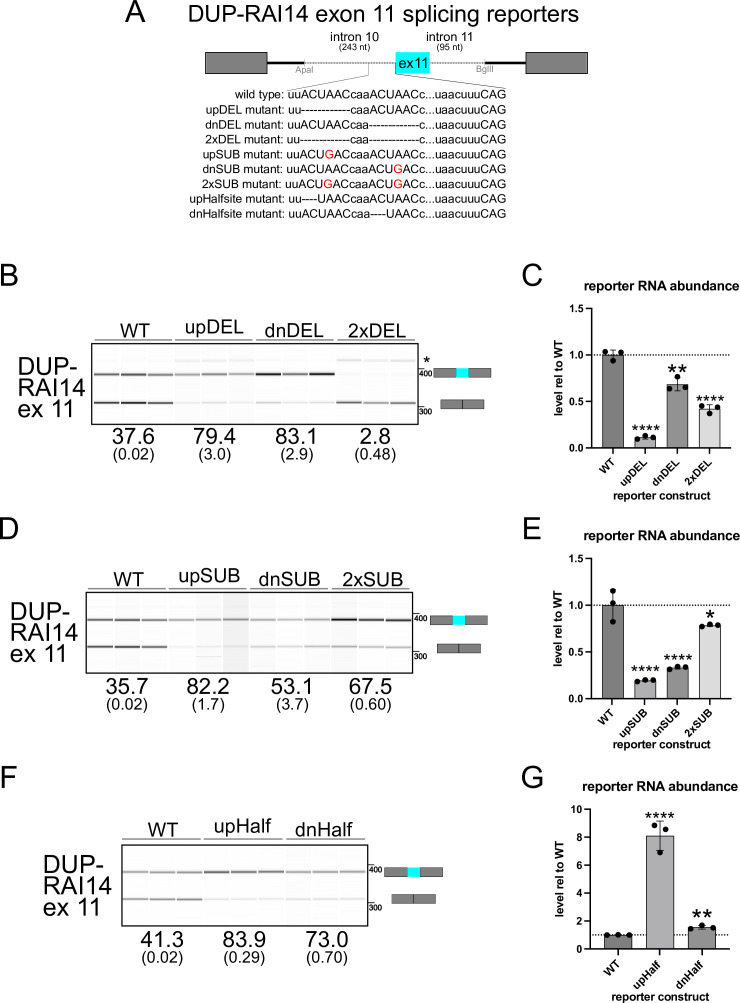
Analysis of the DUP-RAI14 exon 11 (ex 11) splicing reporter. (**A**) Schematic of the beta globin pDUP-RAI14 ex 11 splicing reporters indicating the region of intron 10, exon 11, and intron 11 included; the inset below shows the different constructs (wild-type or mutant) tested. (**B**) RT-PCR and BioAnalyzer gel-like image from RNA extracted from C2C12 cells transfected with *RAI14* ex 11 wild-type or deletion mutant reporters; mean percent included values are shown below (+/- the standard deviation; *indicates an unidentified/spurious product). (**C**) RT-qPCR measuring total reporter RNA level, normalized to *Eef1a1*, from RNA described in B., and shown as fold-change relative to WT (**p<0.01 or ****p<0.001 by Student’s t-test). (**D**) RT-PCR and BioAnalyzer gel-like image from RNA extracted from C2C12 cells transfected with *RAI14* ex 11 wild-type or substitution mutant reporters, analyzed as described in B. (**E**) RT-qPCR measuring total reporter RNA level, normalized to *Eef1a1*, from RNA described in D., and shown as fold-change relative to WT (*p<0.05 or ****p<0.001 by Student’s t-test). (**F**) RT-PCR and BioAnalyzer gel-like image from RNA extracted from C2C12 cells transfected with *RAI14* ex 11 wild-type or half-site mutant reporters, analyzed as described in B (***p<0.001, ****p<0.0001). G. RT-qPCR measuring total reporter RNA level, normalized to *Eef1a1*, from RNA described in F., and shown as fold-change relative to WT (**p<0.01 or ****p<0.001 by Student’s t-test). Each experiment was conducted in biological triplicate, and for RT-PCR with BioAnalyzer measurement, each comparison compared to WT reporter showed *p*<0.0001 by Student’s t-test. Figure 3—source data 1.Original BioAnalyzer gel-like images corresponding to Figure 3B (left), Figure 3D (middle), or Figure 3F (right). Figure 3—source data 2.Original BioAnalyzer gel-like images and data files corresponding to Figure 3B (left), Figure 3D (middle), or Figure 3F (right).

**Figure 3—figure supplement 1.**
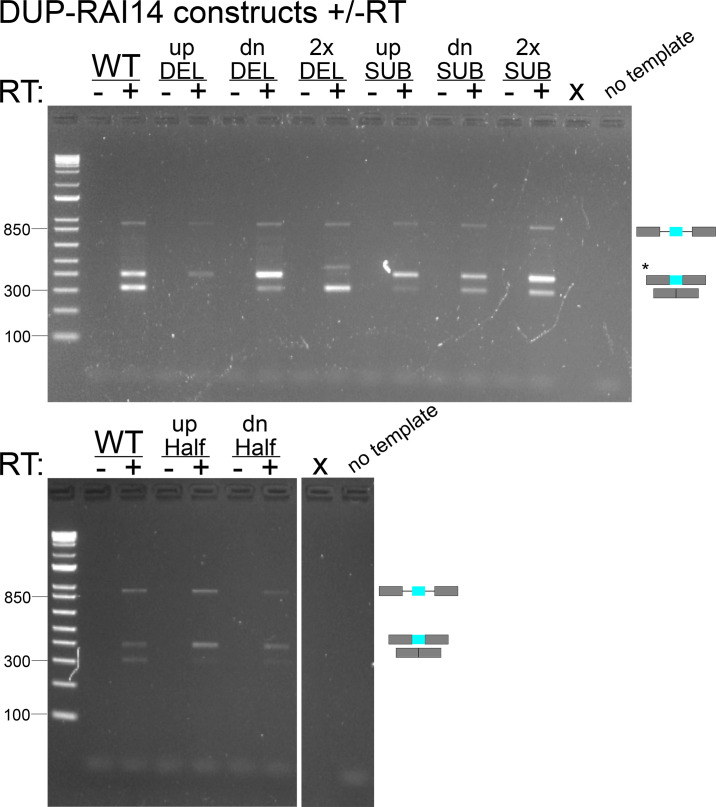
Agarose gel showing PCR amplification in the absence (-) or presence (+) of reverse transcriptase. PCR was performed with RNA from C2C12 cells transfected with *RAI14* reporter plasmids. Figure 3—figure supplement 1—source data 1.Original uncropped agarose gel images from Figure 3—figure supplement 1. Figure 3—figure supplement 1—source data 2.Original uncropped agarose gel images from Figure 3—figure supplement 1.

We next asked whether substituting either ACUAAC element, or both, to ACU*G*AC (which should be a poor substrate for QKI binding but a suitable bp sequence, Figure 3A) would also lead to increased inclusion of RAI14 exon 11 or influence reporter RNA stability. We observe a large increase in exon inclusion and a decrease in skipping for either of the single substitution mutants and for the double substitution mutant (~20–35%; Figure 3D). As above, the amplification of these products is RT-dependent (Figure 3—figure supplement 1). Transcript abundance is significantly reduced in either single substitution mutant (****p<0.0001 by Student’s t-test) and is slightly lower in the double substitution mutant (Figure 3E). Finally, converting either ACUAAC element to a UAAC ‘half-site’ results in comparable increases in inclusion/decreases in skipping compared to WT as described in the deletion or substitution mutants (Figure 3F), which are also RT-dependent (Figure 3—figure supplement 1). Interestingly, these ‘half-site’ mutants show a higher level of abundance than the WT reporter, especially in the upstream ‘half-site’ mutant (Figure 3G). In summary, removal of either ACUAAC element or conversion to ACUGAC leads to splicing activation of RAI14 exon 11, indicating a requirement for dual ACUAAC elements for potent splicing repression.

### QKI binding to Rai14 intron 10 requires both ACUAAC elements and prevents spliceosome recruitment

We next hypothesized that QKI binding to Rai14 intron 10 requires both ACUAAC elements, that its binding would prevent spliceosome recruitment by blocking SF1, and that removal of either ACUAAC element would favor SF1 binding and recruitment of spliceosome components. To minimize bias, we initially performed RNA affinity chromatography (RAC) using 64 nt of intron sequence upstream of the 3′ss and including 6 nt of exonic sequence linked to a tobramycin aptamer (WT) (Hartmuth et al., 2002), and the same sequence but with either the upstream ACUAAC (upDEL), downstream ACUAAC (dnDEL), or both ACUAACs (2xDEL), as well as a tobramycin aptamer (APT) only RNA (Figure 4A). Our rationale for this was to identify all proteins bound to these substrates and correlate them with splicing outcomes: WT shows low levels of inclusion, upDEL slightly higher levels of inclusion, dnDEL high levels of inclusion, and 2xDEL lacks a bp and so is completely skipped. We added C2C12 myoblast nuclear extract (NE) to these under conditions that favor splicing (with ATP), then collected the associated proteins and identified them by liquid chromatography with tandem mass spectrometry (LC-MS/MS) (Hartmuth et al., 2002). Quaking is readily identified as associating with the WT RAC substrate and in the input NE but is undetectable in each of the mutant RAC substrates and the APT-only control; SF1 is not detected associating with any RAC substrate but was present in NE (Figure 4B and C, and Supplementary file 4). We used previously published LC-MS/MS datasets to generate a list of early spliceosome (E complex) and 17S U2 snRNP components (E/U2) (Makarov et al., 2012; Sharma et al., 2008; Cvitkovic and Jurica, 2013) in order to focus on these proteins in our RAC-LC-MS/MS datasets to test our hypotheses. Subsequently, we found that the proteomic profiles associated with the WT and 2xDEL substrates are most similar (Figure 4B), suggesting that QKI protein binding or loss of bs leads to similar E/U2 protein binding patterns. Indeed, in either of the single deletion mutants, we observe more enrichment of E/U2 components with the substrate RNA (24 positive and 5 negative values in upDEL and 16 positive values and seven negative values in dnDEL) while the WT and 2xDEL substrates show a more balanced distribution (18 positive and 12 negative or 18 positive and 11 negative values, respectively; Figure 4C). Western blot analysis using the same RAC approach also shows robust QKI association with the WT substate and undetectable or nearly undetectable SF1 protein, validating our LC-MS/MS findings (Figure 4D).

**Figure 4.**
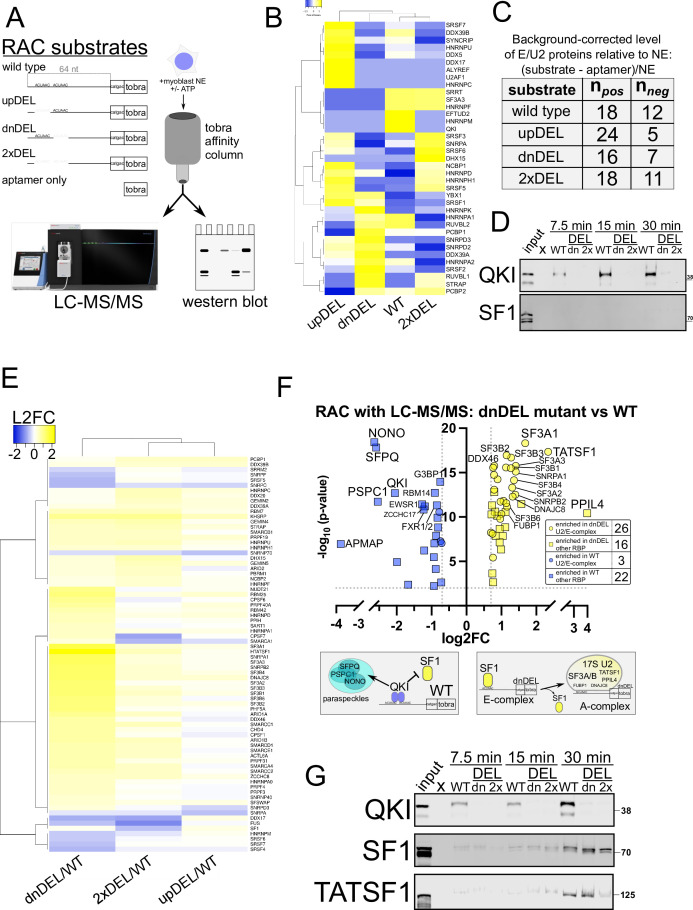
Analysis of the proteins associating with *RAI14* intron 10 RNA. RNA affinity chromatography (RAC) with liquid chromatography and tandem mass spec or western blot analysis. (**A**) Schematic representation of substrates used for RNA affinity chromatography (RAC) which included 64 nt of *RAI14* intron 10, 6 nt of exon sequence, and the tobramycin aptamer (tobra): wild-type, upDEL, dnDEL, 2xDEL, and aptamer only; C2C12 nuclear extract (NE) was incubated with these, and RAC-associated eluates were analyzed by liquid chromatography with tandem mass spectrometry (LC-MS/MS) or western blot. (**B**) Heatmap showing hierarchical clustering of early spliceosome and 17S U2 snRNP protein (E/U2) abundance detected in the RAC-LC-MS/MS datasets for each substate shown and in the presence of ATP; these represent background-corrected levels relative to NE (see Methods) and the scale bar shows row Z-score values. (**C**) Numbers observed for relative levels of E/U2 proteins (background corrected relative to NE) observed associating with each RAC substate with either a positive (n_pos_) or negative (n_neg_) value. (**D**) Western blot of NE (input) or WT, dnDEL (dn), or 2xDEL (2 x) RAC time-course (+ATP as described in B and C) for 7.5 min (left), 15 min (middle), or 30 min (right) probed with anti-panQki (top) or anti-SF1 (bottom) antibodies; MW shown in kD to the right. (**E**) Heatmap showing hierarchical clustering of early spliceosome and 17S U2 snRNP protein (E/U2) abundance detected in the RAC-LC-MS/MS datasets for each substate shown and in the absence of ATP; these represent data-independent acquisition (DIA; see methods) values normalized to NE and each mutant is shown as log2 fold change relative to the WT substate and passed cutoff of log_2_ fold change > |0.2| and *p*<0.01. (**F**) Volcano plot comparing LC-MS/MS log_2_ protein abundance (log_2_ fold-change (log2FC); x-axis) of E/U2 (circles) and other RNA-binding proteins (RBPs) (squares) observed associating with RAC substates dnDEL compared to WT (y-axis shows -log_10_ *p*-value) of enriched proteins (cutoff: L2FC > |0.7| and *p*<0.01); inset shows the number observed for those enriched in dnDEL (yellow) or WT (blue); schematic below shows model of RAC substates recruitment to distinct protein-associated species. (**G**) Western blot of NE (input) or WT, dnDEL (dn), or 2xDEL (2 x) RAC time-course (-ATP as described in E and F) for 7.5 min (left), 15 min (middle), or 30 min (right) probed with anti-panQki (top), anti-SF1 (middle), or anti-TATSF1 (bottom); MW shown in kD to the right. Figure 4—source data 1.Original membranes corresponding to western blots depicted in Figure 4D (left), or Figure 4G. Figure 4—source data 2.Original membranes corresponding to western blots depicted in Figure 4D (left), or Figure 4G.

Previous studies indicate that excluding ATP from RNA splicing/binding assays favors a more stable association of early splicing complexes, including SF1 (Michaud and Reed, 1991; Reed, 1990; Jamison et al., 1992). Therefore, we performed RAC-LC-MS/MS with the same substrates in the absence of ATP (Supplementary file 5). We also employed a data-independent acquisition (DIA) LC-MS/MS method, utilizing NE to construct a peptide search library, thereby enhancing the specificity and sensitivity of detection (see Methods). We observe significant enrichment (log_2_ fold change > |0.2| and *p*<0.01) of E/U2 components (including SF1) binding to the RNA in the absence of the downstream ACUAAC (dnDEL) element compared to WT RNA (Figure 4E). This trend is also observed but to a lesser extent in the absence of the upstream ACUAAC (upDEL) and in the absence of both (2xDEL) mutants relative to WT; the proteome profiles associated with these two substrates are also more similar to one another than the dnDEL comparison to WT, consistent with lower splicing efficiency or no splicing, respectively (Figure 4E). Closer and more stringent (log_2_ fold change > |0.7| and *p*<0.01) inspection of the proteins binding preferentially to the dnDEL mutant RNA compared to the WT RNA reveals enrichment of 26 E/U2 components along with 16 other annotated (non-E/U2) RBPs; we observe depletion (or enrichment in WT) of only three E/U2 proteins but of 22 other annotated RBPs, including QKI (Figure 4F). Interestingly, some of the most enriched protein components associating with the dnDEL RNA are TATSF1, Sf3A1, PPIL4, Sf3A3, Sf3B4, DNAJC8, Sf3A2, Sf3B3, Sf3B1, and FUBP1 (Figure 4F), many of which are known to interact with the bs and SF1 or are members of the Sf3 complex, which promotes spliceosome maturation by displacing SF1 from the bp and then recruiting the U2 snRNP (Martínez-Lumbreras et al., 2024; Ebersberger et al., 2023; Schmitzová et al., 2023; Zhan et al., 2024). The most significantly enriched proteins associating with the WT RAC substate are NONO, SFPQ, PSPC1, and QKI; the former three are found in paraspeckles that are formed by liquid-liquid phase separation (Knott et al., 2016), and QKI has recently been identified as a paraspeckle component protein (Dyakov et al., 2024). Western blot analysis validates the above findings indicating that QKI associates with high affinity to the WT but not dnDEL or 2xDEL RNA, and, in the absence of ATP, SF1 and TATSF1 associate to a greater degree with the dnDEL mutant than either of the other RAC substates (Figure 4G). Therefore, both ACUAAC elements are required for QKI binding and repression of Rai14 exon 11 splicing; removing the downstream ACUAAC element causes SF1 binding, subsequent recruitment of the spliceosome A complex machinery, and derepression of RAI14 exon 11 splicing.

### Ectopic expression of QKI5 in *S. cerevisiae* is lethal and causes pre-mRNA splicing defects

Our results indicate that QKI and SF1 can directly compete for a subset of ACUAA bp sequences, so we hypothesized that expressing the QKI5 isoform in *S. cerevisiae* (where the bp sequence is nearly invariant UACUAAC and lacks *QKI*) would be lethal and cause defective splicing. To test this, we inserted a galactose-inducible cDNA encoding either EGFP, mutant K120A;R124A QKI5, or wild-type QKI5 into BY4741 at the *URA3* locus, and each grew normally on glucose-containing media where the transgene is repressed. Galactose induction is tolerated for the EGFP- and mutant QKI5-containing yeast but is lethal for the wild-type QKI5-containing strain (Figure 5A). Growth curve analysis indicates that after about 4 hr, the QKI5-expressing BY4741 cells cease proliferation (Figure 5—figure supplement 1A). Interestingly, by 24 hr most of these cells have a ‘large-budded’ morphology, which suggests a defect in cell division; EGFP- and mutant QKI5-expressing cells grow normally (Figure 5—figure supplement 1A and B).

**Figure 5.**
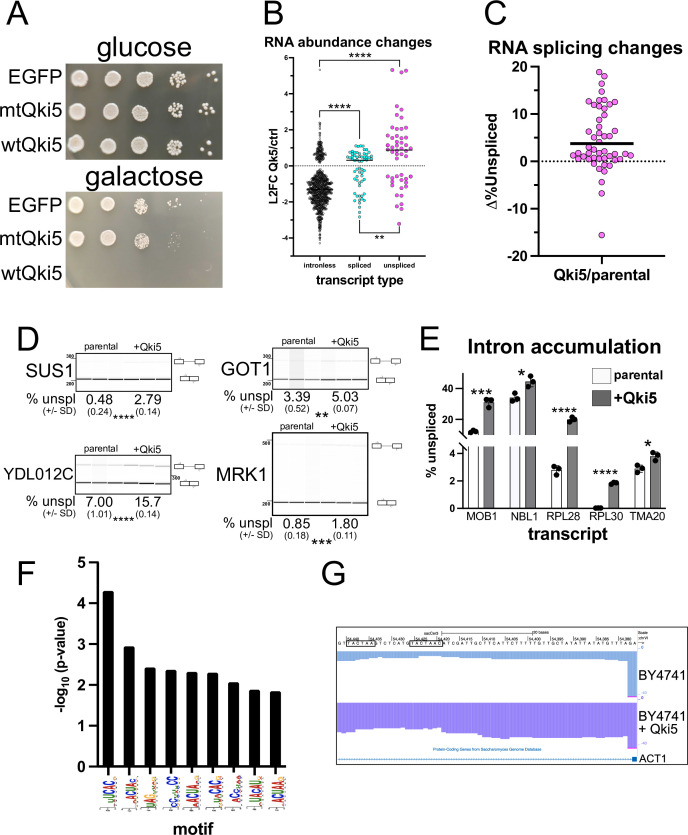
*QKI5* expression is lethal in yeast and represses splicing. (**A**) BY4741 *S. cerevisiae* strain with *EGFP* (top), mutant *QKI5* (mtQKI5; middle), or wild-type *QKI5* (wtQKI5; bottom) GAL-inducible transgene cultures grown on either glucose- (top) or galactose-containing (bottom) YPD plates at decreasing densities (left to right) and incubated at 30 °C for 72 hr. (**B**) Changes in RNA abundance measured by DESeq2 analysis of RNA-seq data for intronless, spliced, or unspliced transcripts were measured from RNA extracted from BY4741 cells with *QKI5* expression (induced by galactose-containing media for 4 hr), or in the BY4147 parental strain also cultured in galactose-containing media for 4 hr (control), and are shown as L2FC in *QKI5*-induced cells relative to control (n=3 biological replicates; cutoff *p*<0.1; abundance cutoff of TPM >0.2); **p<0.01 or ****p<0.0001. (**C**) Splicing changes measuring the change in percent unspliced (Δ%Unspliced; y-axis) for BY4741 as described in B.; cutoff *p*<0.1 by Student’s t-test and base mean >100. (**D**) RT-PCR with primers that span exon-intron-exon junctions and BioAnalyzer gel-like image showing mean percent unspliced (+/- SD; n=3) below for introns whose inclusion increased upon *QKI5* ectopic expression and as measured by RNA-seq analysis in C. for the parental or *QKI5*-expressing cells (**p<0.01, ***p<0.001, ****p<0.0001 by Student’s t-test); amplicon size in bp is shown to the left for each except YDL012C, which is shown to the right. (**E**) RT-qPCR analysis measuring mean percent unspliced transcript from RNA extracted from biological triplicate cultures of either the parental control or BY4741 expressing *QKI5* for each transcript shown (+/- SD; *p<0.05, ***p<0.001, ****p<0.001). (**F**) Bar graph showing -log_10_ *p*-values (y-axis) of significantly enriched (SEA; *p*<0.01) motifs observed in 3’ proximal ends of introns whose inclusion increases upon ectopic *QKI5* expression in yeast (x-axis). (**G**) UCSC Genome Browser screenshot showing RNA-seq reads mapping to the *ACT1* transcript intron/exon junction near the 3’ss from RNA extracted from parental control and *QKI5*-induced cells; boxed sequences show two TACTAA elements. Figure 5—source data 1.Original gel-like images from BioAnalyzer used in Figure 5D. Figure 5—source data 2.Original gel-like images and data file from BioAnalyzer used in Figure 5D.

**Figure 5—figure supplement 1.**
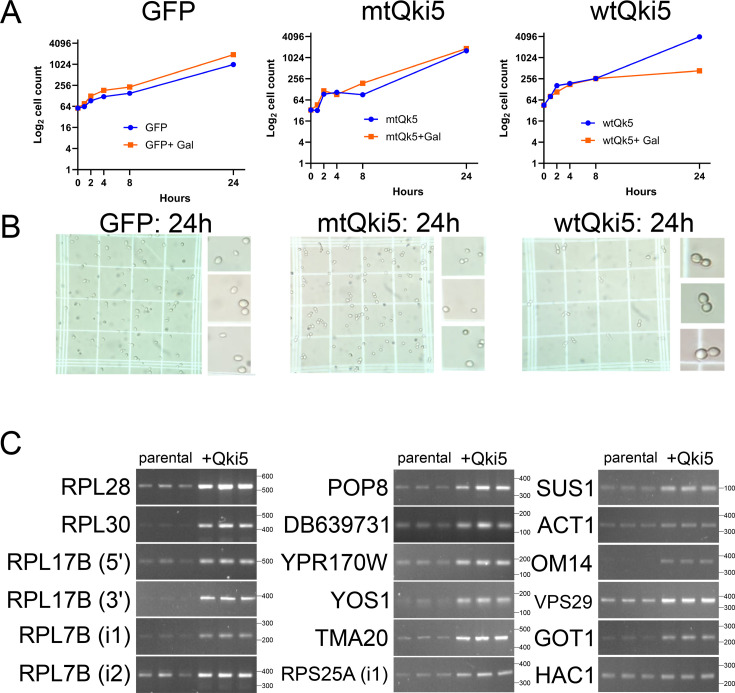
QKI5 expression is lethal in yeast and represses splicing. (**A**) Growth curve of Gal-inducible *EGFP*, mt*QKI5,* and wild-type (WT) *QKI5* BY4741 yeast cells grown in the absence (blue) or presence of galactose (orange). The y-axis shows the log_2_ number of cells, and the x-axis indicates the time point (in hours) at which the cells were collected and counted. (**B**) Representative phase contrast microscopy showing images of EGFP, mtQKI5, and WT QKI5 expressing yeast cells (1000 x) at 24 hr after galactose induction. The inset shows enlarged regions to provide more detailed information on cell morphology. (**C**) RT-PCR of parental BY4741 or BY4741 with the *QKI5* transgene 4 hr after galactose induction, measuring various intron-retention events predicted upon ectopic *QKI5* expression (with the exception of control HAC1) using primers that span intron-exon junction for each target and analyzed on an agarose gel (n=3 per condition). Figure 5—figure supplement 1—source data 1.Original uncropped agarose gel images of data shown in Figure 5—figure supplement 1C. Figure 5—figure supplement 1—source data 2.Original uncropped agarose gel images of data shown in Figure 5—figure supplement 1C.

Next, we tested how ectopic QKI5 expression impacts the yeast transcriptome. 

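RNA-seq libraries were made from *S. cerevisiae* BY4741, a haploid laboratory strain, after 4 h in medium with 2% galactose, which switches on the promoter placed upstream of the QKI5 transgene. There were 3 libraries from the control strain and 3 from the strain with WT QKI5. The paper names the control as parental BY4741, whereas the sample labels give the control a galactose-driven eGFP genotype, and the libraries are called parental here. The authors mapped the reads with kallisto to a custom annotation and deposited, for each library, an estimated count and a TPM value for each of 7041 transcripts. These comprise 6409 intronless, 330 spliced and 302 unspliced transcripts. No transcript of QKI5, EGFP or GFP is among them, so the level of the transgene itself was not measured. Estimated counts per library ranged from 16687094 to 24294128, with a median of 18694000 in the parental libraries and 20329314 in the QKI5 libraries. A transcript with 3 counts or fewer was treated as being at the floor of detection. URA3, the locus where the paper inserted the transgenes (chromosome V, 116167 to 116970, sacCer3), had estimated counts of 0, 2 and 0 in parental replicates 1, 2 and 3. In QKI5 replicates 1, 2 and 3 it had 1054, 2028 and 1687. GAL1, a gene that galactose induces, had 11434 ± 6960 TMM-scaled cpm (SD, n = 3) in the parental libraries and 7303 ± 3141 (SD, n = 3) in the QKI5 libraries, with a log2 fold change of -0.65 (standard error 0.63, adjusted p = 0.587 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across transcripts, which are not independent replicates, Pearson's r of log2 cpm lay between 0.978 and 0.995 among the parental libraries. It was 0.958 between QKI5 replicates 2 and 3, 0.844 between QKI5 replicates 1 and 2, and 0.870 between QKI5 replicates 1 and 3. The biological coefficient of variation was 0.229 in the parental libraries, 0.621 in the QKI5 libraries and 0.388 in the QKI5 libraries without replicate 1.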

The parental BY4741 strain or BY4741 with WT QKI5 was grown in galactose-containing media for 4 hr, and then RNA was collected and sequenced. We used a *S. cerevisiae* genome annotation that specifies intronic regions, pre-mRNAs, spliced mRNAs, and intronless transcripts (Talkish et al., 2019) to map RNA-seq reads to the transcriptome and then measured these transcript types. 

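As a share of all estimated counts in a library, unspliced transcripts made up 0.227% ± 0.00279 (SD, n = 3) in the parental libraries and 0.428% ± 0.0205 (SD, n = 3) in the QKI5 libraries. Spliced transcripts made up 8.62% ± 0.586 (SD, n = 3) and 13.1% ± 2.82 (SD, n = 3), and intronless transcripts 91.2% ± 0.587 (SD, n = 3) and 86.5% ± 2.80 (SD, n = 3). For each of the 3 types the groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). QKI5 replicate 1 had the highest spliced share, 16.3%, against 12.0% and 10.9% in QKI5 replicates 2 and 3. With TPM in place of counts, the unspliced share rose by 0.116 percentage points, against 0.201 with counts. In edgeR's quasi-likelihood test on counts rounded to whole numbers, with TMM normalization and a mean TPM above 0.2, 101 of 6695 transcripts had a Benjamini-Hochberg adjusted p under 0.1, of which 61 were higher in QKI5 and 40 lower. With the replicate number as a replicate block, 273 transcripts passed, 126 higher and 147 lower. Same-numbered libraries did not deviate together from their group means, with a mean correlation across transcripts of -0.079, against 0.062 for differently numbered libraries. An unadjusted p under 0.1 in place of the adjusted one moved the count most, to 1914 transcripts. Among fits that each left out a library, it ranged from 1, without parental replicate 3, to 1131, without QKI5 replicate 1.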

We observe higher levels of unspliced pre-mRNA and spliced mRNA when comparing the changes in QKI5 induction to the control, while intronless transcript abundance decreases (cutoff *p*<0.1; Figure 5B and Supplementary file 6). 

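The 101 changed transcripts comprised 81 intronless and 20 unspliced transcripts and no spliced transcripts, although 81 spliced transcripts had an unadjusted p under 0.05. Of the changed intronless transcripts, 41 were higher and 40 lower in QKI5, with a median log2 fold change of 1.59 between quartiles of -2.68 and 2.55. All 20 changed unspliced transcripts were higher, with a median of 2.64. At an unadjusted p under 0.1, 876 of 1604 intronless, 127 of 146 spliced and 158 of 164 unspliced transcripts were higher. Over all tested transcripts the median log2 fold change was 0.04 for 6090 intronless, 0.75 for 317 spliced and 1.18 for 288 unspliced transcripts. Without QKI5 replicate 1 the spliced median was 0.28 and the unspliced median 0.92. With any other library left out, the spliced median lay between 0.66 and 0.94. The sign of the intronless median depended on the processing. Over all tested transcripts it was -0.08 with the replicate block and -0.03 with scaling by total counts, and it was below 0 without QKI5 replicate 1, 2 or 3. Among the 213 intronless transcripts changed with the replicate block it was -2.08. DESeq2 on TPM values rounded to whole numbers, the input the paper describes, gave 466 changed transcripts, with a median log2 fold change of 1.24 for 411 intronless, 1.64 for 29 spliced and 2.47 for 26 unspliced transcripts. Among changed transcripts with a mean count of at least 10 whose libraries did not overlap between groups, the intronless transcripts with the largest increases were URA3, TIM9 (YEL020W-A, chromosome V, 117211 to 117474) and PCL1 (YNL289W, chromosome XIV, 87897 to 88736). The largest decreases were those of ADY2 (log2 fold change -4.88, standard error 1.03), SFC1 (-4.45, standard error 0.83) and HXT13 (-4.03, standard error 0.80), with adjusted p-values of 0.0788, 0.0594 and 0.0673 from edgeR. ADY2 had 32205 counts in parental replicate 1 against 3078 and 3153 in parental replicates 2 and 3. With single libraries left out, its log2 fold change reached -3.10, that of SFC1 -3.36 and that of HXT13 -3.42, so their order depended on single libraries. Among unspliced transcripts the largest increases were those of RPL30 (log2 fold change 6.00, standard error 0.67), RPL28 (3.69, standard error 0.41) and RPL17B (3.50, standard error 0.57), with adjusted p-values of 0.0109, 0.0109 and 0.0411 from edgeR.

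**Figure D1:**
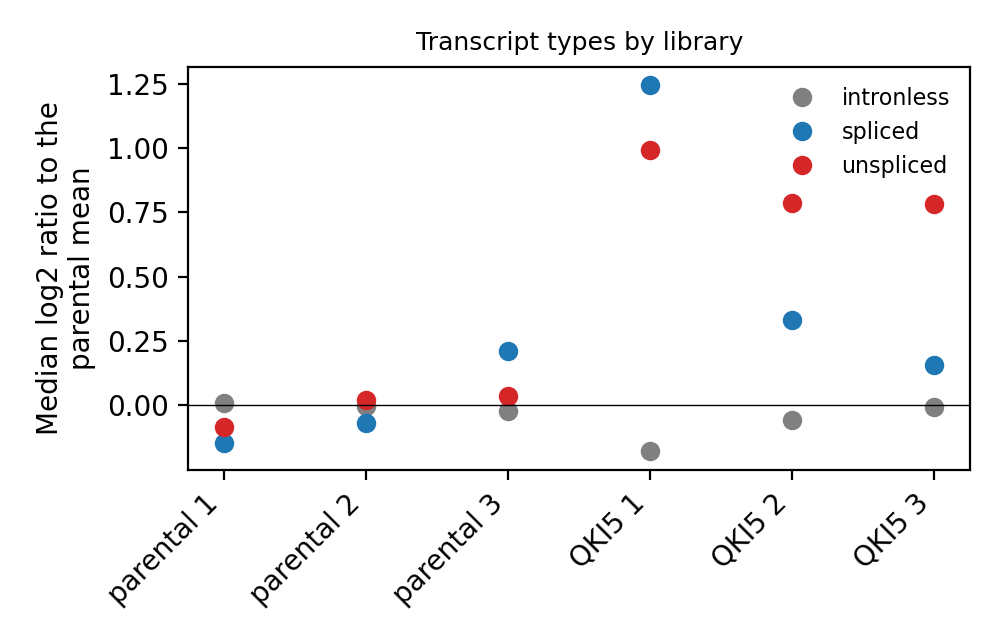
Median log2 ratio of each library to the mean of the parental libraries, for intronless, spliced and unspliced transcripts (1 point per library and type). The unspliced medians of the QKI5 libraries lie at 0.99, 0.78 and 0.78, and the spliced median of QKI5 replicate 1, 1.24, lies above its unspliced median.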

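Because no spliced transcript passed the adjusted threshold, unspliced and spliced transcripts were compared over all tested transcripts. The median log2 fold change of 288 unspliced transcripts exceeded that of 317 spliced transcripts by 0.43 (two-sided permutation test of the rank sum over transcripts, p = 1e-05, the smallest p that 100000 resamples give). Among transcripts at an unadjusted p under 0.1 the difference was 0.50. With the replicate block it was 0.54, and with each library left out in turn it lay between 0.21 and 0.64. Transcripts are not independent replicates, so the difference was also taken in each library relative to the parental mean. It was -0.25 in QKI5 replicate 1, 0.45 in QKI5 replicate 2 and 0.63 in QKI5 replicate 3, against values from -0.18 to 0.09 in the parental libraries (exact permutation test, two-sided, p = 0.4). The level of unspliced transcripts alone, 0.85 ± 0.12 (SD, n = 3) in the QKI5 libraries and -0.01 ± 0.07 (SD, n = 3) in the parental libraries, separated the groups (exact permutation test, two-sided, p = 0.1, the smallest possible). In 181 of 259 genes with a single unspliced and a single spliced form, the unspliced form had the higher log2 fold change, with a median difference within genes of 0.46.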

Unspliced pre-mRNAs accumulate to a greater degree than spliced mRNAs, supporting the notion that ectopic QKI5 expression perturbs splicing in yeast (**p<0.01 by Mann-Whitney U; Figure 5B). 

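Percent unspliced was computed from the estimated counts as 100 times the unspliced count over the sum of the unspliced and spliced counts, for 300 genes with both forms, with the shorter form taken as spliced. Of these, 282 had a base mean above 100 of the summed forms. NCE101, whose longest form is not the form with the reference intron, was left out. Of the genes in the tables, 25 are listed with more than 2 forms. For such genes all forms but the longest were summed as spliced, so a partly spliced form among them counts as spliced. Limma on percent unspliced gave 80 introns with an unadjusted p under 0.1, where 28.2 would be called by chance, and 1 intron (RPL30) with a Benjamini-Hochberg adjusted p under 0.1. A test per intron with equal variance and no moderation, the form of test the paper names, called 74 introns at an unadjusted p under 0.1. The alternative that moved the count most was leaving out QKI5 replicate 1, which gave 122 introns at the unadjusted threshold and 62 after adjustment. With the replicate block 63 introns passed at the unadjusted threshold. In 87 introns, or 30.9%, the 3 QKI5 values all lay beyond the 3 parental values, a pattern that chance gives in 10% of introns.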

We measured changes in splicing by calculating the percentage of unspliced pre-mRNA for each intron-containing transcript (n=304 (out of 325 total) that passed expression level cutoff of base mean > 100) and discovered that 50 changed significantly (cutoff *p*<0.1 by Student’s t-test; Supplementary file 7) upon QKI5 expression. 

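Among the 80 introns past the unadjusted threshold of limma's test, 70 were higher in QKI5, or 24.8% of the introns tested, and 10 were lower. Introns were not sorted by chromosome here, whereas the paper kept increased introns on ChrM out of its motif search. Whether the spliceosome removes each of the 70 was not examined, and URA2, among them, has no intron in the reference annotation. The median change of the 70 was 2.69 percentage points, 60 of them rose by at least 1 percentage point and 15 by at least 10. Over all 282 introns, percent unspliced was higher in QKI5 in 213, or 75.5%, with a median change of 0.633 percentage points. The median percent unspliced per library was 1.79% ± 0.207 (SD, n = 3) in the parental libraries and 2.78% ± 0.473 (SD, n = 3) in the QKI5 libraries (exact permutation test, two-sided, p = 0.1, the smallest p possible). When the counts of all introns were summed, percent unspliced was 2.50% ± 0.149 (SD, n = 3) and 3.24% ± 0.745 (SD, n = 3), and QKI5 replicate 1, at 2.40%, lay among the parental libraries (exact permutation test, two-sided, p = 0.3). With TPM values and with a base mean above 1000 the summed values separated the groups, with differences of 0.375 and 0.842 percentage points (exact permutation test, two-sided, p = 0.1, the smallest p possible). The largest increases among introns past the unadjusted threshold whose groups did not overlap were those of RPL22B (from 19.0% ± 8.44 to 48.1% ± 20.1, SD, n = 3), RPL7B, RPS14B (from 26.3% ± 5.31 to 44.2% ± 1.89, SD, n = 3), RPL30 and URA2 (from 8.06% ± 1.53 to 23.2% ± 13.5, SD, n = 3). The largest decreases by the same rule were those of DB639229 (from 79.5% ± 7.25 to 44.9% ± 14.3, SD, n = 3), PES4, HFM1 (from 11.8% ± 5.36 to 2.42% ± 2.09, SD, n = 3), APE2 (from 28.3% ± 3.07 to 19.9% ± 6.40, SD, n = 3) and RPS9A (from 16.1% ± 0.556 to 9.35% ± 2.47, SD, n = 3). RPL22B, RPL7B, RPS14B and RPS9A each have a paralog, and kallisto divides reads shared by such copies, so their values are less certain. URA2 stood at 38.8% in QKI5 replicate 1 and at 15.4% and 15.5% in QKI5 replicates 2 and 3. With single libraries left out, its change fell to 7.39 percentage points and that of APE2 shrank to -5.12. URA2 was called in 3 of these 6 fits, APE2 in 1 and RPL22B in 4, and the other introns named here in all 6. PES4 changed by -29.1 percentage points with the shorter form as spliced and by 29.1 with the forms named by their order in the table, so its direction rests on which form is the unspliced one.

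**Figure D2:**
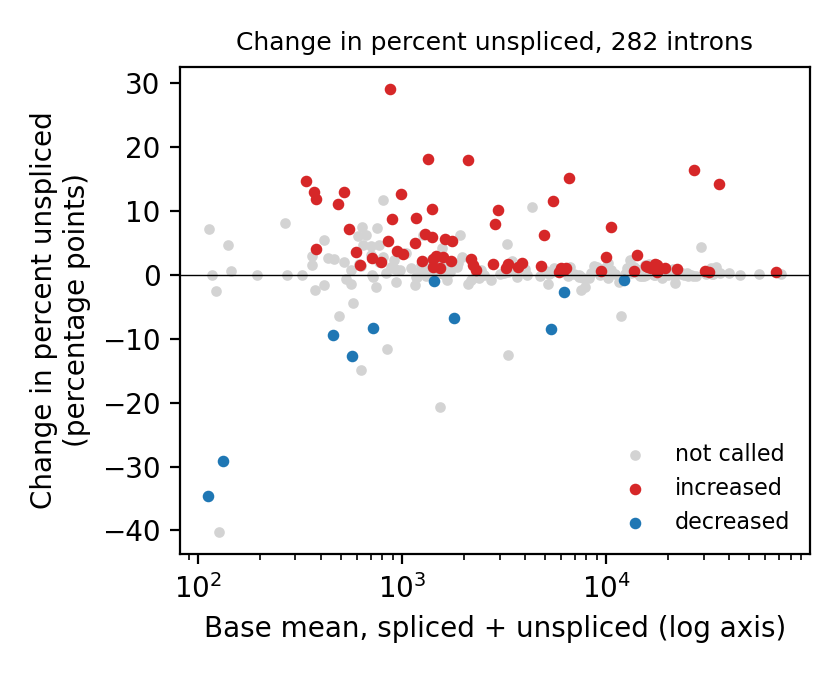
Change in percent unspliced (QKI5 minus parental, percentage points) against base mean for the 282 introns (1 point per intron). Red points are the 70 introns with an increase and blue points the 10 with a decrease at an unadjusted p under 0.1.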

Of these, 41 increase in percent unspliced (~12% of all expressed intron-containing transcripts) while nine decrease compared to control, which indicates a strong bias toward intron accumulation upon ectopic QKI5 expression (Figure 5C). We validated several of these using RT-PCR (Figure 5D n=4) and (Figure 5—figure supplement 1C n=15) or RT-qPCR (Figure 5E n=5) and found that each of these instances of repressed splicing upon QKI5 expression that is measured by RNA-seq is also observed using these complementary methods. 

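The RT-PCR and RT-qPCR panels show 19 distinct introns besides that of HAC1, of which 18 had a base mean above 100. Percent unspliced was higher in QKI5 in all 18, the 3 QKI5 values lay above the 3 parental values in 17, and 16 had an increase at an unadjusted p under 0.1 in limma's test. Adjusted over all 282 introns, 1 passed an adjusted p of 0.1. The paper picked these introns for their rise in the same libraries, so that the number called is not an independent test. With the replicate block 15 were called, and with each library left out in turn from 13 to 17. Of the introns in Figure 5D, SUS1 rose from 6.57% ± 0.846 to 15.3% ± 4.26 (SD, n = 3; adjusted p = 0.154 from limma), GOT1 from 2.38% ± 1.31 to 7.44% ± 1.60 (SD, n = 3; adjusted p = 0.121), YDL012C from 10.0% ± 1.93 to 22.7% ± 2.72 (SD, n = 3; adjusted p = 0.101) and MRK1 from 16.5% ± 2.05 to 28.2% ± 2.42 (SD, n = 3; adjusted p = 0.101). In Figure 5E, MOB1 rose from 3.09% ± 1.89 to 9.51% ± 2.07 (SD, n = 3), NBL1 from 15.3% ± 1.15 to 27.2% ± 5.78 (SD, n = 3), RPL28 from 2.37% ± 0.495 to 16.6% ± 8.73 (SD, n = 3) and TMA20 from 0.592% ± 0.0557 to 1.83% ± 0.218 (SD, n = 3). RPL30 (chromosome VII, 439091 to 439638, sacCer3), the intron that passed the adjusted threshold, rose from 0.628% ± 0.123 to 17.1% ± 3.19 (SD, n = 3; change of 16.4 percentage points, standard error 1.69, adjusted p = 0.069 from limma). Behind these values lie on average 90.8 unspliced and 14342 spliced counts in the parental libraries and 5279 unspliced and 26586 spliced counts in the QKI5 libraries. Among the introns of the supplement with a base mean above 100, RPL7B rose most, from 4.73% ± 0.720 to 22.9% ± 8.72 (SD, n = 3), and OM14, VPS29, POP8, RPL17B, YOS1 and ACT1 were also called. RPL17B, like RPL7B, has a paralog that shares reads with it, and it was called in 1 of the 6 fits that each left out a library, though under each other alternative. YPR170W-B changed by 0.509 percentage points (adjusted p = 0.364 from limma) and RPS25A by 0.158 (adjusted p = 0.732 from limma), and neither was called. YPR170W-B was called in the equal-variance test and in the limma fit without QKI5 replicate 1. DB639731, also in the supplement, had 33.3% ± 28.9 and 85.3% ± 17.0 (SD, n = 3), a larger rise, but its base mean was 3.56 and it was not tested. The paper states that the counts of introns show a bias toward intron accumulation, and that RT-PCR and RT-qPCR also show the repressed splicing.

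**Figure D3:**
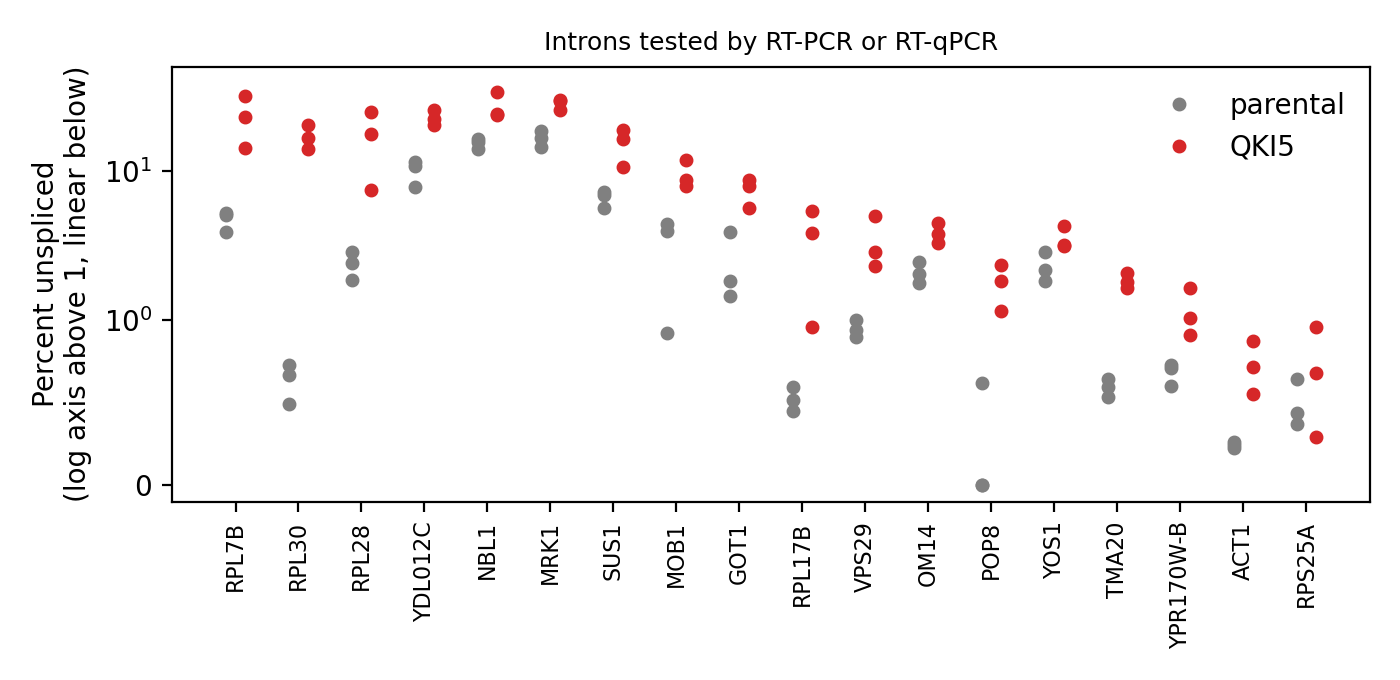
Percent unspliced in each library (linear below 1%, log axis above) for the 18 introns with RT-PCR or RT-qPCR values in the paper and a base mean above 100. Each point is a library, grey for parental and red for QKI5, with 3 per strain, and RPS25A is the intron whose groups overlap.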

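The HAC1 intron (chromosome VI, 75840 to 76091, sacCer3, within a gene from 75179 to 76147) had a percent unspliced of 92.5% ± 3.58 (SD, n = 3) in the parental libraries and 86.1% ± 4.93 (SD, n = 3) in the QKI5 libraries. The change was -6.44 percentage points (standard error 3.22, adjusted p = 0.353 from limma with Benjamini-Hochberg adjustment), and the groups overlapped (exact permutation test, two-sided, p = 0.2). It was not called in limma's test at an unadjusted p under 0.1, but it was called as a decrease with a base mean above 1000 as the filter, with the replicate block (change of -6.44 percentage points) and in 2 of the 6 fits that each left out a library. The unspliced form had 4381 counts on average in the parental libraries and 10966 in the QKI5 libraries, and the spliced form 351.9 and 1705.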

Notably, the HAC1 intron, which is not removed by the spliceosome (Sidrauski et al., 1996), shows no increase in intron accumulation upon ectopic QKI5 expression by either RNA-seq or RT-PCR (Figure 5—figure supplement 1C). Next, we asked if any intron sequence motifs are enriched that correlate with increased intron retention upon QKI5 expression by obtaining 80 nt of intron sequence upstream of the 3′ss and compared these to 80 nt of intron sequence in 108 control introns that are expressed but unchanged compared to control using SEA (Bailey and Grant, 2021 see Methods). 

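Intron sequence was taken from the sacCer3 reference, whose annotation gives introns within coding sequence. The reference gave a sequence for 62 of the 70 genes with increased percent unspliced (88.6%) and for 93 of the 106 unchanged genes (87.7%), where unchanged means an unadjusted p above 0.2 in limma's test and a change of less than 1 percentage point. Where a gene has more than 1 intron, the intron with the most ACTAA copies stood for it, since the transcript forms do not separate the introns of a gene. Over all 258 genes with more than 1 listed form and an intron in the reference, whether or not they were compared here, 242 of 279 reference introns have at least 1 ACTAA within 80 nt of the 3′ss.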

Nine motifs are significantly enriched (*p*<0.01), four of which have varying degrees of resemblance to the QKI binding motif (ACUAA) or ‘half-site’ (UAAY) (Galarneau and Richard, 2005; Ryder and Williamson, 2004; Hafner et al., 2010). We note that several of these could potentially serve as tandem embedded motifs (for example, U*ACUAA*CUAAC, where the first is italicized and the second underlined). 

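Of 62 increased introns with a reference sequence, 9, or 14.5%, had at least 2 ACTAA in the last 80 nt, with overlapping copies counted as separate. These were ACT1, IWR1, LSM7, NBL1, PRE3, RPL22A, RPL7B, SUS1 and YBR090C. With overlapping copies not counted, 6 introns, or 9.68%, had 2.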

A search for these finds that 18% of the introns that accumulated upon QKI5 induction compared to control have either two independent or tandem embedded motifs. In contrast, examination of the introns that are unchanged upon QKI5 induction reveals that only 6% had two intron ACUAA motifs within 80 nt of the 3′ss. 

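Of 93 unchanged introns with a reference sequence, 5, or 5.38%, had at least 2 ACTAA in the last 80 nt. Of the 182 introns with a sequence that did not increase, whether unchanged or not, 15, or 8.24%, did.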

The occurrence of two ACUAA elements per intron 3′ss-proximal region is significantly overrepresented in the set of introns that accumulate upon QKI5 ectopic expression (*p*=0.035 by Chi-squared test), suggesting that these are more sensitive to QKI5 splicing repression. 

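The shares of 9 in 62 increased and 5 in 93 unchanged introns give an odds ratio of 2.99 (Fisher's exact test, two-sided, p = 0.0832). With a window of 120 nt, 12 of 62 and 6 of 93 introns had at least 2 ACTAA (Fisher's exact test, p = 0.0202), and with the whole intron 19 of 62 and 18 of 93 (Fisher's exact test, p = 0.125). When the increased introns were compared with all introns that did not increase, Fisher's exact test gave p = 0.214. With the replicate block, an alternative added after the data were seen, 9 of 47 and 6 of 97 introns had at least 2 ACTAA (Fisher's exact test, p = 0.0377).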

Intriguingly, the essential ACT1 pre-mRNA has dual ACUAA elements in its intron proximal to the 3′ss, like those observed in RAI14 intron 10 (Figure 2A), and its splicing is blocked by QKI5 induction (Figure 5F). Thus, QKI5 expression in yeast is lethal and is, at least in part, due to splicing inhibition.

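ACT1 (YFL039C) lies on the minus strand of chromosome VI from 53260 to 54696 in sacCer3, with an intron of 309 nt from 54378 to 54686. Its last 80 nt are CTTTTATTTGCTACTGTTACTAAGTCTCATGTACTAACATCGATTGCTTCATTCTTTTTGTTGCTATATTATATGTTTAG and hold 2 ACTAA elements. The element upstream, TACTAAG with its flanks, spans 54435 to 54439 and ends 57 nt from the 3′ss, and the element downstream, TACTAAC with its flanks, spans 54421 to 54425 and ends 43 nt from it. In the RNA-seq libraries, percent unspliced of ACT1 was 0.244% ± 0.0199 (SD, n = 3) in the parental libraries and 0.714% ± 0.161 (SD, n = 3) in the QKI5 libraries. The change was 0.47 percentage points (standard error 0.194, adjusted p = 0.309 from limma), and all 3 QKI5 values lay above the parental values (exact permutation test, two-sided, p = 0.1, the smallest possible). It was called at an unadjusted p under 0.1, and also, with smaller p, in the equal-variance test that the paper names, in limma on the log2 ratio, in edgeR's interaction test and with TPM values. It was called in 2 of the 6 fits that each left out a library, and not with an unspliced base mean above 100 or with the replicate block, which left the change at 0.47. Spliced ACT1 had 58101 counts on average in the parental libraries and 69212 in the QKI5 libraries, and unspliced ACT1 141.9 and 505.7.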

## Discussion

Our study reveals that QKI can repress the inclusion of alternatively spliced exons by directly competing with SF1/BBP for ACUAA bs. We find that 43% of the alternatively spliced exons co-regulated by both SF1 and QKI fall within the ‘QKI repressed and SF1 activated’ category and are associated with an ACUAA sequence motif/bs (Figures 1 and 2). We show unambiguously that either of the two ACUAAC elements in RAI14 intron 10 can be used as a bs, but that one or the other is required for any splicing and so must be a bs (Figure 3). Interestingly, deleting either ACUAAC element reduces exon skipping (Figure 3) and QKI5 binding (Figure 4), but increases inclusion (Figure 3) and SF1 binding (Figure 4). Therefore, QKI binds with high affinity to a bona fide dual bs in RAI14 intron 10 to prevent SF1 binding and splicing activation. In budding yeast, where the bs is nearly invariant ACUAAC, ectopic expression of QKI5 blocks pre-mRNA splicing and is lethal (Figure 5). Together, these findings demonstrate the validity of the bp competition model by showing these two RBPs directly compete for ACUAA bs substates.

### Consequences of bp competition for pre-mRNA substates and other RNAs

One of the best-studied examples of competition between RBPs for pre-mRNA substrates is the competition between SR proteins, which promote exon activation, and hnRNPs, which repress exon inclusion (Mayeda and Krainer, 1992; Lin and Fu, 2007). This is the predominant manner through which most cell/tissue types carry out alternative pre-mRNA splicing. The model for bp competition between SF1 and QKI that we define here describes a novel but relatively simple pathway through which a specific subset of alternatively spliced exons with ACUAA bs can be regulated. Our findings are consistent with the established role of SF1 in bp recognition and splicing activation and suggest that QKI is more often a splicing repressor. A nuanced implication of this model is that the loss of function of one of these proteins leads to a gain of function in the other, by relieving competitive inhibition of a specific number of ACUAA bs that control the inclusion of certain alternatively spliced exons.

How does competition between SF1 and QKI influence transcript fate? In the case of *RAI14* intron 10, the dual ACUAA bs constitute a high-affinity bipartite binding site for dimeric QKI5 protein. In C2C12 myoblasts where QKI5 levels are high, *Rai14* exon 11 is mostly skipped (Figure 2), and this correlates with QKI5 binding (Figures 2 and 4). This binding event appears to promote paraspeckle association, as the paraspeckle proteins NONO, SFPQ, and PSPC1 (Knott et al., 2016) co-associate with QKI5-bound *RAI14* intron 10 (Figure 4F). This finding is consistent with a recent report that identifies QKI as a paraspeckle-associated protein (Dyakov et al., 2024). It is unclear how paraspeckle localization might influence splicing outcomes, but pre-mRNA localization within the nuclear speckle is associated with more efficient splicing (Bhat et al., 2024). It is possible that QKI-directed paraspeckle localization is repressive to pre-mRNA splicing or promotes the ligation of the exons flanking an alternatively spliced one, leading to exon skipping, as we observe in *RAI14*. Further study is required to elucidate how competition between SF1 and QKI for pre-mRNA substates influences their subnuclear localization, splicing, and stability. A recent study suggests that this may be complicated by the fact that QKI itself attenuates paraspeckle biogenesis by promoting the expression of the short *NEAT1* lncRNA isoform, which has lower paraspeckle-promoting activity than the longer isoform (Zakutansky et al., 2024). It is unclear if SF1 might have a similar role, which is possible, given that QKI promotes expression of the short isoform of NEAT1 via ACUAA elements (to which SF1 might also bind). Therefore, this may constitute a complex feedback loop in which QKI (and/or SF1) can regulate splicing in a paraspeckle-dependent manner but also regulates the degree to which paraspeckles accumulate.

### Branch site competition defines a subset of cell-type-specific alternative splicing

Competition for alternatively spliced exons between SR proteins and hnRNPs largely explains the splicing patterns observed in most cell types, but not in the most divergent patterns observed in muscle or brain cells (Merkin et al., 2012; Barbosa-Morais et al., 2012). This is due in part to muscle- or brain-specific RBP expression patterns, and our study uncovers the novel finding that bp competition between SF1 and QKI helps explain how these are enforced. SF1 levels are relatively high in most tissues but can vary by up to eightfold (Tapial et al., 2017), while QKI levels are much more dynamic. QKI levels are elevated in muscle, but undetectable in most neurons or predominated by the cytoplasmic isoforms QKI6 and QKI7 in glia (Noveroske et al., 2002; Hardy et al., 1996; Ebersole et al., 1996; Kondo et al., 1999; Feng et al., 2021). Therefore, in muscle, the nuclear QKI:SF1 ratio is high, whereas in many brain cell types, it is low (or zero), resulting in opposite patterns of isoform-specific transcriptomes and proteomes within the context of the bs competition model. This is also relevant in developmentally regulated systems, where QKI5 levels increase during cardiac cell differentiation (Mazin et al., 2021) but decrease as neural stem cells commit to mature cell types (Hayakawa-Yano et al., 2017). Similarly, when embryonic stem cells exit pluripotency and commit to the endoderm lineage, QKI levels decrease; however, upon commitment to the mesodermal lineage, QKI levels increase, and a QKI-associated splicing gain-of-function is observed (Fagg et al., 2022). On the other hand, SF1 reduction, leading to increased unspliced RNA and skipped exons, has been observed in a model of aging and correlates with age-related fitness decline (Heintz et al., 2017). In summary, the competition between SF1 and QKI appears to be a novel molecular mechanism through which different cell-type-, tissue-, lineage-, and developmental-specific, as well as homeostatic, splicing programs can be achieved and regulated.

### Evolutionary implications of bp competition

Yeast and other single-celled eukaryotes lack *QKI*, whereas multicellular eukaryotes and plants have the gene or an ortholog. Strikingly, we found that 12% of the introns expressed in yeast strain BY4741’s splicing was inhibited by ectopic QKI5 expression, and that these cells developed a large-budded phenotype due to a failure to divide (Figure 5—figure supplement 1A and B). This phenotype has been observed due to a lack of *TUB1* pre-mRNA splicing (Burns et al., 2002), although we did not observe mis-splicing of it (or *TUB3*) in our study. 

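At a base mean above 100, the share of introns with increased percent unspliced at an unadjusted p under 0.1 ranged from 14.5% to 39.4% across the 6 fits of limma's model that each left out a library, the highest being that without QKI5 replicate 1. It was 21.3% when a change of at least 1 percentage point was also required. The cells' budding was not measured in these libraries.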

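TUB1 (YML085C, chromosome XIII, 97941 to 99400, sacCer3) had a percent unspliced of 0.231% ± 0.168 (SD, n = 3) in the parental libraries and 0.262% ± 0.0909 (SD, n = 3) in the QKI5 libraries, a change of 0.0303 percentage points (standard error 0.201, adjusted p = 0.937 from limma). Its unspliced form had 13.2 counts on average in the parental libraries. TUB3 (YML124C, chromosome XIII, 22048 to 23683) had 1.55% ± 0.403 (SD, n = 3) and 1.28% ± 0.578 (SD, n = 3), a change of -0.278 percentage points (standard error 0.41, adjusted p = 0.695 from limma). The sign of both changes depended on single libraries.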

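The 5 introns with the largest increase in percent unspliced, among those past the unadjusted threshold of limma's test whose groups did not overlap, differed in the number of ACTAA within 80 nt of the 3′ss. RPL7B had 2, while RPL22B, RPS14B and RPL30 each had 1. URA2 has no intron in the reference annotation and was not examined. Of the 5 largest decreases by the same rule, APE2 had 2, RPS9A 1 and HFM1 0, while DB639229 and PES4 had no reference intron. Among the introns tested by RT-qPCR, all of which rose, NBL1 had 2, RPL28, RPL30 and TMA20 each 1, and MOB1 0. An ACTAA together with a separate TAAC or TAAT in the last 80 nt was found in 44 of 62 increased and 41 of 93 unchanged introns (Fisher's exact test, two-sided, p = 0.00105, adjusted p = 0.00736 over 7 tests of intron properties). This comparison was chosen after the data had been seen, though before its result, and it lost the 0.05 threshold under 4 of 14 alternatives.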

The introns most sensitive to QKI5 have evidence of the ‘bipartite’ QKI motif, which is consistent with high-affinity binding of dimeric QKI (Galarneau and Richard, 2005) and similar to that observed in RAI14 intron 10. It is interesting that yeast lack *QKI,* do not exhibit ‘alternative splicing’ per se, and have a more invariant bs. This is UACUAAC in *S. cerevisiae* (Berglund et al., 1997; Moore et al., 1993; Gould et al., 2016), but *Schizosaccharomyces pombe* has a slightly more degenerate bs (Kupfer et al., 2004), and its introns share some features with both budding yeast and mammals (Prabhala et al., 1992; Käufer and Potashkin, 2000). Nevertheless, the consensus bs in the latter still represents a strong QKI-binding motif (Galarneau and Richard, 2005; Ryder and Williamson, 2004), suggesting that QKI expression might also be lethal. Thus, it would be evolutionarily unfavorable to select for *QKI* or an ortholog/close relative.

The metazoan STAR family of RBPs, with the exception of SF1/BBP, which is the most divergent member, all contain the QUA1 dimerization domain (Vernet and Artzt, 1997). In the case of QKI (or ASD2 in *C. elegans* Ohno et al., 2008) or HOW in *Drosophila* (Zaffran et al., 1997), the binding motif ACUAA, along with the presence of a YAAY ‘half site’ within about 20 nt, requires more specificity and generates additional points of contact on an RNA, which may explain in part its higher binding affinity than SF1. Perhaps it would not have been evolutionarily advantageous for the majority of bs in multicellular organisms to be UACUAAC/high-affinity QKI motifs (fewer than 20% of human introns have this bs Irimia and Roy, 2008). So more degenerate bs were selected for in metazoans. However, the presence of some ACUAA bs could help diversify the functions of cell-type-specific protein isoforms. For example, many cytoskeletal/contraction-related protein isoforms are specific to muscle (Nakka et al., 2018; Giudice et al., 2016), and many of these are alternatively spliced exons that are repressed by QKI through binding UACUAAY in introns upstream of them (Fagg et al., 2017; Sugnet et al., 2006; Hall et al., 2013; Mazin et al., 2021). Similar observations in worms and flies suggest the intriguing possibility that this may have coevolved with the QKI gene and the more extensive bs degeneracy observed in metazoans and plants. One way this would have been executed, but also constrained, is through bs competition between QKI and SF1/BBP. Consequently, this may have enabled expansion of the transcriptome and proteome through diversification of alternative splicing.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (yeast)	BY4741	Ares Lab/Prakash Lab	NCBI Taxonomy ID: 1247190	
Cell line (mouse)	C2C12	ATCC	CRL-1772	
Cell line (human)	Flp-In T-Rex 293; WT or QKI KO	Thermo Fisher	RRID:CVCL_U427	
Transfected construct (human)	pDUP-RAI14 (WT and various mutants)	Parental plasmid Dominski and Kole, 1991		
Transfected construct (mouse)	pMyc:Qk5	Sean Ryder	‘Wild-type’ but contains a translationally silent mutation in the region corresponding to exon 6	
Transfected construct (mouse)	pMyc:Qk5 (K120A;R124A)	Fagg et al., 2022	QKI5 defective in RNA binding	
Transfected construct (human)	pcDNA3.1-SF1	This paper		See ‘*Plasmids and Transfections’* section in Methods below
Other	pcDNA3.1-tdTomato	Fagg et al., 2017		Fagg et al., 2017
Other	pJW1666	Addgene plasmid # 112040		Jonathan Weissman (Addgene plasmid # 112040)
Other	pJW1666-Qki5	Addgene plasmid # 112040 with Qki5 inserted		Jonathan Weissman (Addgene plasmid # 112040) with Qki5 inserted
Other	pJW1666-Qki5 (K120A;R124A)	Addgene plasmid # 112040 with Qki5 (K120A;R124A) inserted		Jonathan Weissman (Addgene plasmid # 112040) with Qki5 (K120A;R124A) inserted
Recombinant DNA reagent	pcDNA5-aptamer plasmid	Garcia-Blanco lab		
Antibody	GAPDH; Mouse monoclonal IgM	Sigma	G8795	1:40,000
Antibody	α/β-Tubulin; Rabbit polyclonal	Cell Signalling	2148	1:5000
Antibody	panQKI; Mouse monoclonal IgG2b (clone N147/6)	Sigma	MABN624	1:2000
Antibody	SF1; Rabbit polyclonal	Bethyl	A303-213a	1:5000
Antibody	TATSF1; Rabbit polyclonal	Thermofisher	20805–1-AP	1:2000
Antibody	IRDye 800CW Goat anti-Mouse IgG2b; Secondary anti-mouse	Licor	P/N 926–32352	1:15,000
Antibody	IRDye 800CW Goat anti-Rabbit IgG Secondary anti-rabbit	Licor	P/N: 926–32211	1:15,000
Antibody	IRDye 680RD Goat anti-Mouse IgM Secondary anti-mouse	Licor	P/N: 926–68180	1:20,000
Antibody	IRDye 680RD Goat anti-Rabbit IgG Secondary anti-rabbit	Licor	P/N: 926–68071	1:20,000
Commercial assay or kit	SYBR Green Universal Master Mix	Applied Biosystems		
Commercial assay or kit	Taq2x Master Mix	New England Biolabs		
Commercial assay or kit	ReliaPrep RNA mini prep kit	Promega		
Commercial assay or kit	iScript Reverse Transcription Supermix	BioRad		
Commercial assay or kit	NEBNext poly(A) mRNA Magnetic Isolation module	New England Biolabs	NEB, E7490	
Commercial assay or kit	NEBNext Ultra II Directional RNA Library Prep kit for Illumina	New England Biolabs	NEB, E7760	
Commercial assay or kit	HiScribe T7 High Yield RNA Kit	New England Biolabs	NEB, E2040	
Software, algorithm	UCSF ChimeraX	https://www.rbvi.ucsf.edu/chimerax	RRID:SCR_015872	Version 1.10.1
Software, algorithm	Vast-tools	Irimia et al., 2014; Tapial et al., 2017		2.0.2, database has16.02.18
Software, algorithm	rMATS	Shen et al., 2014; Park et al., 2016		Version 4.0.2, GENCODE v30 annotation
Software, algorithm	rMAPS2	rMAPS2; https://rmaps.cecsresearch.org/		
Software, algorithm	Trimmomatic	Trimmomatic	RRID:SCR_011848	v.0.39
Software, algorithm	Kallisto	Kallisto	RRID:SCR_016582	v.0.50
Software, algorithm	Deseq2	Love et al., 2023		v1.42.1
Software, algorithm	Simple Enrichment Analysis (SEA)	Bailey and Grant, 2021; https://meme-suite.org/meme/doc/sea.html		
Software, algorithm	XCalibur	Thermo Scientific	RRID:SCR_014593	V2.5
Software, algorithm	Proteome Discoverer	Thermo Fisher	RRID:SCR_014477	Version 2.2.0388
Software, algorithm	Scaffold	Proteome Software Inc.	RRID:SCR_014321	Version Scaffold_4.11.1
Software, algorithm	Protein Prophet	Nesvizhskii et al., 2003		
Software, algorithm	MSConvert	Chambers et al., 2012		
Software, algorithm	MSFragger	Kong et al., 2017		
Software, algorithm	DIA-NN	https://github.com/vdemichev/DiaNN; Demichev et al., 2020		
Software, algorithm	Fragpipe-Analyst	Hsiao et al., 2024		
Sequence-based reagent	Oligonucleotides and RNAi	See Supplementary file 8		

### Cell culture

C2C12 mouse myoblasts (obtained from ATCC) and HEK293 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with high glucose (Invitrogen) and 10% (v/v) heat-inactivated fetal bovine serum (Thermo Fisher). Cells were maintained at 37 °C in a humidified atmosphere with 5% CO_2_. The HEK293 QKI KO cells were shared by Kuo-Chieh Liao and generated as previously described (Liao et al., 2021; Liao et al., 2020) and used the Flp-In T-Rex 293 cell line. The cells were routinely tested for mycoplasma and tested negative. STR phenotyping was conducted at the UTMB Molecular Genomics Core Facility on QKI KO and control HEK cells, confirming their identity as HEK293T cells.

### Protein alignment

The Quaking protein used for alignment is as referenced (Teplova et al., 2013) and used PDB accession 4JVH and for SF1 Liu et al., 2001 used PDB 1K1G. Alignment and visualization were performed using UCSF ChimeraX (https://www.rbvi.ucsf.edu/chimerax) version 1.10.1 (Meng et al., 2023).

### Plasmids and transfections

The pDUP51 splicing reporter plasmid (Dominski and Kole, 1991) was used as a backbone to generate the RAI14 exon 11 plasmid. A 243 bp fragment upstream of exon 11, exon 11, and a 95 bp fragment downstream of the exon were PCR-amplified from H9 human embryonic stem cell genomic DNA; the forward primer contained an ApaI site, and the reverse primer contained a BglII site. These and the pDUP51 plasmid were digested with ApaI and BglII (NEB), then ligated into pDUP51 at the ApaI and BglII restriction sites. The resulting pDUP-RAI14 exon 11 plasmid was confirmed by Sanger sequencing. Mutant constructs were generated using the Q5 Site-Directed Mutagenesis Kit and were also verified by Sanger sequencing. The myc:QKI5 plasmids used were described previously and were a kind gift from Sean Ryder (Fagg et al., 2017; Fagg et al., 2022). Generation of the pcDNA3.1-tdTomato plasmid was also previously described (Fagg et al., 2017). The pcDNA3.1-SF1 plasmid was generated by Gibson Assembly using cDNA from H9 human embryonic stem cells as a template for PCR amplification and confirmed by Sanger sequencing.

Transfections were carried out with Lipofectamine 2000 (Invitrogen) using an ‘in tube transfection’ protocol, where 2.5×10^5^ cells were added to a tube containing Lipofectamine and the appropriate volume of reagent, following the manufacturer’s instructions, with 100 ng DNA mix in Gibco Opti-MEM (Thermo) or 30 pmol of siRNA, incubated for 20 min at RT, plated in 12 well plates containing DMEM 10% FBS and incubated overnight. Cells were harvested 24 hr after transfection.

For the RNA affinity chromatography, the j6f1 aptamer under the control of the T7 RNA promoter was obtained by the digestion of the vector pcDNA5-aptamer plasmid and was a gift from Chloe Nagasawa (University of Texas Medical Branch, Galveston, Texas, US) from the lab of Mariano Garcia-Blanco (University of Virginia). RAI14 sequence consisting of 60 bp fragment of RAI14 intron 10 upstream RAI14 exon 11 was obtained from a gBlock (IDT), digested with HindIII and Not1 restriction enzymes and cloned into the digested PCNA5 aptamer plasmid.

For yeast transformation, the plasmid pJW1666 (gift from Jonathan Weissman Addgene plasmid # 112040; http://n2t.net/addgene:112040; RRID:Addgene_112040; Costa et al., 2018) was used to clone the WT or mutant QKI sequences, or the GFP present on WT the plasmid was used as control.

### RNA extraction, RT-PCR, and RT-qPCR

RNA was extracted from cells using Trizol (Thermo Fisher). For direct extraction from cell plates, Trizol was added to the wells and samples were vortexed. For extraction from cell lysates, cells were extracted with RSB100 (100 mM Tris-HCl pH 7.4, 0.5% (v/v) NP-40, 0.5% (v/v) Triton X-100, 0.1% (w/v) SDS, 100 mM NaCl, and 2.5 mM MgCl_2_). Samples were vortexed, chloroform was added, then the samples were incubated at RT for 2 min. After centrifugation at 13,000 RPM for 15 min at 4 °C, the aqueous phase was transferred to a new tube and samples were processed with the ReliaPrep RNA MiniPrep system (Promega), according to the manufacturer’s instructions. Reverse transcription was performed with iScript Reverse Transcription Supermix (BioRad) according to manufacturer instructions. RT-PCR was performed using Taq2x Master Mix (NEB), and cycle numbers were determined empirically to prevent over-amplification. PCR products were analyzed by agarose gel and via Agilent 2100 BioAnalyzer.

For RT-qPCR, cDNA was diluted 1:8 and used with Applied Biosystems SYBR Green Universal Master Mix on a Step One Plus Real-Time PCR machine (Applied Biosystems). RT-qPCR cycling conditions were: 95 °C for 10 min, [95 °C 15 s, 60 °C 60 s] (40 cycles). DUP-RAI14 exon 11 reporter RNA abundances were analyzed by calculating the ΔCt values normalized to EEF1A1. The ΔΔCt values were then calculated as 2^-ΔCt for each sample. The average ΔΔCt of the wild-type reporter was used as a normalization factor to determine the relative RNA abundance in the mutant reporters.

### Western blotting

Proteins were extracted using RSB100 (100 mM Tris-HCl pH 7.4, 0.5% (v/v) NP-40, 0.5% (v/v) Triton X-100, 0.1% (w/v) SDS, 100 mM NaCl, and 2.5 mM MgCl_2_) with EDTA-free protease inhibitor cocktail (SIGMAFAST, Sigma) and 1 mM PMSF. The buffer was added directly to the wells of the plates, scraped, collected, and kept on ice, while vortexing every 5 min for 30 min, followed by centrifugation at 14,000 RPM for 15 min at 4 °C. The supernatant was transferred to a new tube. Samples were stored at –80 °C until use.

Protein concentration was measured using the Bradford assay (BioRad Bradford, 1976). The same amount of protein from each sample was loaded onto 10% SDS-PAGE (typically 15–30 µg) and then transferred to a 0.45 µm nitrocellulose membrane (Thermo). The membrane was blocked (with 5% non-fat dry milk dissolved in tris-buffered saline TBS) for 1 hr at room temperature with constant agitation. Primary antibody incubations were performed overnight at 4 °C with constant agitation in TBS 0.01% (v/v) tween (TBS-T) with 5% non-fat dry milk using the following antibodies: Anti-Pan-QKI Antibody, clone N147/6 (MABN624, Sigma-Aldrich) (1:2000), IgM-anti-GAPDH (G8795, clone GAPDH-71.1, Sigma-Aldrich) (1:40000), α/β-Tubulin (#2148, Cell Signaling) (1:5000), anti-SF1 (#A303-213a, Bethyl Laboratories) (1:5000), and anti-HTATSF1 (# 20805–1-AP, Thermo Fisher) (1:2000), all diluted in TBS containing 5% (w/v) milk, and 0.01% (v/v) Tween-20 (TBST). The following day, the membranes were washed three times with TBST with 5% (w/v) milk at RT. Secondary infrared conjugated antibodies: IRDye 800CW Goat anti-Mouse IgG2b (P/N 926–32352), IRDye 680RD Goat anti-Mouse IgM (P/N: 926–68180), IRDye 800CW Goat anti-Rabbit IgG (P/N: 926–32211), and IRDye 680RD Goat anti-Rabbit IgG (P/N: 926–68071) from Li-Cor were diluted according to manufacturer instructions (1:15,000 for 800CW or 1:20,000 for 680RD/LT conjugates) in TBST with 5% (w/v) non-fat dry milk for 1 hr with constant agitation. Membranes were washed three times every 5 min before visualization on the Odyssey CLx imager (Li-Cor).

### Yeast transformation

Yeast transformation was performed as described by Ito et al*.* with modifications (Ito et al., 1983) using the BY4741 strain. A 50 mL culture of BY4741 was grown to a density of 5×10^6^ overnight. Following centrifugation, the pellet was resuspended in 1 ml of deionized water, centrifuged at 12,000 RPM and resuspended in 0.5 ml of 1 X TE-LiAc (100 mM tris-HCl, 10 mM EDTA pH 7.5; LiAc pH 7.5). Subsequently, cells were resuspended in 3 x volume of 1 X TE-LiAc and incubated at 30 °C with agitation. 2 µg of purified PCR of WT QKI, mutant QKI and GFP plasmids, and 7 µL of salmon sperm carrier DNA were added to 200 µL of the yeast cells and the mixture was incubated for 45 min at 30 °C with agitation. The following steps included a 3 hr incubation at 30 °C with agitation, a 20 min heat shock at 42 °C, centrifugation at 12,000 RPM, and resuspension in YEPD followed by a 45 min incubation. After a 12,000 RPM centrifugation, cells were resuspended in water and spread in URA- selection plates, then incubated at 30 °C until transformants appeared.

### Yeast genomic DNA extraction

Genomic DNA extraction was performed using the method developed by Klassen and collaborators with a few modifications (Klassen et al., 2008). Cells were patched on URA- selection plates, and 50 µL of cell volume was scraped off the plate and resuspended in zymolase 20T 8 mg/ml. After vortexing the samples, they were incubated at 37 °C for 1 hr. After incubation, the cells were spun down, the supernatants were aspirated, and the cells were resuspended in 250 µL of 10% SDS. Then, they were vortexed and incubated for 30 min at 65 °C. After incubating the samples on ice for 5 min, 100 µL of 5 M potassium acetate, pH 7.5, was added, and the samples were incubated on ice for 1 hrr. Tubes were spun at 14,000 RPM for 15 min, and the supernatant was transferred to a new tube. Then 400 µL of ice-cold 95% EtOH was added, vortexed briefly, and spun for 15 min at 14,000 RPM. The supernatants were decanted, and the DNA pellet was dried at 30 °C for 15 min. It was then dissolved in 100 µL of ultra-pure water and placed in a mixer for 20 min at 2000 RPM. The extracted genomic DNA was used to perform PCR with high-fidelity polymerase (Takara Bio Inc) to confirm the transgene expression by Sanger sequencing.

### Yeast RNA extraction

RNA was extracted from yeast cells as previously described (Rio, 2011). Briefly, 1 mL of yeast culture was pelleted and then resuspended in 400 µL of AE buffer (50 mM, pH 5.2 of NaOAc, 10 Mm EDTA). After the addition of 40 µL of 10% SDS and 400 µL of PCA, the samples were incubated at 65 °C for 10 min. After a 5 min incubation on ice, samples were placed in phase lock gel tubes, centrifuged at 14,000 RPM for 5 min, and centrifuged again using the same conditions following another chloroform addition; this chloroform wash was repeated, and the samples were centrifuged one final time. The aqueous phase was transferred to a new 1.5 mL tube, 50 µL of 3 M sodium acetate, pH 5.2, was added, followed by two volumes of 100% ethanol. Samples were centrifuged at 14,000 RPM for 15 min, the ethanol was removed, and the pellet was washed with 70% ethanol. Then, the samples were centrifuged at 14,000 RPM for 5 min, the ethanol was removed, and the samples were air-dried. The pellet was resuspended in RNAse-free water and then vortexed. To remove any potential DNA contamination, 1 µg of RNA was treated with DNase Turbo following the manufacturer’s instructions. RNA was extracted after DNase treatment with phenol/chloroform/isoamyl alcohol and then ethanol precipitation. RNA concentration was measured using the NanoDrop (Thermo Fisher).

### Yeast spot assay

One milliliter of freshly harvested cells grown overnight in 10 mL of YEPD were centrifuged, washed in ultra-pure water and sonicated. The cells were then diluted to a concentration of 1×10^7^. Serial 10-fold (up to five times) were prepared on both galactose (Gal) and non-galactose plates. The plates were incubated at 30 °C for 3 days.

### Yeast growth curve

Yeast was grown in YEPD overnight. When the OD660 reached approximately 0.5, transgene activation was induced by adding galactose dissolved in water to a final concentration of 2% or water as control. For each time point, samples were collected for cell count and RNA extraction.

### RNA sequencing and analysis

RNA-seq data from the ENCODE project for shQKI and shNT (GSE80878) or shSF1 and shNT (GSE88430) (Van Nostrand et al., 2020a; The ENCODE Project Consortium, 2012) were downloaded from GEO and analyzed as previously described (Fagg et al., 2022) using Vast-tools (Irimia et al., 2014; Tapial et al., 2017) or rMATS (Shen et al., 2014) to compare alternative splicing observed in shQKI relative to shNT, or shSF1 relative to shNT.

The subsequent Vast-tools data files were filtered using a cutoff of dPSI > |10| and MVdPSI95>0 to identify alternatively spliced events that changed significantly upon either QKI or SF1 knockdown relative to the control. For ‘co-regulated’ exons, the above cutoff was required for either shQKI compared to control or shSF1 compared to control, but in both datasets, the MVdPSI95 had to be >0. rMATS analysis and rMAPS2 (Park et al., 2016; Hwang et al., 2020) motif enrichments were done using default conditions and with custom motifs added to measure various bp-like and potential SF1 binding motifs (ACT[ACTG]AG, [ACTG]CT[AG][CT], TAA[CT], TAA[CT]T[ACTG]A[CT], TACTAAC, TACTAA, ACTAA[CT], TACTAA[CT], CTAAC[ACG]).

Strand-specific RNAseq libraries were prepared from 1 µg of yeast total RNA using NEBNext poly(A) mRNA Magnetic Isolation module (NEB, E7490) and NEBNext Ultra II Directional RNA Library Prep kit for Illumina (NEB, E7760) following the manufacturer’s recommended procedure. The six libraries were pooled in equal molar concentration and sequenced on Illumina NextSeq 550 for PE 150 base pair sequencing, yielding about 30 M paired-end reads each. The associated data files have been uploaded to GEO under accession GSE273838. The RNAseq reads were filtered for low-quality bases and trimmed of adapter sequences using Trimmomatic (v.0.39). The trimmed reads were aligned to the yeast reference genome SacCer3 and a custom yeast annotation file, which accounts for all yeast introns (Hardy et al., 1996) (and allows measurement of unspliced, spliced, and intronless transcripts) using kallisto (v.0.50) to generate the abundance.tsv file for either normalized (TPM) or total (counts) reads for each sample. The TPM file was used as input for DESeq2 analysis (v1.42.1) to identify changes in transcript abundance (abundance cutoff TPM > 0.2 and significance cutoff *p*>0.1; Supplementary file 6), and the read counts file was used to calculate the percentage of unspliced RNA (percent unspliced = (unspliced/(unspliced+spliced))*100) for each transcript that was expressed (base mean > 100) and statistical significance was measured using the Student’s t-test with a change in percent unspliced *p*<0.1 considered significant (Supplementary file 7).

Motif analysis of both the yeast and HepG2 RNA-seq datasets were performed using SEA (Bailey and Grant, 2021), and the former used 80 nt of intron sequence upstream of the 3′ss of yeast introns, 38 of which increased (*p*<0.1) upon ectopic QKI5 expression compared to the parental control (this represents 38 of the 41 we observed that increased in inclusion upon QKI5 expression, as the other two were located on ChrM and did not overlap with ‘Talkish Standard Introns’ Talkish et al., 2019, which was a requirement for our motif analysis), compared to a background set of 106 introns that were detectable (base mean > 100) but unchanged (*p*>0.2, change in percent unspliced < |1|) upon ectopic QKI5 expression compared to the parental control. For the HepG2 intron set, we extracted the intron sequence that began 20 nt upstream of the 3′ss (to exclude analyzing potential differences in 3′ss or pY tracts) and spanned 60 nt upstream of the 3′ss of introns that were co-regulated by QKI and SF1 (dPSI > |10| and MVdPSI at 95% confidence interval >0 in either dataset or the other and at least MVdPSI at 95% confidence interval >0 in both datasets, as determined by Vast-tools) and performed SEA, and then also performed an identical analysis but using 1000 introns that were detectable (base mean >100) but unchanged in either shQKI relative to shNT or shSF1 relative to shNT (dPSI < |1|, MVdPSI = 0). In both cases, the motif set that was interrogated was from Ray et al., 2013.

### RNA affinity chromatography

Tobramycin RNA affinity chromatography was performed as previously described (Hartmuth et al., 2002) with several minor modifications. Briefly, the aptamer and RAI14 WT and mutant RNAs were produced after the vectors were digested with NotI (NEB) using the HiScribe T7 High Yield RNA Kit (NEB). Then 120 picomoles of RNA of the aptamer and RAI14 mutants, and 200 picomoles of wt RAI14 were heated in RNA binding buffer (20 mM Tris-HCl, 1 mM CaCl2, 1 mM MgCl2, 300 mM KCl, 0.1 mg/ml tRNA, 0.5 mg/ml BSA, 0.01% (v/v) NP-40, 0.2 mM DTT) at 95 °C for 5 min and transferred to RT for 30 min. Samples were incubated with 60 µL of tobramycin-coupled Sepharose matrix at 4 °C for 2 hr with head-over-tail rotation. The beads were washed three times with washing buffer (20 mM Tris-HCl, 1 mM CaCl2, 1 mM MgCl2, 145 mM KCl, 0.1% (v/v) NP-40, 0.2 mM DTT) and incubated with a 285 µL solution of 32% of C2C12 NE (as previously described Dignam et al., 1983), 32 mM KCL, 2 mM MgCl2, 2 mM ATP, and 20 mM creatine phosphate (CP) (the reactions were also performed without MgCl2, ATP and CP in the NE solution) for 7.5, 15, and 30 min at 30 °C with head over tail rotation. After NE incubation, the matrix was washed three times with a higher salt concentration of washing buffer (150 mM KCl). The beads were eluted with 5 mM of tobramycin in 20 mM Tris-HCl, 1 mM CaCl2, 1 mM MgCl2, 145 mM KCl, 2 mM MgCl2, 0.2 mM DTT in a 125 µL solution. The protein eluate was precipitated with acetone and suspended in LDS sample buffer for WB and in 5% (w/v) SDS, 50 mM TEAB pH 7.1 for MS analysis.

### Protein precipitation

Acetone was used to precipitate the proteins from the RNA affinity chromatography-eluted samples. Four times the sample volume of cold acetone was added to each sample and vortexed. Samples were incubated for 60 min at –20 °C for 1 hr, following a 10 min centrifugation at 14,000 RPM at 4° C. The acetone was decanted, and the samples were air-dried for 15 min. Pellets were resuspended with 1 x Laemmli buffer for western blot or with 5% (w/v) SDS, 50 mM TEAB, pH 7.1, for liquid chromatography with tandem mass spectrometry.

### Protein digestion

The samples were prepared as previously described (Herrmann et al., 2021). Briefly, 25 µg of protein from the above were reduced with 10 mM Tris(2-carboxyethyl) phosphine (TCEP) (77720, Thermo) and incubated at 65 °C for 10 min. The sample was then cooled to room temperature, and 1 μL of 500 mM iodoacetamide acid was added and allowed to react for 30 min in the dark. Then, 3.3 μL of 12% phosphoric acid was added to the protein solution followed by 200 μL of binding buffer (90% Methanol, 100 mM TEAB pH 8.5). The resulting solution was added to the S-Trap spin column (https://protifi.com/) and passed through the column using a bench-top centrifuge (60 s spin at 1000*×g*). The spin column is washed with 150 µL of binding buffer and centrifuged. This is repeated twice. 30 µL of 20 ng/µL trypsin is added to the protein mixture in 50 mM TEAB pH 8.5 and incubated at 37°C overnight. Peptides were eluted twice with 75 µL of 50% acetonitrile, 0.1% (v/v) formic acid. Aliquots of 20 µL of eluted peptides were quantified using the Quantitative Fluorometric Peptide Assay (Pierce, Thermo Fisher Scientific). Eluted volume of peptides corresponding to 5.5 µg of peptides are dried in a speed vac and resuspended in 27.5 μL 1.67% (v/v) acetonitrile, 0.08% (v/v) formic acid, 0.83% (v/v) acetic acid, 97.42% water, and placed in an autosampler vial.

### Data-dependent acquisition NanoLC MS/MS analysis

Peptide mixtures were analyzed by nanoflow liquid chromatography-tandem mass spectrometry (nanoLC-MS/MS) using a nano-LC chromatography system (UltiMate 3000 RSLCnano, Dionex), coupled on-line to a Thermo Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific, San Jose, CA) through a nanospray ion source (Thermo Scientific) similar to as we have described previously (Liu et al., 2022). A trap and elute method was used. The trap column was a C18 PepMap100 (300 µm×5 mm, 5 µm particle size) from Thermo Scientific. The analytical column was an Acclaim PepMap 100 (75 µm×25 cm) from (Thermo Scientific). After equilibrating the column in 98% solvent A (0.1% formic acid in water) and 2% solvent B (0.1% (v/v) formic acid in acetonitrile (ACN)), the samples (2 µL in solvent A) were injected onto the trap column and subsequently eluted (400 nL/min) by gradient elution onto the C18 column as follows: isocratic at 2% B, 0–5 min; 2 to 24% B, 5–86 min; 24 to 44% B, 86–93 min; 44 to 90% B, 93–95 min; 90% B for 1 min, 90 to 10% B, 96–98 min; 10% B for 1 min 10 to 90% B, 99–102 min 90 to 4% B; 90% B for 3 min; 90 to 2%, 105–107 min; and isocratic at 2% B, till 120 min.

All LC-MS/MS data were acquired using XCalibur, version 2.5 (Thermo Fisher Scientific) in positive ion mode using a top speed data-dependent acquisition (DDA) method with a 3 s cycle time. The survey scans (*m/z* 350–1500) were acquired in the Orbitrap at 120,000 resolution (at *m/z*=400) in profile mode, with a maximum injection time of 100 ms and an AGC target of 400,000 ions. The S-lens RF level is set to 60. Isolation is performed in the quadrupole with a 1.6 Da isolation window, and CID MS/MS acquisition is performed in profile mode using rapid scan rate with detection in the ion-trap, with the following settings: parent threshold = 5000; collision energy = 32%; maximum injection time 56 ms; AGC target 500,000 ions. Monoisotopic precursor selection (MIPS) and charge state filtering were on, with charge states 2–6 included. Dynamic exclusion is used to remove selected precursor ions, with a +/-10 ppm mass tolerance, for 15 s after acquisition of one MS/MS spectrum.

### DDA database searching

Tandem mass spectra were extracted and charge state deconvoluted by Proteome Discoverer (Thermo Fisher, version 2.2.0388). Charge state deconvolution and deisotoping were not performed. All MS/MS samples were analyzed using Sequest (Thermo Fisher Scientific, San Jose, CA, USA; in Proteome Discoverer 2.5.0.402). Sequest was set up to search the canonical mouse proteome and a contaminant database cRAP, assuming the digestion enzyme trypsin. Sequest was searched with a fragment ion mass tolerance of 0.60 Da and a parent ion tolerance of 10.0 PPM. Carbamidomethyl of cysteine was specified in Sequest as a fixed modification. Deamidated of asparagine and glutamine, oxidation of methionine and acetyl of the N-terminus were specified in Sequest as variable modifications.

### Criteria for protein identification

Scaffold (version Scaffold_4.11.1, Proteome Software Inc, Portland, OR) was used to validate MS/MS-based peptide and protein identifications. Peptide identifications were accepted if they could be established at greater than 95.0% probability by the Scaffold Local FDR algorithm. Protein identifications were accepted if they could be established at greater than 99.0% probability and contained at least two identified peptides. Protein probabilities were assigned by the Protein Prophet algorithm (Nesvizhskii et al., 2003). Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony. Proteins sharing significant peptide evidence were grouped into clusters. The resulting normalized spectral counts from the input NE, each RAC substrate (WT, upDEL, dnDEL, 2xDEL, and APT Only control) were obtained, and those values were used to calculate background-corrected levels of enrichment relative to NE ((NSC_RAC_ – NSC_APT_)/NSC_NE_). We used those calculations to construct the heatmap shown in Figure 4B and generate the counts shown in Figure 4C, by including proteins with experimental LC-MS/MS evidence of being members of early spliceosomes (E-complex or 17S U2 snRNP Makarov et al., 2012; Sharma et al., 2008; Cvitkovic and Jurica, 2013), and that had a positive value of background-corrected levels of enrichment relative to NE in at least 1 of the 4 RAC substrates tested. See Supplementary file 4.

### Data-independent acquisition NanoLC MS/MS analysis

Peptide mixtures were analyzed by nanoflow liquid chromatography-tandem mass spectrometry (nanoLC-MS/MS) using a nano-LC chromatography system (UltiMate 3000 RSLCnano, Dionex), coupled on-line to a Thermo Orbitrap Eclipse mass spectrometer (Thermo Fisher Scientific, San Jose, CA) through a nanospray ion source. A direct injection method is used onto an analytical column; Aurora (75 μm×25 cm, 1.6 µm) from (ionopticks). After equilibrating the column in 98% solvent A (0.1% (v/v) formic acid in water) and 2% solvent B (0.1% (v/v) formic acid in acetonitrile (ACN)), the samples (2 µL in solvent A) were injected (300 nL/min) by gradient elution onto the C18 column as follows: isocratic at 2% B, 0–10 min; 2 to 27% 10–98 min, 27 to 45% B, 98–102 min; 45 to 90% B, 102–103 min; isocratic at 90% B, 103–104 min; 90 to 15%, 104–106 min; 15 to 90% 106–108 min; isocratic for 2 min; 90 to 2%, 110–112 min; and isocratic at 2% B, till 120 min.

All LC-MS/MS data were acquired using an Orbitrap Eclipse in positive ion mode using a data-independent acquisition (DIA) method with a 16 Da window from 400 to 1000 and a loop time of 3 s. The survey scans (m/z 350–1500) were acquired in the Orbitrap at 60,000 resolution (at m/z=400) in centroid mode, with a maximum injection time of 118 ms and an AGC target of 100,000 ions. The S-lens RF level was set to 60. Isolation was performed in the quadrupole, and HCD MS/MS acquisition was performed in profile mode using the Orbitrap at a resolution of 30,000 using the following settings: collision energy = 33%, IT 54 ms, AGC target = 50,000. These conditions were duplicated to create six gas-phase fractions of the NE sample using 4 Da fully staggered windows in 100 m/z increments from 400 to 1000 m/z, as described (Searle et al., 2020).

### DIA database searching

The raw data was demultiplexed to mzML with 10 ppm accuracy after peak picking in MSConvert (Chambers et al., 2012). The resulting mzML files were searched in MSFragger (Kong et al., 2017) and quantified via DIA-NN (https://github.com/vdemichev/DiaNN; Demichev, 2025) using the following settings: peptide length range 7–50, protease set to Trypsin, two missed cleavages, three3 variable modifications, clip N-term M on, fixed C carbamidomethylation, variable modifications of methionine oxidation and n-terminal acetylation, MS1 and MS2 accuracy set to 20 ppm, 1% FDR, and DIANN quantification strategy set to Robust LC (high accuracy). The files were searched against a database of human proteins acquired from Uniprot (18 December, 2023). The gas-phase fractions were used only to generate the spectral library, which was used for analysis of the individual samples.

Statistical analysis was performed using Fragpipe-Analyst (Hsiao et al., 2024) using an R script based on the ProteinGroup.txt file produced by DIA-NN. First, contaminant proteins, reverse sequences, and proteins identified ‘only by site’ were filtered out. In addition, proteins identified by only a single peptide and those that are not consistently identified or quantified across the same condition are also removed. The DIA data were converted to a log_2_ scale, samples were grouped by conditions, and missing values were not imputed. Protein-wise linear models combined with empirical Bayes statistics were used for the differential expression analyses. The limma package from R Bioconductor was used to generate a list of differentially expressed proteins for each pairwise comparison. A cutoff of the adjusted *p*-value of 0.05 (Benjamini-Hochberg method) and an absolute log_2_ fold change of 1 have been applied to determine significantly regulated proteins in each pairwise comparison. We also used the E/U2 list to focus our analysis on early spliceosome proteins and expanded this to include an RBP list (Sasse et al., 2025) to assess non-spliceosome-annotated RBP interactions. The E/U2 or RBPs shown in Figure 4E were included if (1) spectral counts were detected in both the numerator and denominator RAC substrates, (2) log2 fold change > |0.2| and *p*-value was <0.01 in at least one of the three comparison groups, and (3) data were present for each comparison (no zero or undetectable values). See Supplementary file 5.

### Materials availability statement

Newly created materials, such as plasmids, are available upon request to the corresponding author.

## Data Availability

New RNA-seq data files have been uploaded to GEO under accession GSE273838. All data generated or analyzed in this study are also included in the manuscript and supporting files; source data files have been provided for all figures. The following dataset was generated: de CastroKL JohnsonRE AbrilJ Kuo-ChiehL WidenSG HaoH DonohueJP RussellWK FaggWS 2024An ancient competition for the conserved branchpoint sequence influences physiological and evolutionary outcomes in splicingNCBI Gene Expression OmnibusGSE273838

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167
**Supplement:** Figure 2—source data 1. — See text under each set of images for additional details.

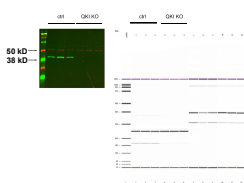

**Figure 2—source data 1.** Original western blot and capillary electrophoresis images for Figure 2A. Original uncropped images showing QKI protein levels and RAI14 ex 11 splicing patterns in control and QKI KO HEK293 cells. The left panel displays the original WB probed for Tubulin (red) and pan-QKI (green); the first lane corresponds to the Chameleon Duo molecular weight ladder with sizes indicated in kilodaltons (kDa). The right panel displays the original BioAnalyzer gel-like image for RAI14 ex 11. Lane L corresponds to the molecular weight ladder with sizes indicated in base pairs (bp). Lanes 1–6 correspond to the biological triplicates of endogenous RAI14 splicing in control and QKI KO HEK293 cells as depicted in the main manuscript. Lanes 7–12 correspond to biological triplicates of control and QKI KO HEK293 cells transfected with the RAI14 ex 11 reporter construct; these lanes were not depicted in the final version of Figure 2A.

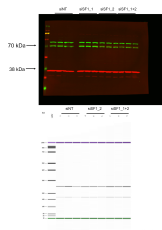

**Figure 2—source data 2.** Original western blot and capillary electrophoresis images for Figure 2C. Original uncropped images showing SP1 protein levels and RAI14 ex 11 splicing patterns following siRNA knockdown in HEK293 cells. The top panel displays the original WB probed for SP1 (green) and Gapdh (red). The first lane corresponds to the Chameleon Duo molecular weight ladder with sizes indicated in kilodaltons (kDa). Following the ladder, the first column includes biological triplicates for ctrl, ctrl+L1, and ctrl+L2. The bottom panel displays the original BioAnalyzer gel-like image for RAI14 ex 11. Lane L corresponds to the molecular weight ladder with sizes indicated in base pairs (bp). Lanes 1–6 correspond to the biological triplicates of ctrl, ctrl+L1, and ctrl+L2 RT-PCR samples as depicted in the main manuscript.

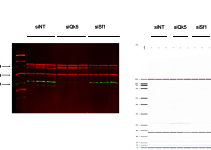

**Figure 2—source data 3.** Original western blot and capillary electrophoresis images for Figure 2D. Original uncropped images showing SP1 and QKI protein levels and RAI14 ex 11 splicing patterns following siRNA knockdown in C2C12 myoblasts. The left panel displays the original WB probed for SP1 (red), Tubulin (red, 50 kDa), and pan-QKI (green); the first lane corresponds to the Chameleon Duo molecular weight ladder with sizes indicated in kilodaltons (kDa). Following the ladder, the blot includes

**Figure 2, Source Data 1. Original membranes and bioanalyzer gel-like images corresponding to Figure 2A (left), Figure 2C (middle), and Figure 2D (right). See text under each for additional details**

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167
**Supplement:** Figure 2—figure supplement 1—source data 1.

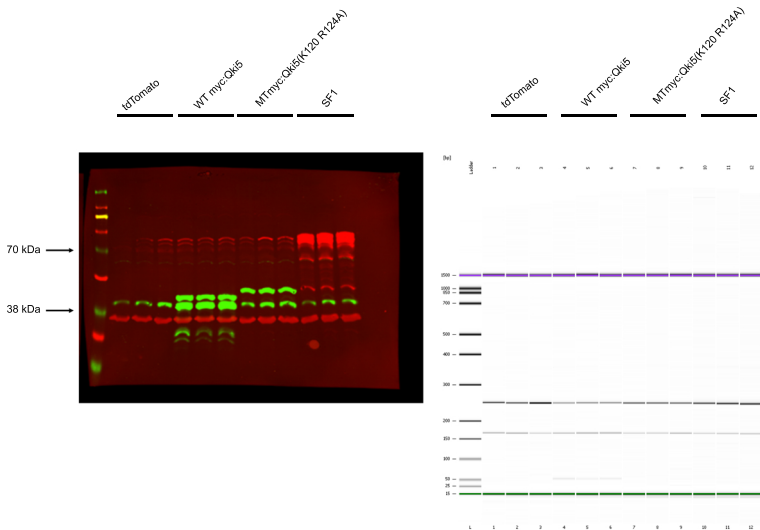

**Supplementary Figure 2—source data 1.** Original western blot and capillary electrophoresis images for Supplementary Figure 2. Original uncropped images showing SF1, QKI, and GAPDH protein levels and RAI14 ex 11 splicing patterns in HEK293 cells. The left panel displays the original WB probed for SF1 (red), pan-QKI (green), and GAPDH (red); the first lane corresponds to the Chameleon Duo molecular weight ladder with sizes indicated in kilodaltons (kDa). Following the ladder, the blot includes biological triplicates for cells transfected with tdTomato, WT myc:-Qki5, MT myc:Qki5 and SF1 expression vectors as depicted in the main manuscript. The right panel displays the original BioAnalyzer gel-like image for RAI14 ex 11. Lane L corresponds to the molecular weight ladder with sizes indicated in base pairs (bp). Lanes 1–12 correspond to the biological triplicates of tdTomato, WT myc:Qki5, MT myc:Qki5, and SF1 RT-PCR samples as depicted in the main manuscript.

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

## Electrophoresis File Run Summary

Firmware: C.01.069  
Type: G2939A

**Assay Information:**

Version: 2.3

Assay Comments: DNA Analysis 25 -1000 bp

© Copyright 2003-2009 Agilent Technologies, Inc.

Chip Information:

Chip Lot #:

Reagent Kit Lot #:

Chip Comments:

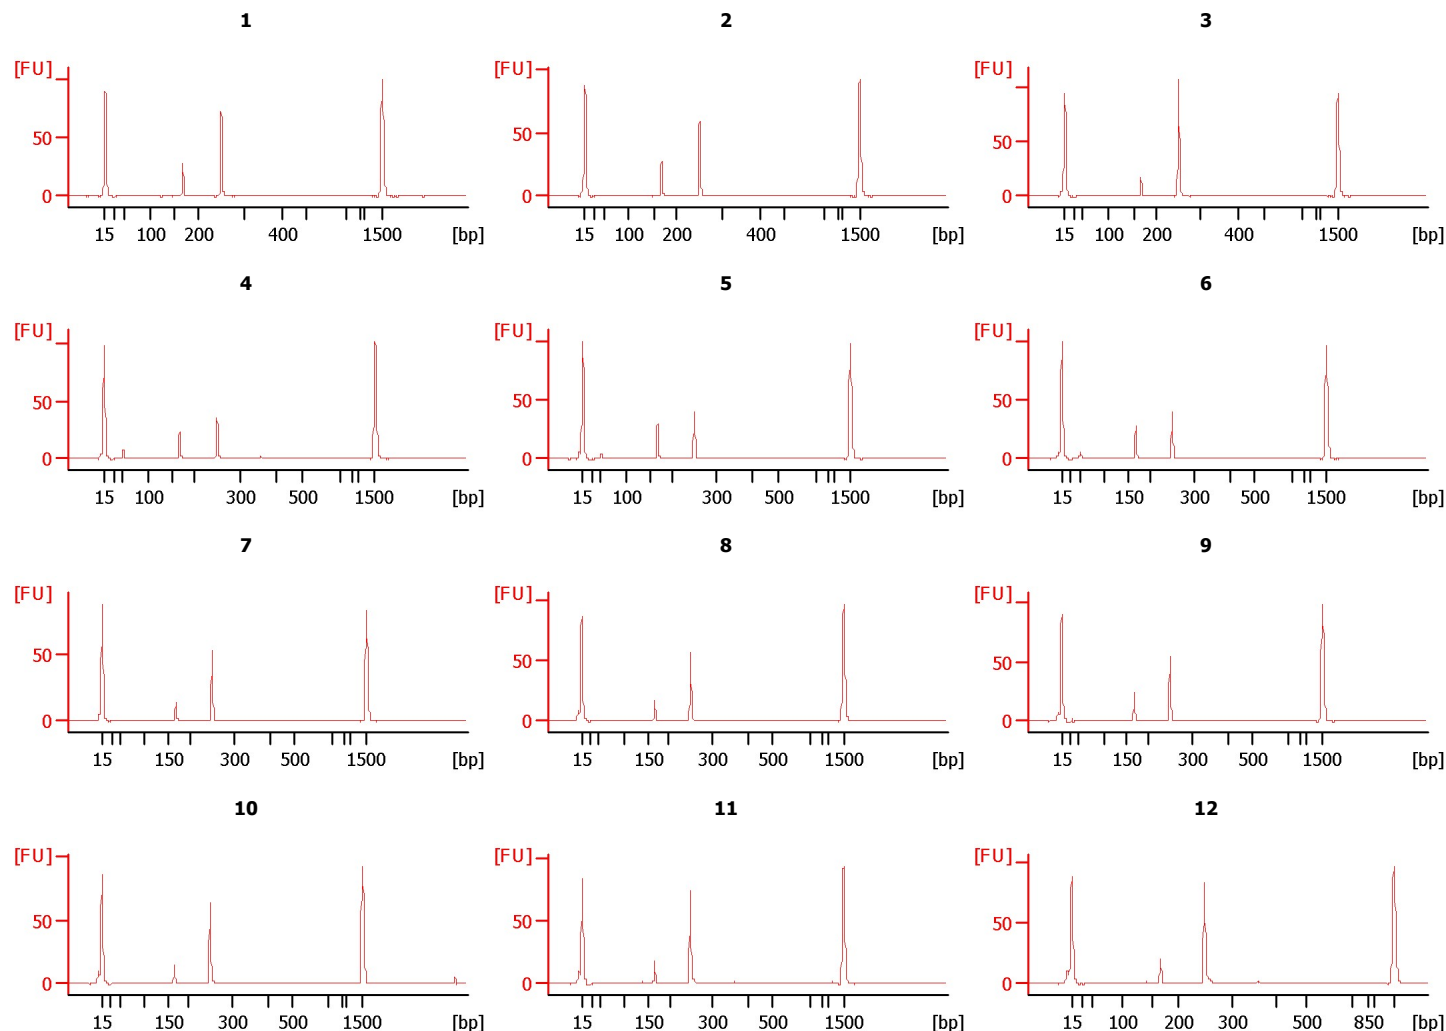

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Electrophoresis File Run Summary (Chip Summary)**

| Sample Name | Sample Comment | Rest. Digest             | Status | Observation | Result Label | Result Color |
|-------------|----------------|--------------------------|--------|-------------|--------------|--------------|
| 1           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 2           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 3           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 4           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 5           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 6           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 7           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 8           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 9           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 10          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 11          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 12          |                | <input type="checkbox"/> | ✓      |             |              |              |
| Ladder      |                | <input type="checkbox"/> | ✓      |             |              |              |

**Chip Lot #****Reagent Kit Lot #****Chip Comments :**

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

## Electrophoresis Assay Details

### General Analysis Settings

Number of Available Sample and Ladder Wells (Max.) : 13  
Minimum Visible Range [s] : 30  
Maximum Visible Range [s] : 129  
Start Analysis Time Range [s] : 30  
End Analysis Time Range [s] : 128.95  
Ladder Concentration [ng/μl] : 44  
Uses Standard Area for Ladder Fragments  
Lower Marker Concentration [ng/μl] : 4.2  
Upper Marker Concentration [ng/μl] : 2.1  
Used Upper Marker for Quantitation  
Standard Curve Fit is Point to Point  
Show Data Aligned to Lower and Upper Marker

### Integrator Settings

Integration Start Time [s] : 30  
Integration End Time [s] : 128.95  
Slope Threshold : 0.5  
Height Threshold [FU] : 1  
Area Threshold : 0.1  
Width Threshold [s] : 0.5  
Baseline Plateau [s] : 0.5

### Filter Settings

Filter Width [s] : 0.5  
Polynomial Order : 4

### Ladder

| Ladder Peak | Size | Area |
|-------------|------|------|
| 1           | 15   | 25   |
| 2           | 25   | 26   |
| 3           | 50   | 34   |
| 4           | 100  | 41   |
| 5           | 150  | 45   |
| 6           | 200  | 52   |
| 7           | 300  | 63   |
| 8           | 400  | 76   |
| 9           | 500  | 83   |
| 10          | 700  | 88   |
| 11          | 850  | 86   |
| 12          | 1000 | 90   |
| 13          | 1500 | 52   |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Electropherogram Summary**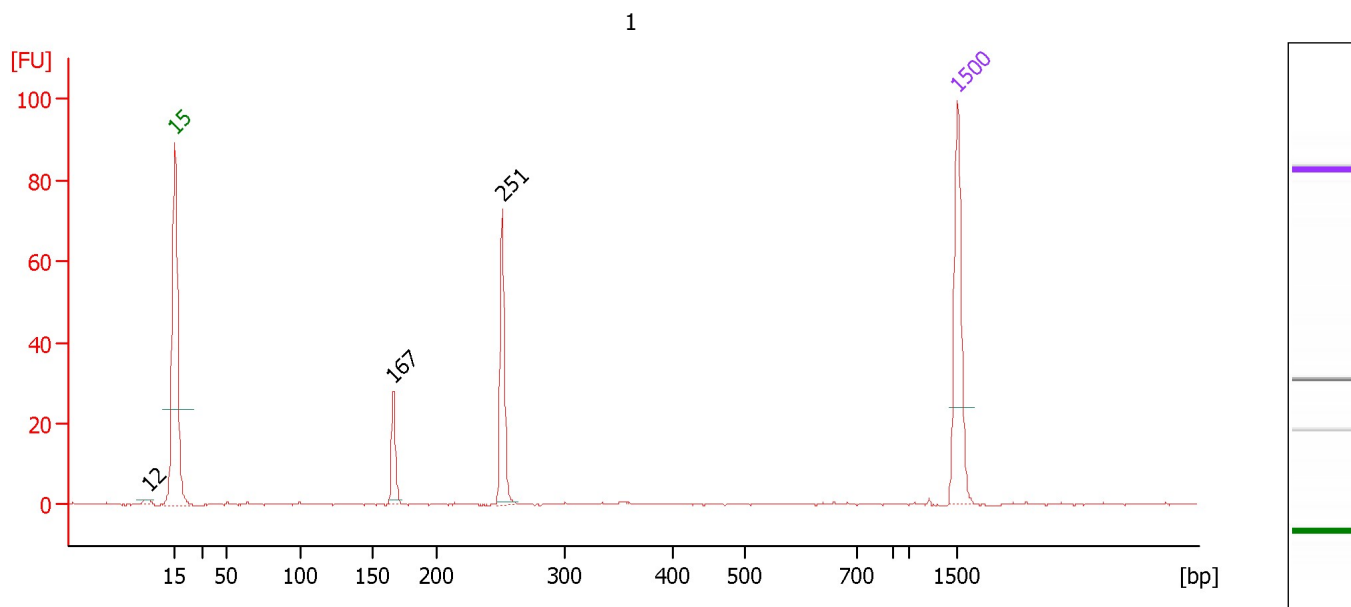**Overall Results for sample 1 : 1**

Number of peaks found: 2

**Peak table for sample 1 : 1**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 12        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 167       | 0.70          | 6.3               |              |
| 4    | 251       | 1.63          | 9.8               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Electropherogram Summary Continued ...**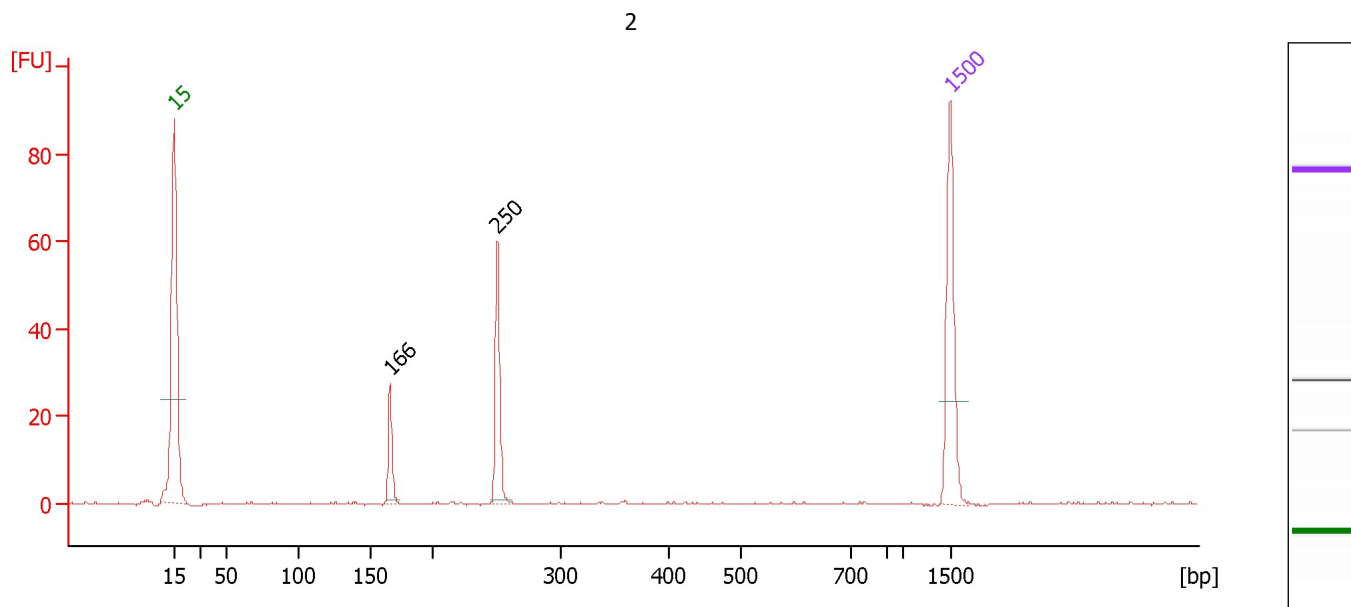**Overall Results for sample 2 : 2**

Number of peaks found: 2

**Peak table for sample 2 : 2**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 166       | 0.71          | 6.5               |              |
| 3    | 250       | 1.44          | 8.7               |              |
| 4    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
 Modified: 4/26/2023 1:50:45 PM

### Electropherogram Summary Continued ...

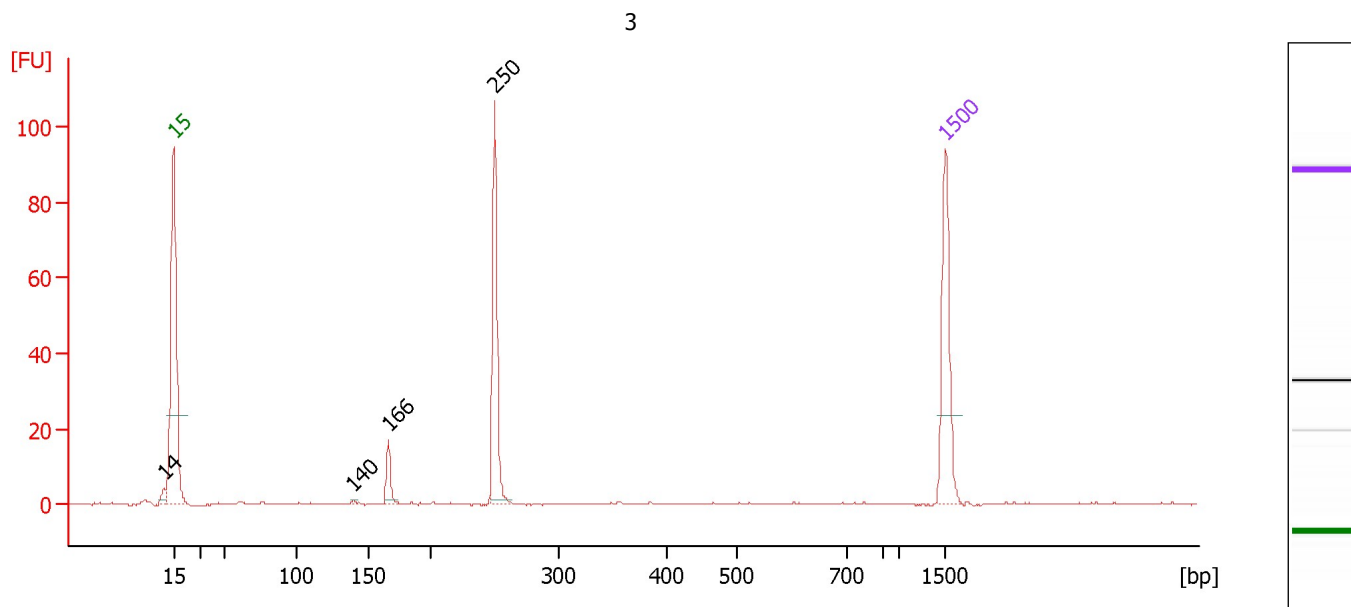

### Overall Results for sample 3 : 3

Number of peaks found: 3

### Peak table for sample 3 : 3

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 14        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 140       | 0.02          | 0.3               |              |
| 4    | 166       | 0.44          | 4.0               |              |
| 5    | 250       | 2.47          | 15.0              |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Electropherogram Summary Continued ...**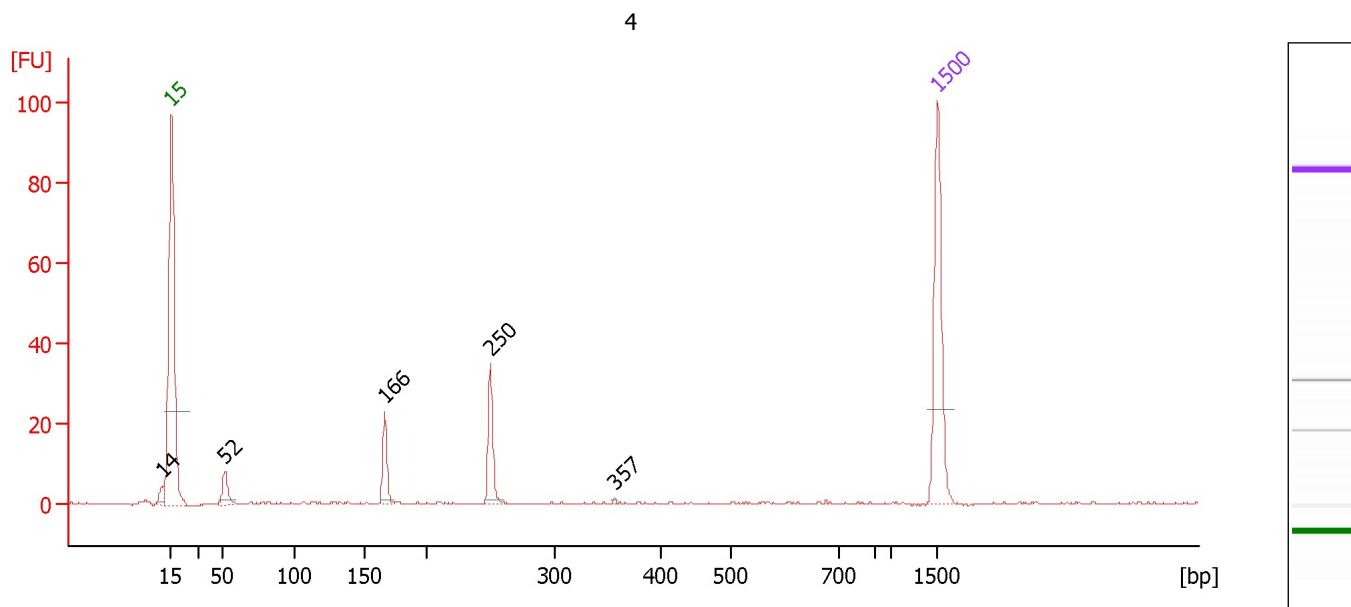**Overall Results for sample 4 : 4**

Number of peaks found: 4

**Peak table for sample 4 : 4**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 14        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 52        | 0.39          | 11.3              |              |
| 4    | 166       | 0.57          | 5.2               |              |
| 5    | 250       | 0.79          | 4.8               |              |
| 6    | 357       | 0.01          | 0.1               |              |
| 7    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
 Modified: 4/26/2023 1:50:45 PM

### Electropherogram Summary Continued ...

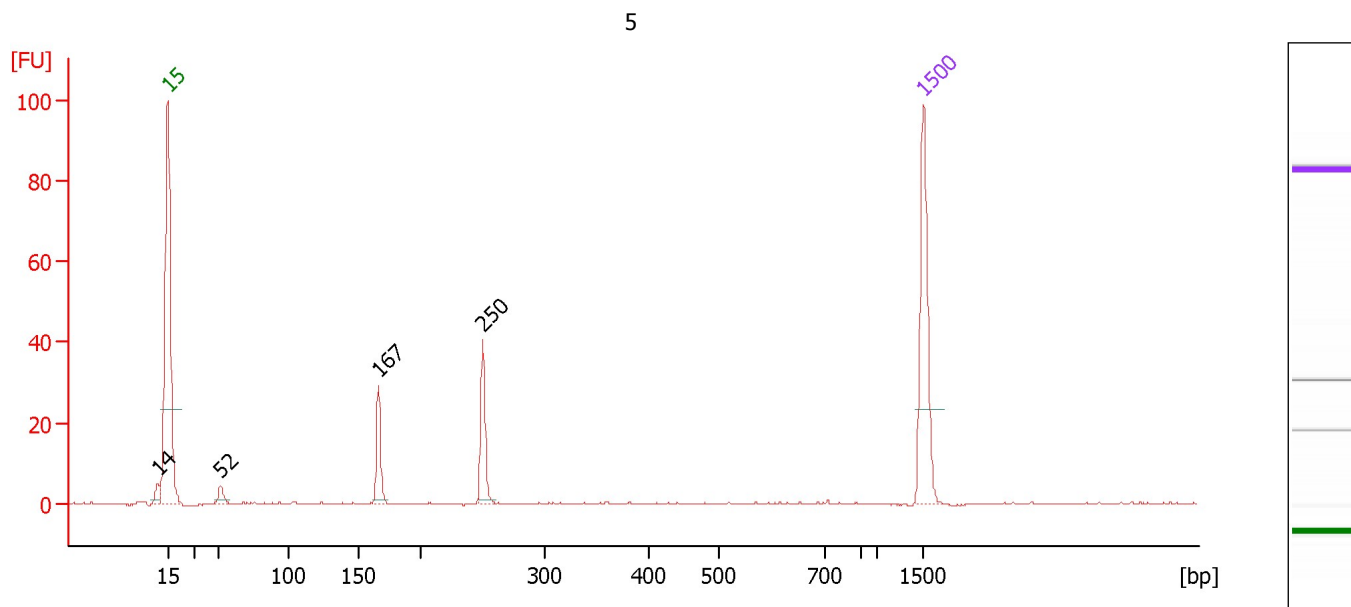

### Overall Results for sample 5 : 5

Number of peaks found: 3

### Peak table for sample 5 : 5

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 14        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 52        | 0.21          | 6.2               |              |
| 4    | 167       | 0.72          | 6.6               |              |
| 5    | 250       | 0.91          | 5.5               |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Electropherogram Summary Continued ...**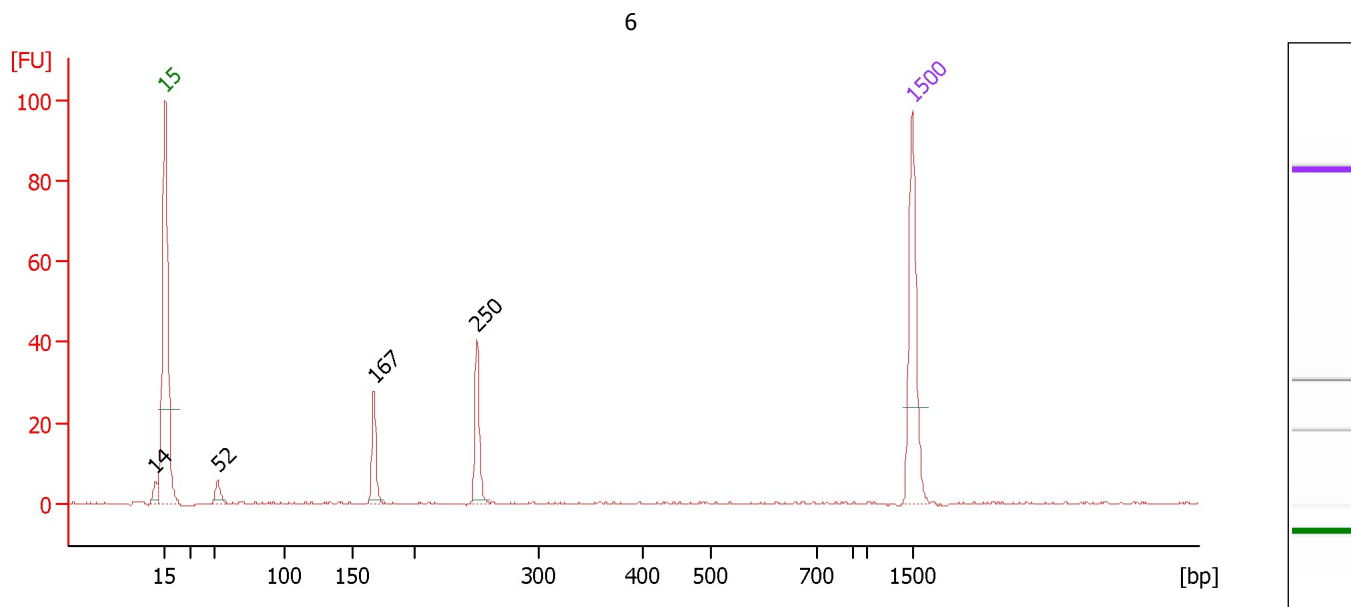**Overall Results for sample 6 : 6**

Number of peaks found: 3

**Peak table for sample 6 : 6**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 14        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 52        | 0.26          | 7.6               |              |
| 4    | 167       | 0.72          | 6.5               |              |
| 5    | 250       | 0.94          | 5.7               |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Electropherogram Summary Continued ...**

7

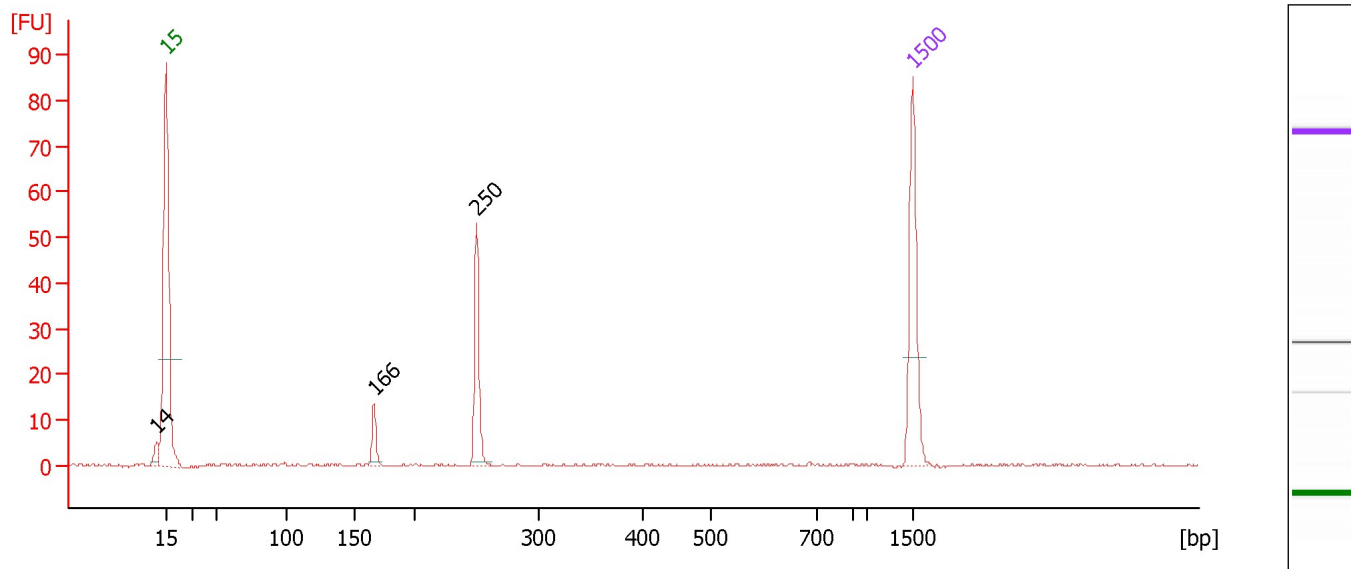**Overall Results for sample 7 : 7**

Number of peaks found: 2

**Peak table for sample 7 : 7**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 14        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 166       | 0.41          | 3.8               |              |
| 4    | 250       | 1.42          | 8.6               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Electropherogram Summary Continued ...**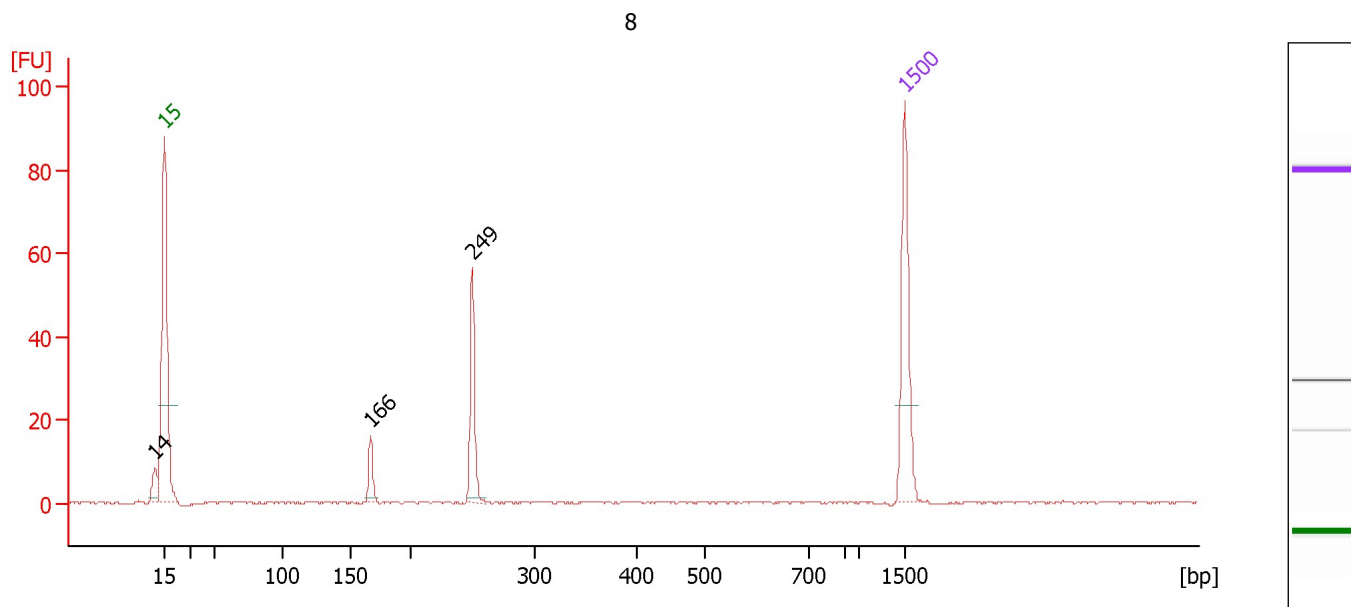**Overall Results for sample 8 : 8**

Number of peaks found: 2

**Peak table for sample 8 : 8**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 14        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 166       | 0.42          | 3.9               |              |
| 4    | 249       | 1.32          | 8.0               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
 Modified: 4/26/2023 1:50:45 PM

### Electropherogram Summary Continued ...

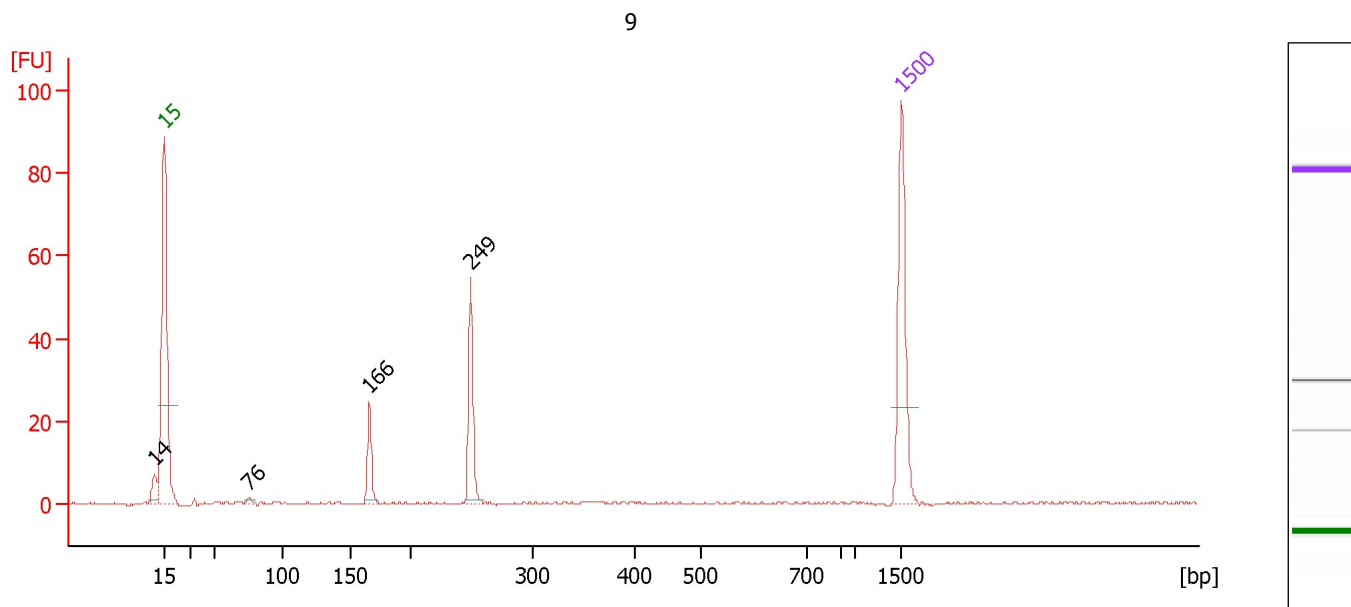

### Overall Results for sample 9 : 9

Number of peaks found: 3

### Peak table for sample 9 : 9

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 14        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 76        | 0.05          | 0.9               |              |
| 4    | 166       | 0.62          | 5.6               |              |
| 5    | 249       | 1.25          | 7.6               |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Electropherogram Summary Continued ...**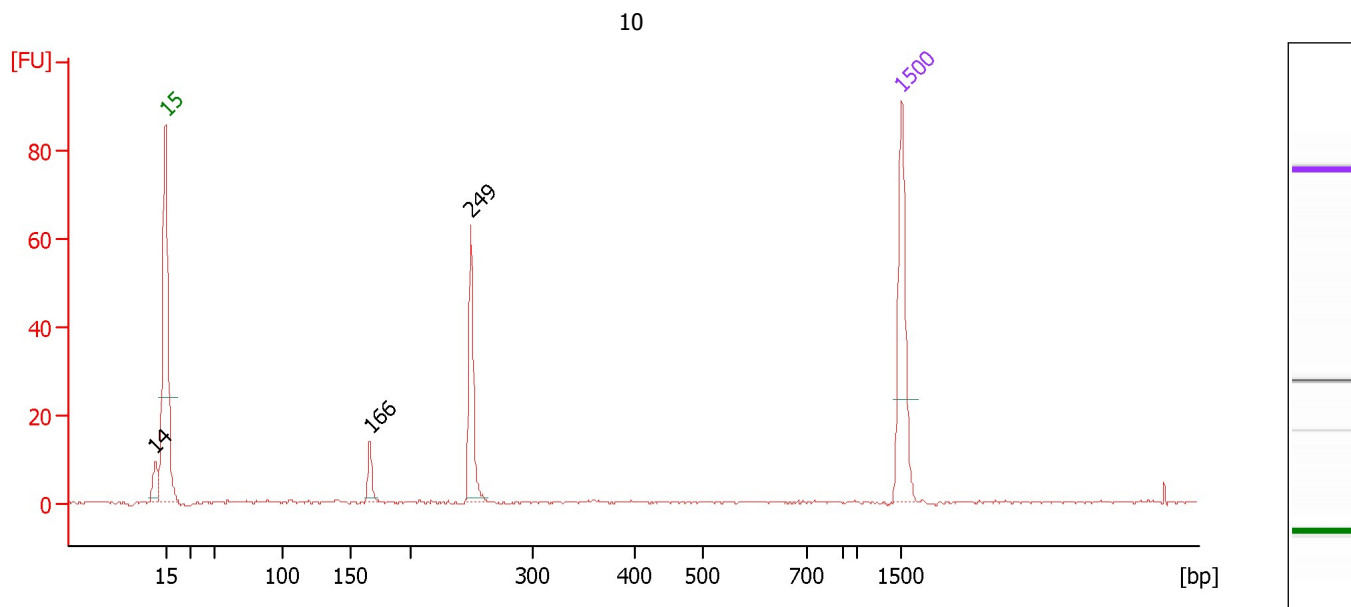**Overall Results for sample 10 : 10**

Number of peaks found: 2

**Peak table for sample 10 : 10**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 14        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 166       | 0.36          | 3.3               |              |
| 4    | 249       | 1.60          | 9.7               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Electropherogram Summary Continued ...**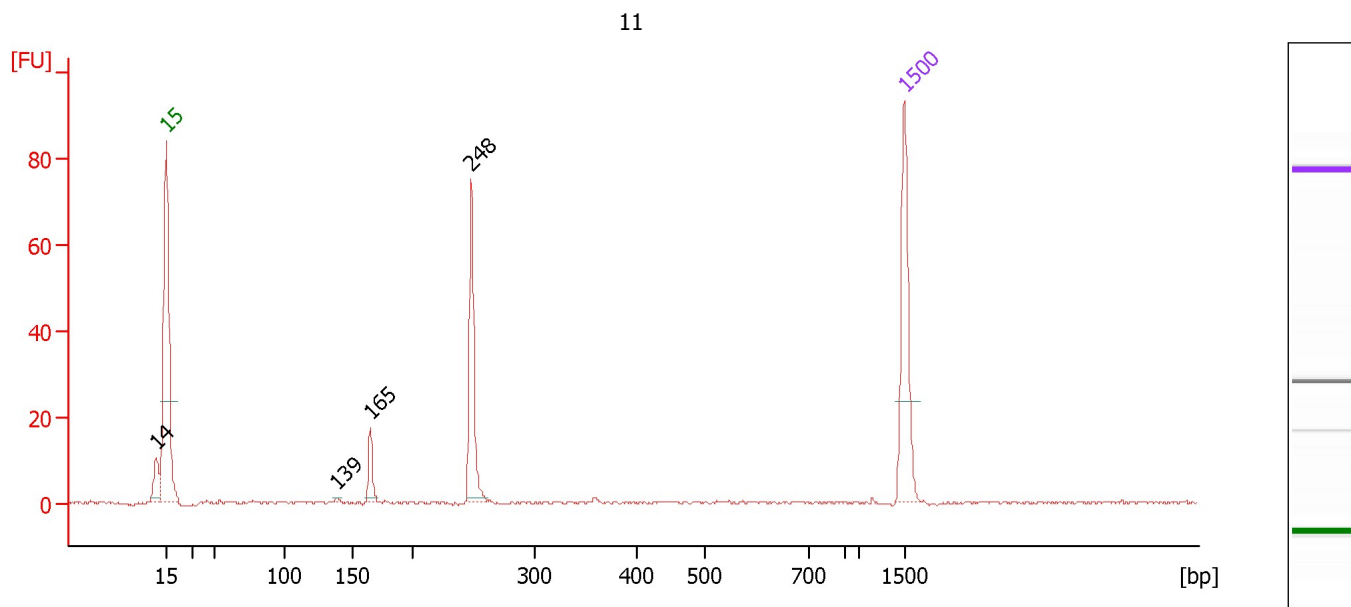**Overall Results for sample 11 : 11**

Number of peaks found: 3

**Peak table for sample 11 : 11**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 14        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 139       | 0.03          | 0.3               |              |
| 4    | 165       | 0.46          | 4.2               |              |
| 5    | 248       | 1.93          | 11.8              |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Electropherogram Summary Continued ...**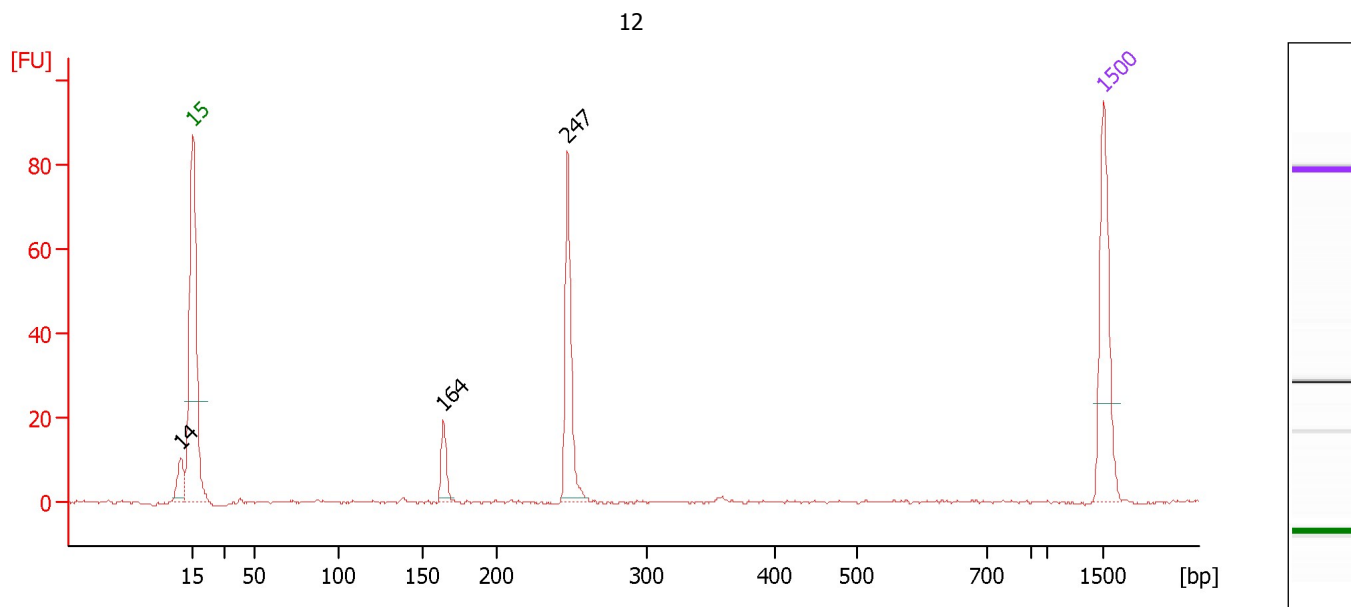**Overall Results for sample 12 : 12**

Number of peaks found: 2

**Peak table for sample 12 : 12**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 14        | 0.00          | 0.0               |              |
| 2    | 15        | 4.20          | 424.2             | Lower Marker |
| 3    | 164       | 0.48          | 4.4               |              |
| 4    | 247       | 2.01          | 12.3              |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-07-53.xad

Created: 4/26/2023 1:07:52 PM  
Modified: 4/26/2023 1:50:45 PM

**Gel Image**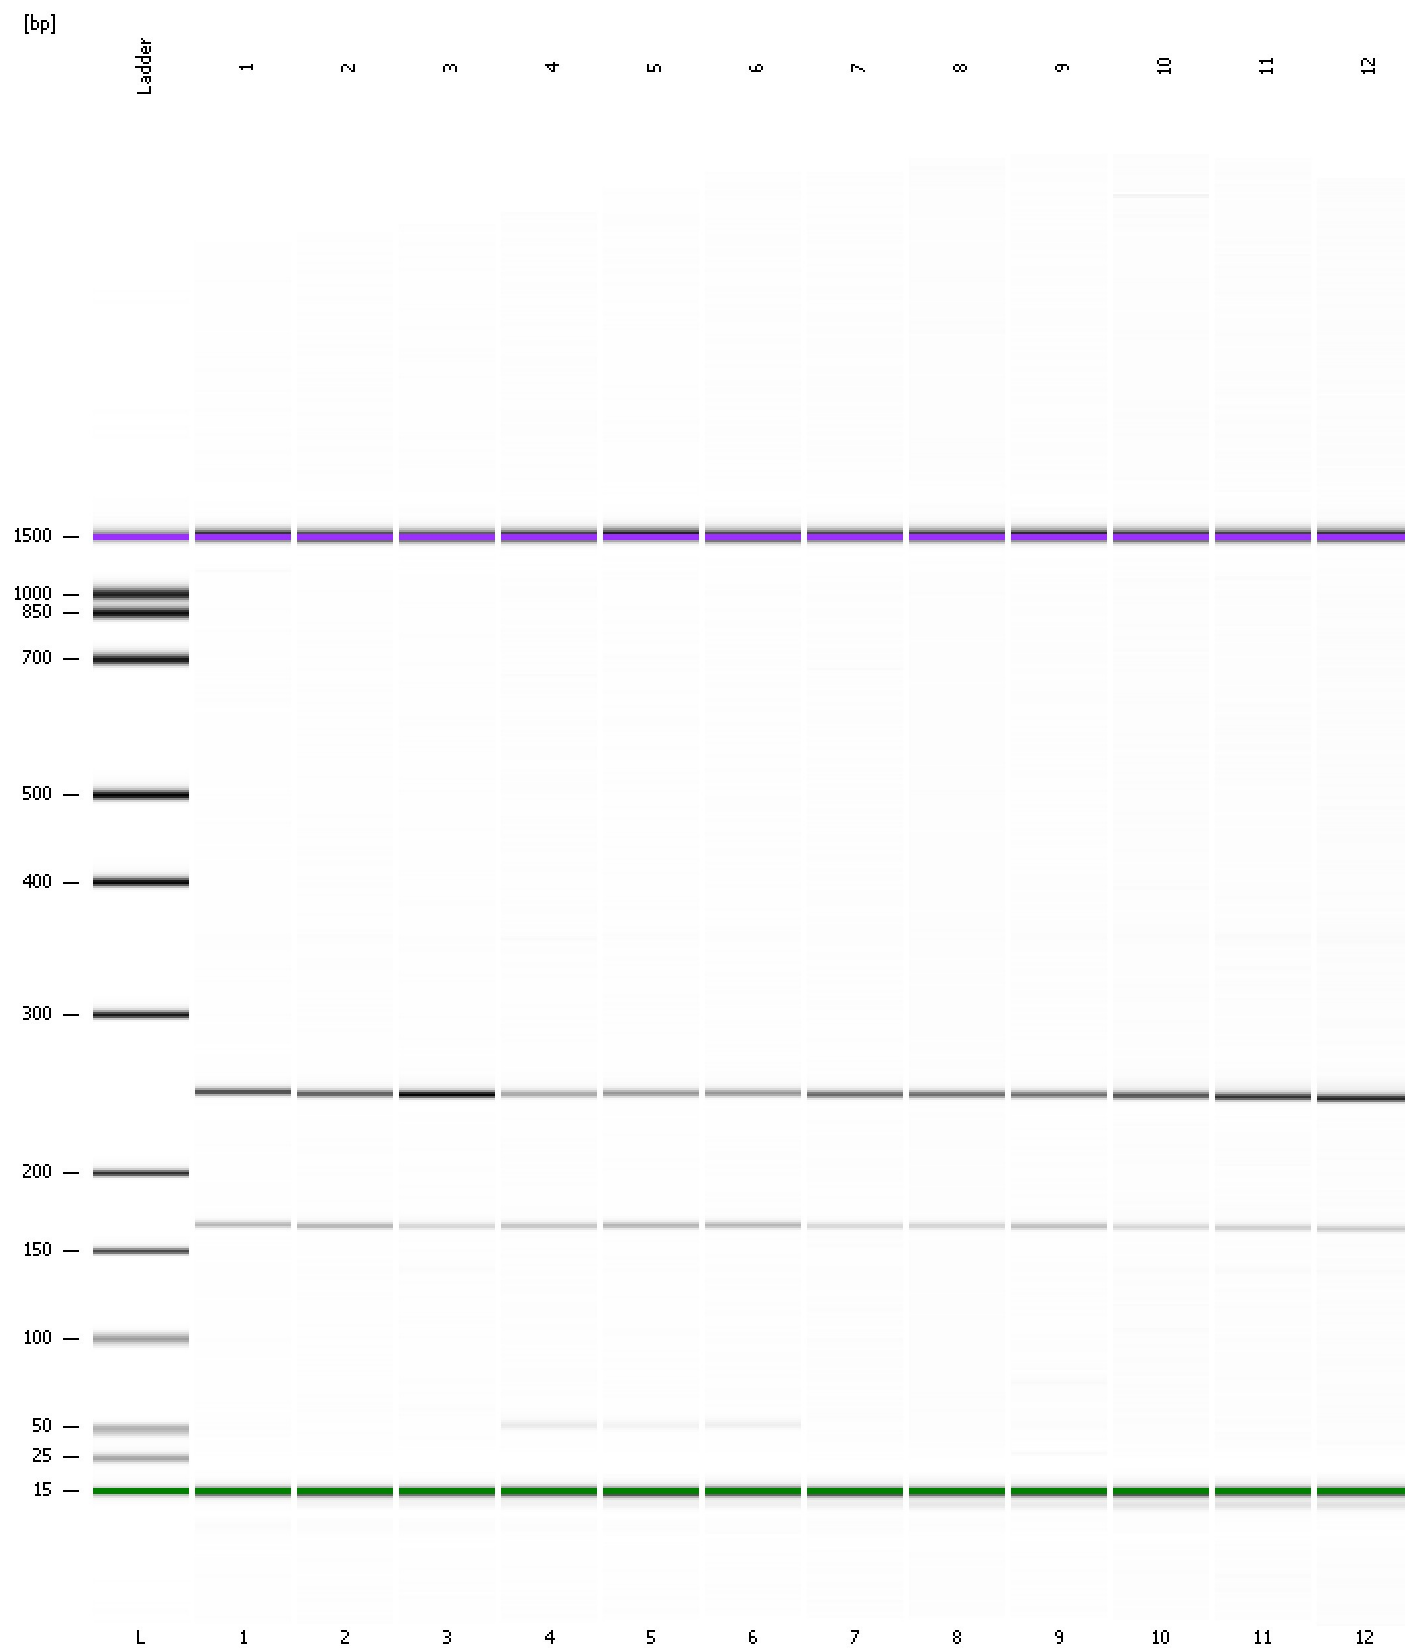

**Supplement:** Figure 2—figure supplement 1—source data 2.

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167
**Supplement:** Figure 3—source data 1.

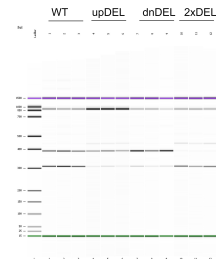

**Figure 3—source data 1.** Original capillary electrophoresis (BioAnalyzer) images for Figure 3B. Original BioAnalyzer gel-like image corresponding to Figure 3, panel B, showing the splicing patterns of RA14 ex 11 reporters. Lane 1 corresponds to the molecular weight ladder with sizes indicated in base pairs (bp). Lanes 1–12 correspond to the biological triplicates of WT, upDEL, dnDEL, and 2xDEL reporter.

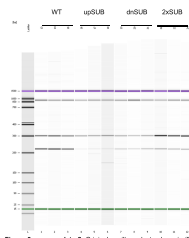

**Figure 3—source data 2.** Original capillary electrophoresis (BioAnalyzer) images for Figure 3D. Original BioAnalyzer gel-like image corresponding to Figure 3, panel D, showing the splicing patterns of RA14 ex 11 substitution mutant reporters. Lane 1 corresponds to the molecular weight ladder with sizes indicated in base pairs (bp). Lanes 1–12 correspond to the biological triplicates of WT, upSUB, dnSUB, and 2xSUB reporter constructs.

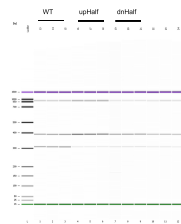

**Figure 3—source data 3.** Original capillary electrophoresis (BioAnalyzer) images for Figure 3F. Original BioAnalyzer gel-like image corresponding to Figure 3, panel F, showing the splicing patterns of RA14 ex 11 half-site and motif deletion mutant reporters. Lane 1 corresponds to the molecular weight ladder with sizes indicated in base pairs (bp). Lanes 1–9 correspond to the biological triplicates of WT, upHalf, and dnHalf reporter constructs as described in the main manuscript text. Lanes 10–12 correspond to a mutant construct with a deletion of the second ACU motif; these lanes were not depicted in the final version of Figure 3F.

**Figure 3, Source Data 1. Original BioAnalyzer gel-like images corresponding to Figure 3A (left), Figure 3B (middle), and Figure 3C (right). See text under each for additional details.**

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
Modified: 11/29/2022 2:26:21 PM

### Electrophoresis File Run Summary

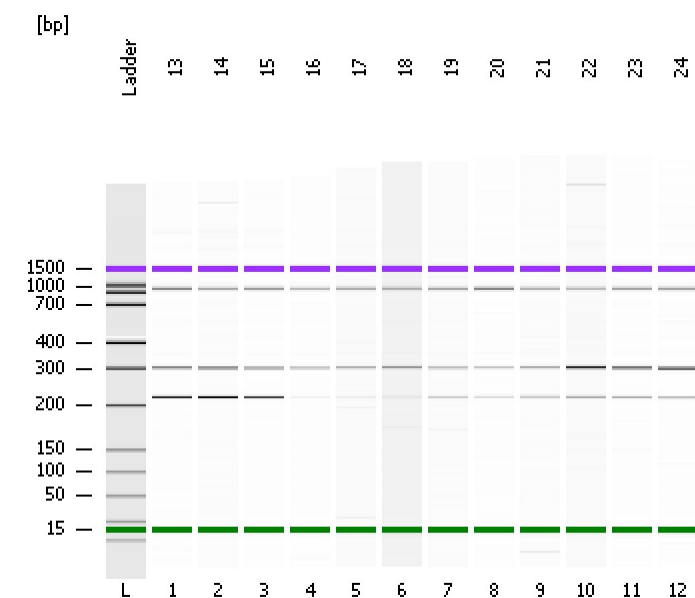

#### Instrument Information:

Instrument Name: DE13804763 Firmware: C.01.069  
Serial#: DE13804763 Type: G2939A

#### Assay Information:

Assay Origin Path: C:\Program Files\Agilent\2100 bioanalyzer\2100 expert\assays\dsDNA\DNA 1000 Series II.xsy

Assay Class: DNA 1000

Version: 2.3

Assay Comments: DNA Analysis 25 -1000 bp

© Copyright 2003-2009 Agilent Technologies, Inc.

#### Chip Information:

Chip Lot #:

Reagent Kit Lot #:

Chip Comments:

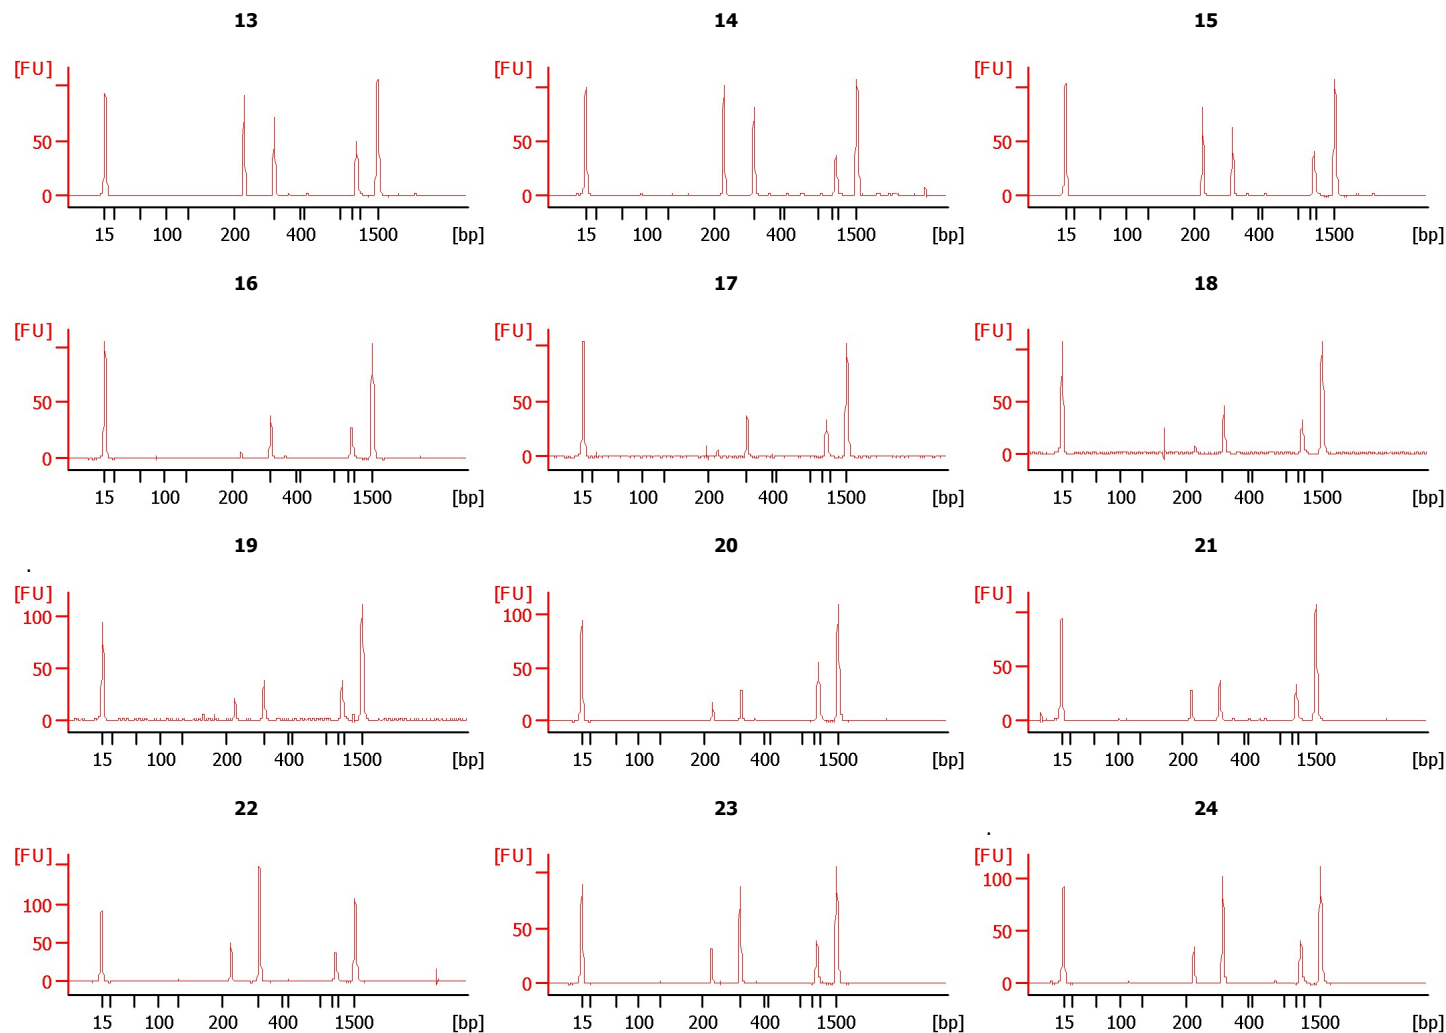

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
Modified: 11/29/2022 2:26:21 PM

**Electrophoresis File Run Summary (Chip Summary)**

| Sample Name | Sample Comment | Rest. Digest             | Status | Observation | Result Label | Result Color |
|-------------|----------------|--------------------------|--------|-------------|--------------|--------------|
| 13          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 14          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 15          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 16          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 17          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 18          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 19          | .              | <input type="checkbox"/> | ✓      |             |              |              |
| 20          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 21          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 22          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 23          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 24          | .              | <input type="checkbox"/> | ✓      |             |              |              |
| Ladder      |                | <input type="checkbox"/> | ✓      |             |              |              |

**Chip Lot #****Reagent Kit Lot #****Chip Comments :**

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
Modified: 11/29/2022 2:26:21 PM

## Electrophoresis Assay Details

### General Analysis Settings

Number of Available Sample and Ladder Wells (Max.) : 13  
Minimum Visible Range [s] : 30  
Maximum Visible Range [s] : 129  
Start Analysis Time Range [s] : 30  
End Analysis Time Range [s] : 128.95  
Ladder Concentration [ng/μl] : 44  
Uses Standard Area for Ladder Fragments  
Lower Marker Concentration [ng/μl] : 4.2  
Upper Marker Concentration [ng/μl] : 2.1  
Used Upper Marker for Quantitation  
Standard Curve Fit is Point to Point  
Show Data Aligned to Lower and Upper Marker

### Integrator Settings

Integration Start Time [s] : 30  
Integration End Time [s] : 128.95  
Slope Threshold : 0.5  
Height Threshold [FU] : 1  
Area Threshold : 0.1  
Width Threshold [s] : 0.5  
Baseline Plateau [s] : 0.5

### Filter Settings

Filter Width [s] : 0.5  
Polynomial Order : 4

### Ladder

| Ladder Peak | Size | Area |
|-------------|------|------|
| 1           | 15   | 25   |
| 2           | 25   | 26   |
| 3           | 50   | 34   |
| 4           | 100  | 41   |
| 5           | 150  | 45   |
| 6           | 200  | 52   |
| 7           | 300  | 63   |
| 8           | 400  | 76   |
| 9           | 500  | 83   |
| 10          | 700  | 88   |
| 11          | 850  | 86   |
| 12          | 1000 | 90   |
| 13          | 1500 | 52   |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

### Electropherogram Summary

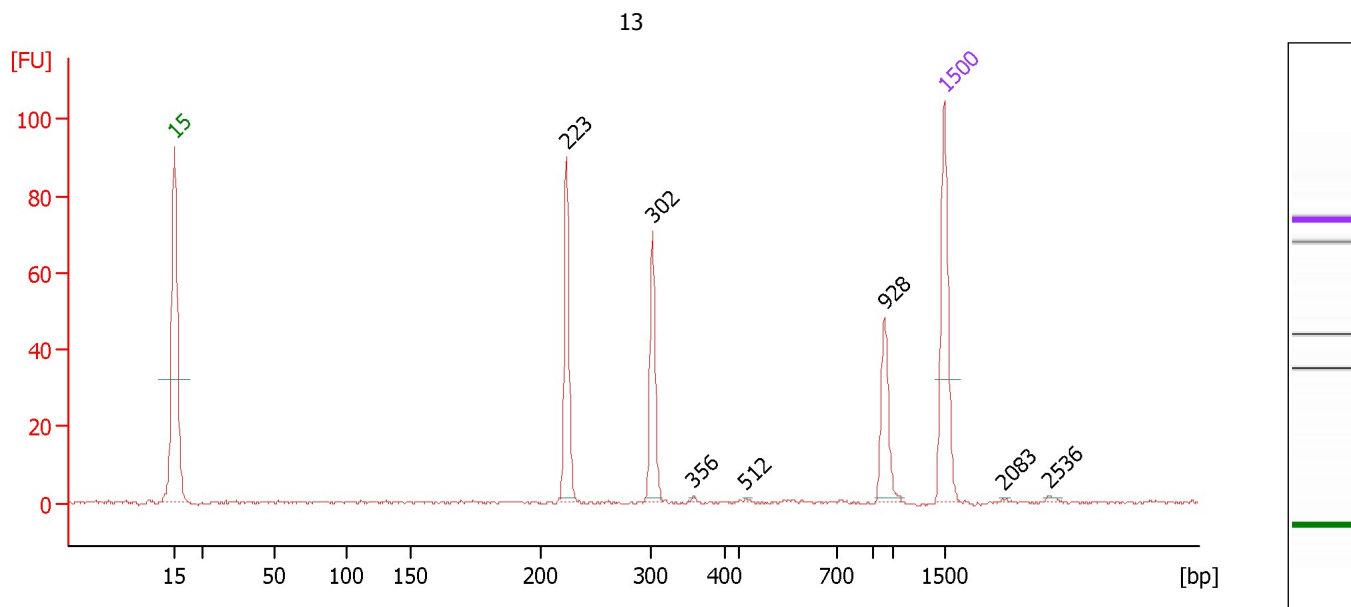

### Overall Results for sample 1 : 13

Number of peaks found: 5

### Peak table for sample 1 : 13

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 223       | 2.16          | 14.6              |              |
| 3    | 302       | 1.61          | 8.1               |              |
| 4    | 356       | 0.02          | 0.1               |              |
| 5    | 512       | 0.01          | 0.0               |              |
| 6    | 928       | 1.14          | 1.9               | Upper Marker |
| 7    | 1,500     | 2.10          | 2.1               |              |
| 8    | 2,083     | 0.00          | 0.0               |              |
| 9    | 2,536     | 0.00          | 0.0               |              |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

### Electropherogram Summary Continued ...

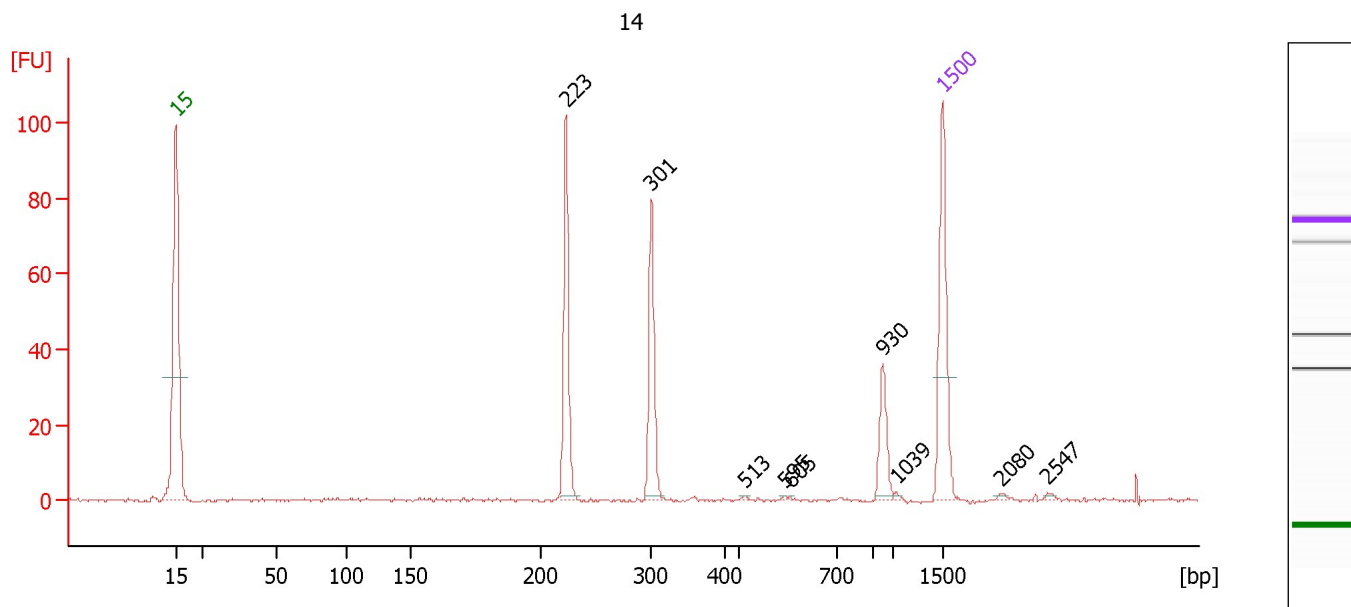

### Overall Results for sample 2 : 14

Number of peaks found: 7

### Peak table for sample 2 : 14

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 223       | 2.44          | 16.5              |              |
| 3    | 301       | 1.86          | 9.4               | Upper Marker |
| 4    | 513       | 0.02          | 0.1               |              |
| 5    | 595       | 0.02          | 0.0               |              |
| 6    | 605       | 0.01          | 0.0               |              |
| 7    | 930       | 0.81          | 1.3               |              |
| 8    | 1,039     | 0.03          | 0.0               |              |
| 9    | 1,500     | 2.10          | 2.1               |              |
| 10   | 2,080     | 0.00          | 0.0               |              |
| 11   | 2,547     | 0.00          | 0.0               |              |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

### Electropherogram Summary Continued ...

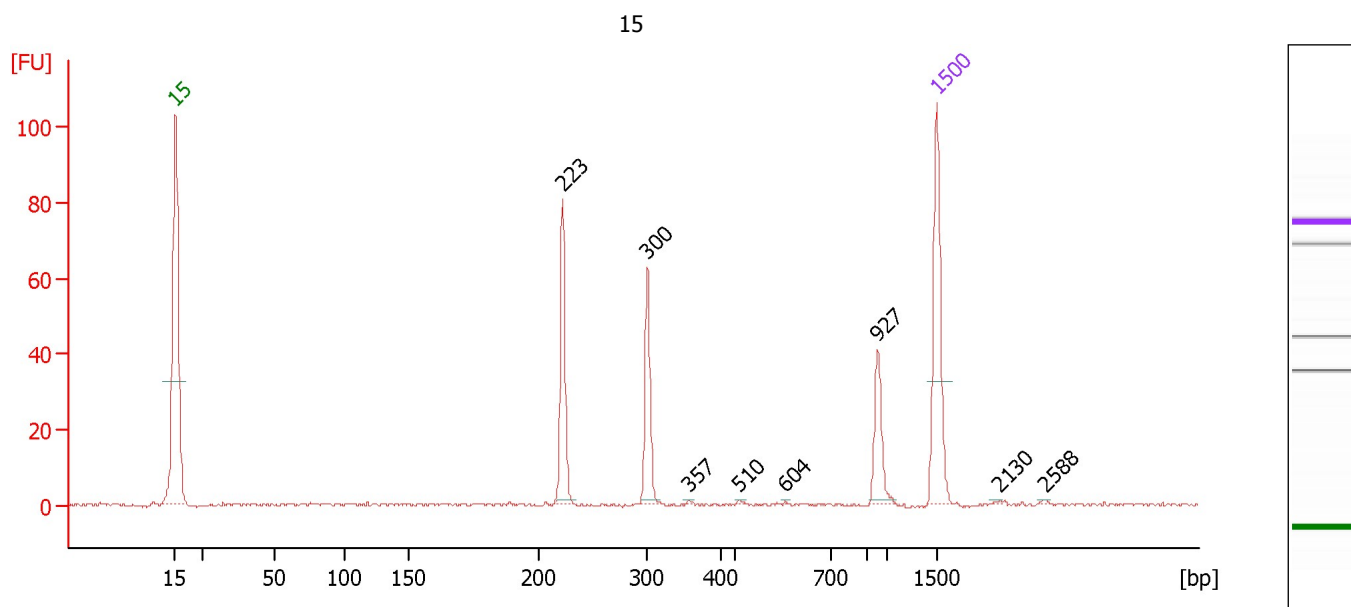

### Overall Results for sample 3 : 15

Number of peaks found: 6

### Peak table for sample 3 : 15

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 223       | 1.94          | 13.2              |              |
| 3    | 300       | 1.40          | 7.1               |              |
| 4    | 357       | 0.02          | 0.1               |              |
| 5    | 510       | 0.02          | 0.1               |              |
| 6    | 604       | 0.01          | 0.0               |              |
| 7    | 927       | 0.96          | 1.6               | Upper Marker |
| 8    | 1,500     | 2.10          | 2.1               |              |
| 9    | 2,130     | 0.00          | 0.0               |              |
| 10   | 2,588     | 0.00          | 0.0               |              |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

### Electropherogram Summary Continued ...

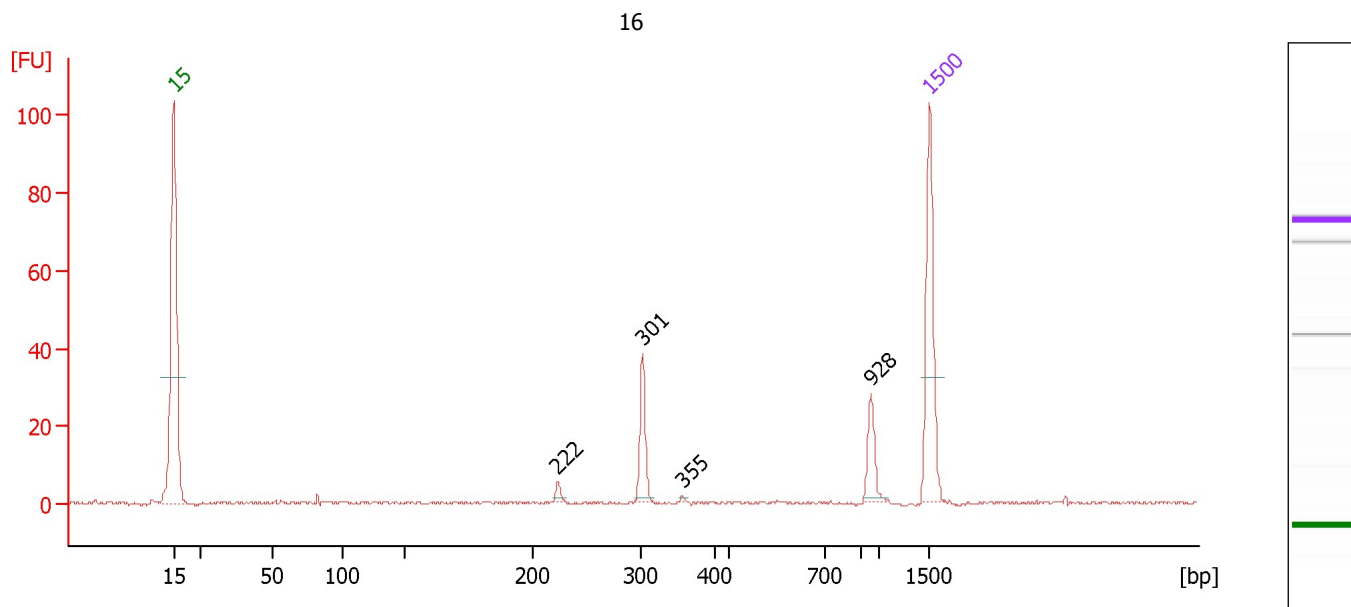

### Overall Results for sample 4 : 16

Number of peaks found: 4

### Peak table for sample 4 : 16

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 222       | 0.14          | 0.9               |              |
| 3    | 301       | 0.91          | 4.6               |              |
| 4    | 355       | 0.03          | 0.1               |              |
| 5    | 928       | 0.64          | 1.1               |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

### Electropherogram Summary Continued ...

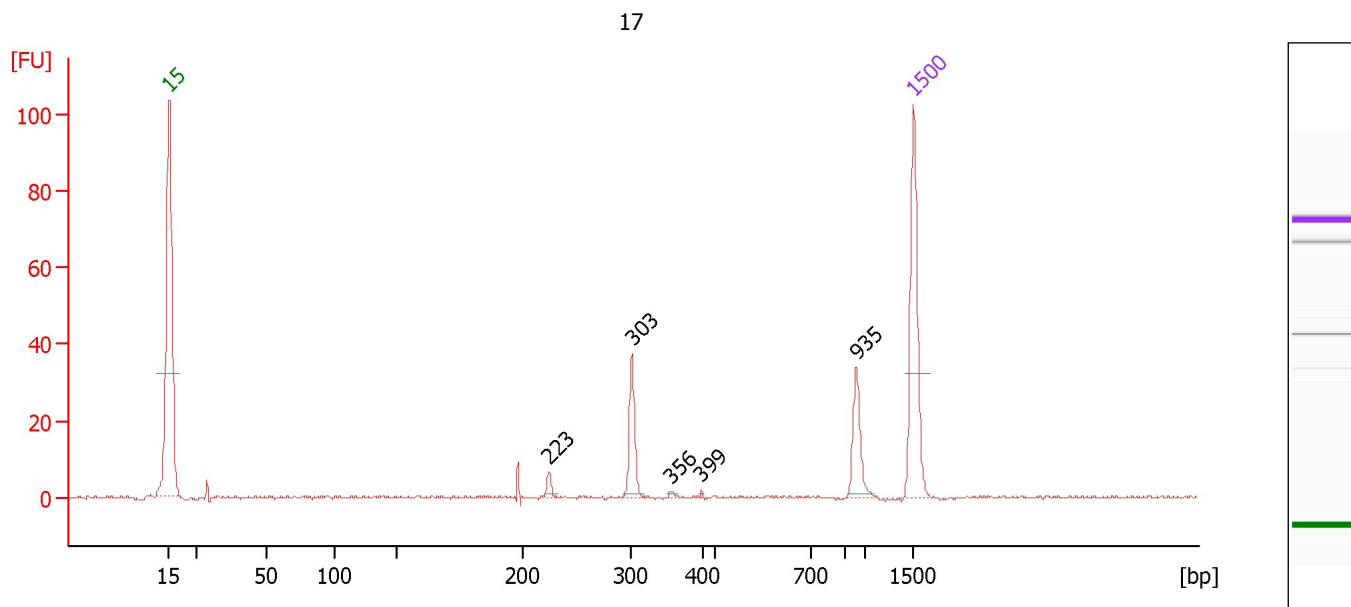

### Overall Results for sample 5 : 17

Number of peaks found: 5

### Peak table for sample 5 : 17

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 223       | 0.16          | 1.1               |              |
| 3    | 303       | 0.90          | 4.5               |              |
| 4    | 356       | 0.04          | 0.2               |              |
| 5    | 399       | 0.01          | 0.1               |              |
| 6    | 935       | 0.80          | 1.3               |              |
| 7    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

### Electropherogram Summary Continued ...

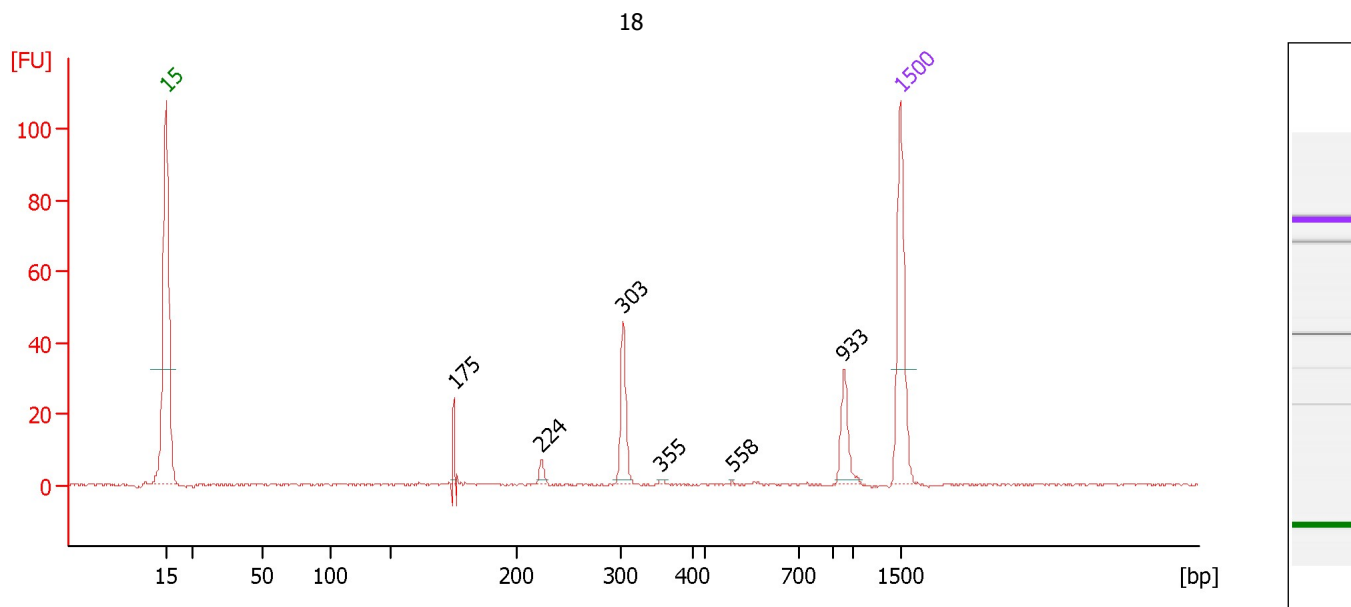

### Overall Results for sample 6 : 18

Number of peaks found: 6

### Peak table for sample 6 : 18

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 175       | 0.24          | 2.1               |              |
| 3    | 224       | 0.16          | 1.1               |              |
| 4    | 303       | 1.05          | 5.2               |              |
| 5    | 355       | 0.03          | 0.1               |              |
| 6    | 558       | 0.01          | 0.0               |              |
| 7    | 933       | 0.72          | 1.2               |              |
| 8    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

### Electropherogram Summary Continued ...

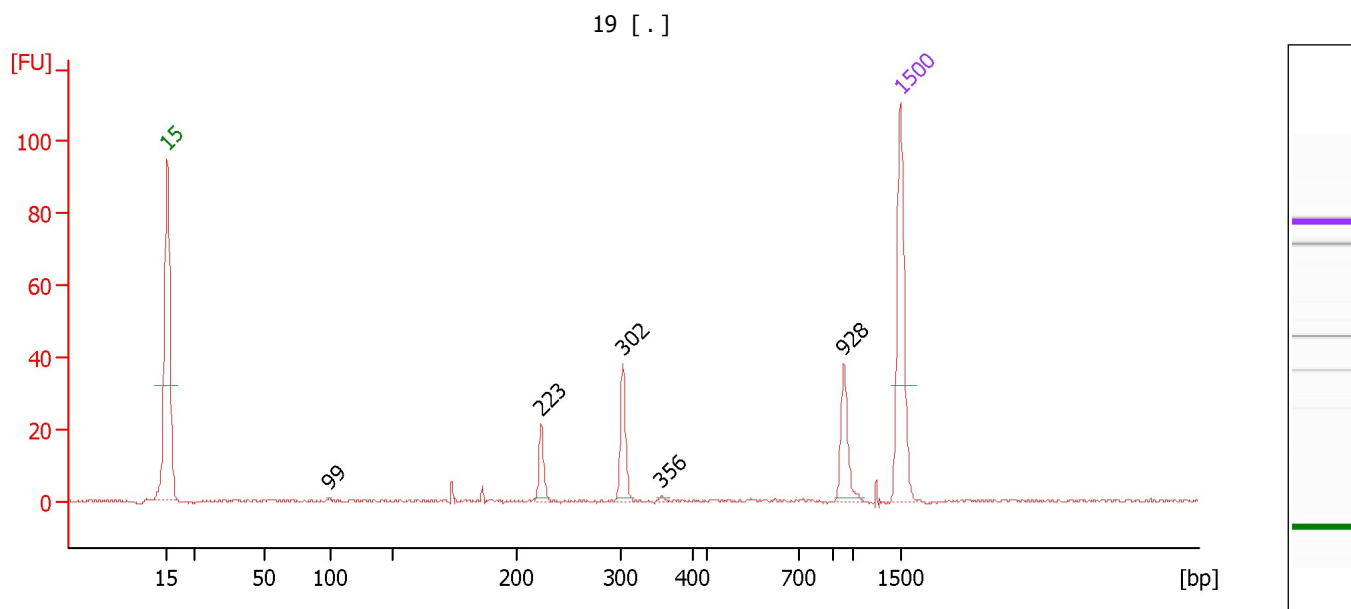

### Overall Results for sample 7 : 19

Number of peaks found: 5

### Peak table for sample 7 : 19

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 99        | 0.01          | 0.2               |              |
| 3    | 223       | 0.48          | 3.3               |              |
| 4    | 302       | 0.83          | 4.1               |              |
| 5    | 356       | 0.04          | 0.2               |              |
| 6    | 928       | 0.79          | 1.3               |              |
| 7    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
Modified: 11/29/2022 2:26:21 PM

**Electropherogram Summary Continued ...**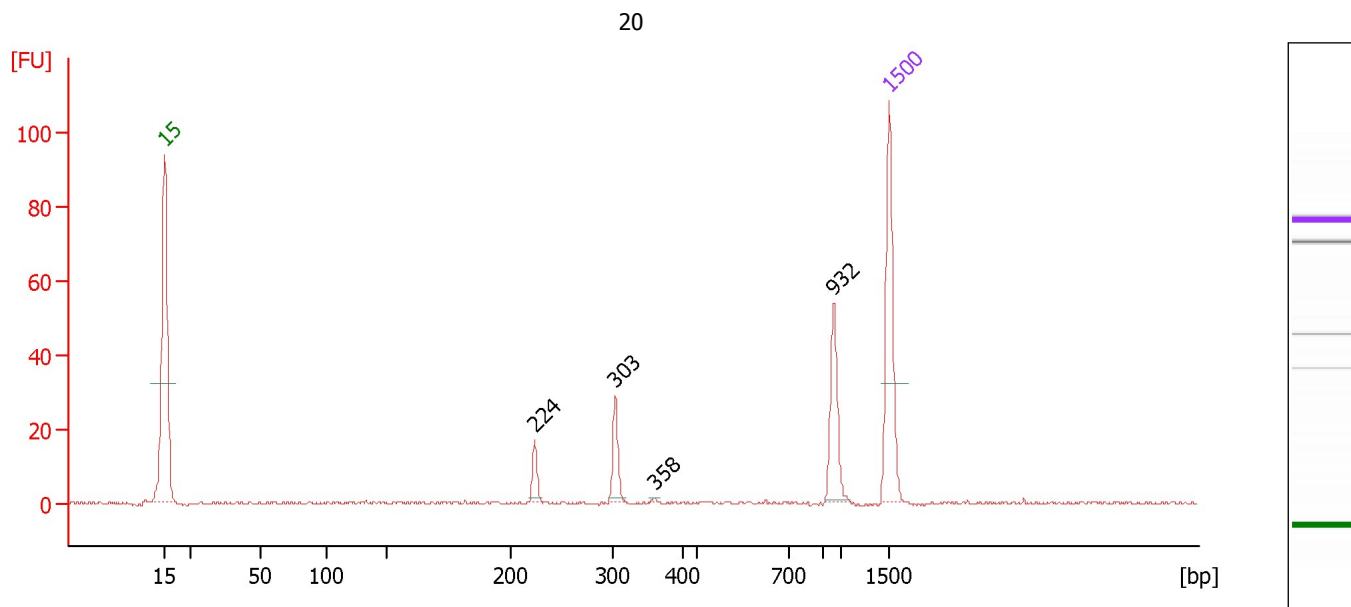**Overall Results for sample 8 : 20**

Number of peaks found: 4

**Peak table for sample 8 : 20**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 224       | 0.39          | 2.6               |              |
| 3    | 303       | 0.65          | 3.2               |              |
| 4    | 358       | 0.02          | 0.1               |              |
| 5    | 932       | 1.22          | 2.0               |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

### Electropherogram Summary Continued ...

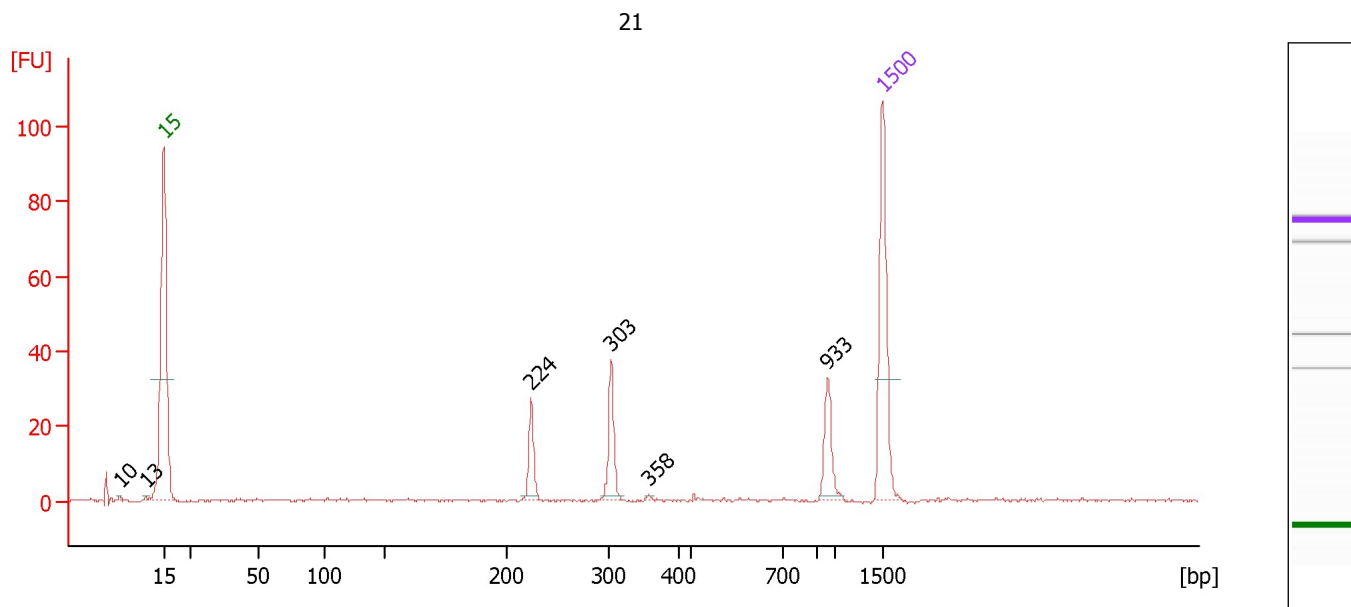

### Overall Results for sample 9 : 21

Number of peaks found: 4

### Peak table for sample 9 : 21

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 10        | 0.00          | 0.0               |              |
| 2    | 13        | 0.00          | 0.0               |              |
| 3    | 15        | 4.20          | 424.2             | Lower Marker |
| 4    | 224       | 0.64          | 4.4               |              |
| 5    | 303       | 0.85          | 4.2               |              |
| 6    | 358       | 0.03          | 0.1               |              |
| 7    | 933       | 0.74          | 1.2               |              |
| 8    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

**Electropherogram Summary Continued ...**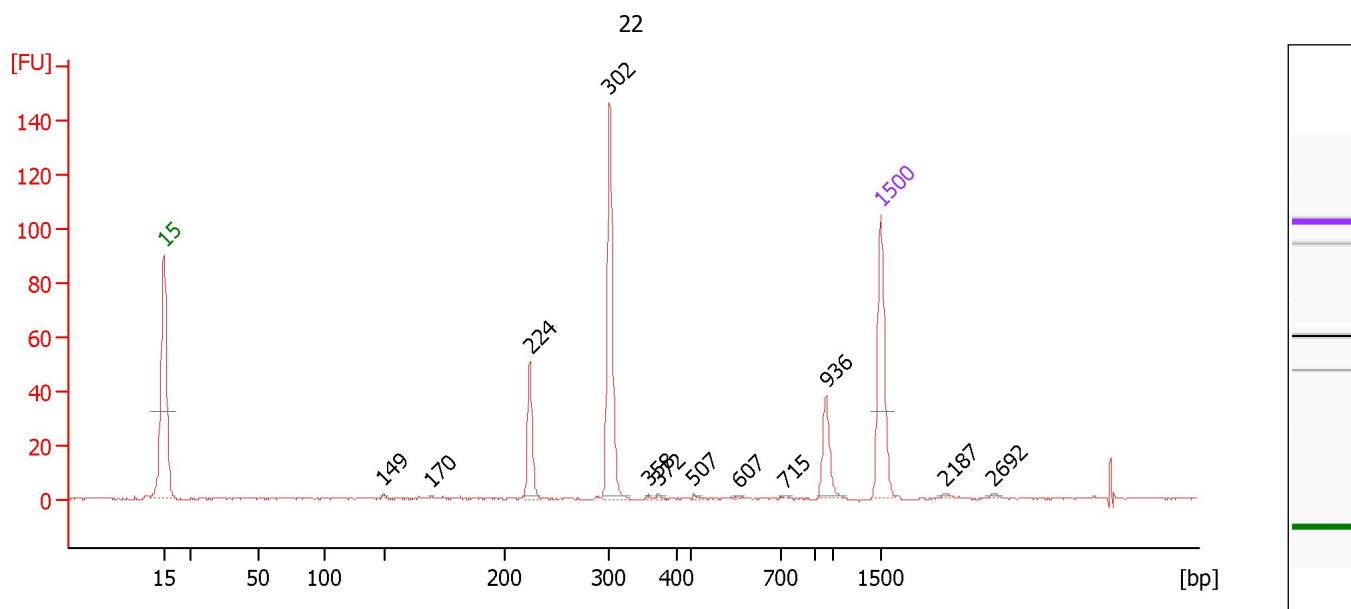**Overall Results for sample 10 : 22**

Number of peaks found: 10

**Peak table for sample 10 : 22**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 149       | 0.04          | 0.4               |              |
| 3    | 170       | 0.01          | 0.1               |              |
| 4    | 224       | 1.24          | 8.4               |              |
| 5    | 302       | 3.49          | 17.5              |              |
| 6    | 358       | 0.02          | 0.1               |              |
| 7    | 372       | 0.03          | 0.1               |              |
| 8    | 507       | 0.02          | 0.1               |              |
| 9    | 607       | 0.03          | 0.1               |              |
| 10   | 715       | 0.02          | 0.1               |              |
| 11   | 936       | 0.87          | 1.4               | Upper Marker |
| 12   | 1,500     | 2.10          | 2.1               |              |
| 13   | 2,187     | 0.00          | 0.0               |              |
| 14   | 2,692     | 0.00          | 0.0               |              |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

### Electropherogram Summary Continued ...

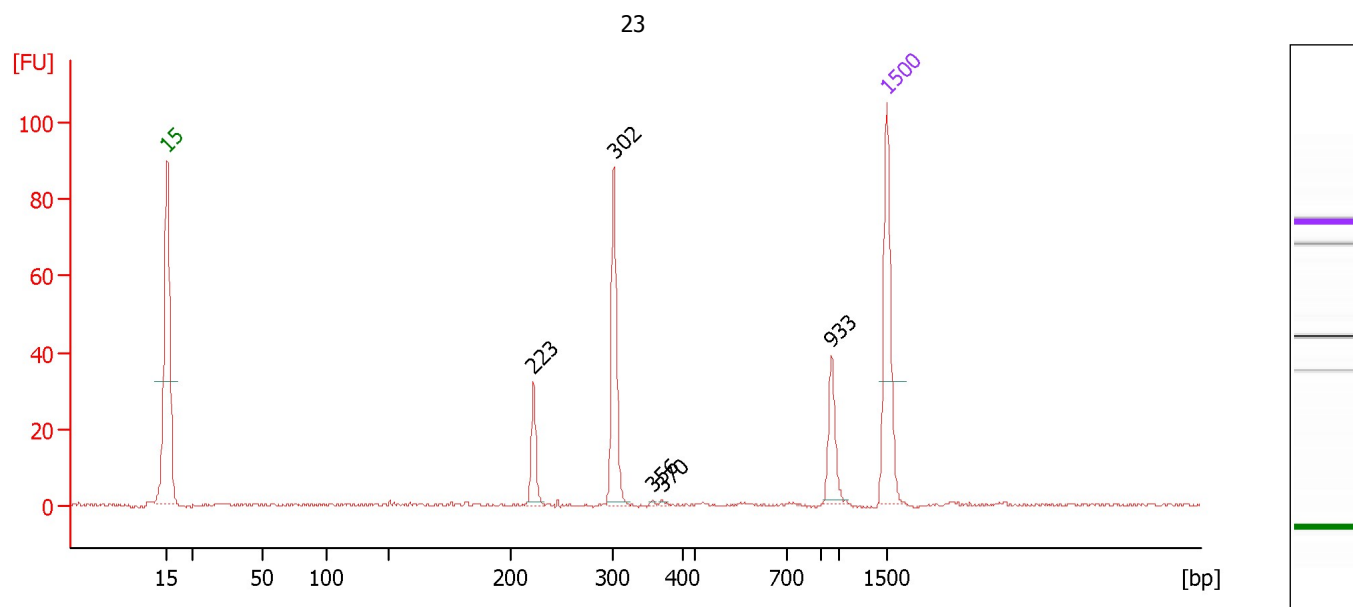

### Overall Results for sample 11 : 23

Number of peaks found: 5

### Peak table for sample 11 : 23

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 223       | 0.76          | 5.2               |              |
| 3    | 302       | 2.09          | 10.5              |              |
| 4    | 356       | 0.02          | 0.1               |              |
| 5    | 370       | 0.03          | 0.1               |              |
| 6    | 933       | 0.85          | 1.4               |              |
| 7    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
 Modified: 11/29/2022 2:26:21 PM

### Electropherogram Summary Continued ...

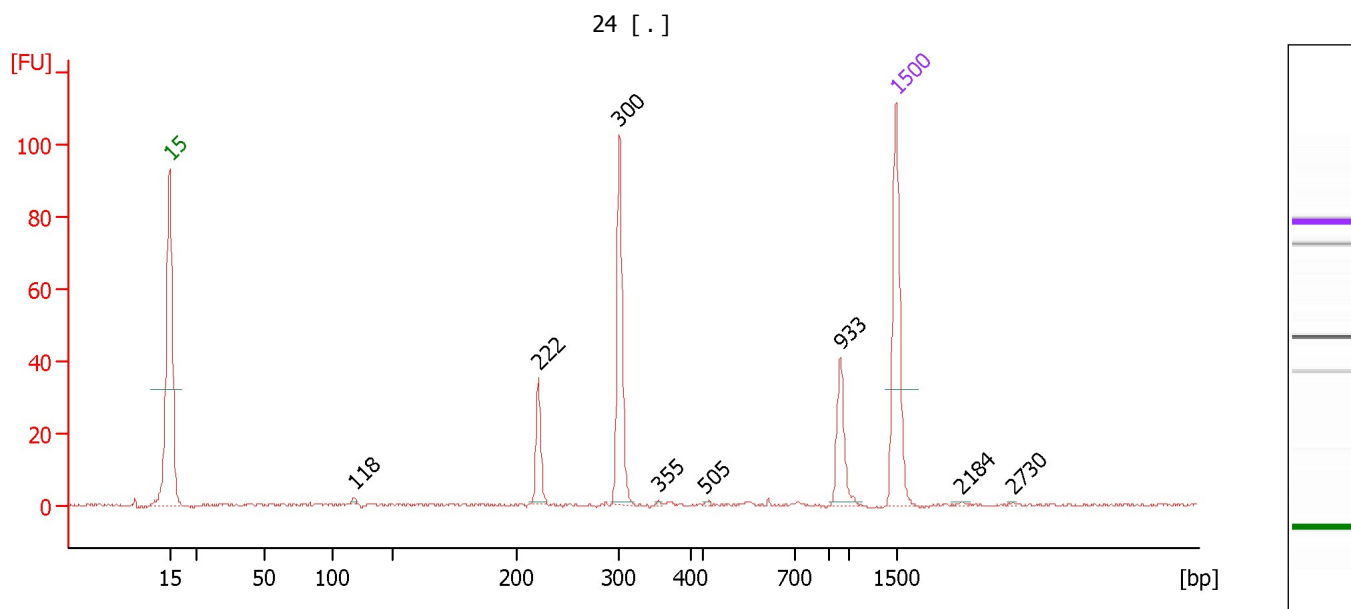

### Overall Results for sample 12 : 24

Number of peaks found: 6

### Peak table for sample 12 : 24

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 118       | 0.05          | 0.6               |              |
| 3    | 222       | 0.78          | 5.3               |              |
| 4    | 300       | 2.23          | 11.3              |              |
| 5    | 355       | 0.02          | 0.1               |              |
| 6    | 505       | 0.02          | 0.1               |              |
| 7    | 933       | 0.89          | 1.4               |              |
| 8    | 1,500     | 2.10          | 2.1               | Upper Marker |
| 9    | 2,184     | 0.00          | 0.0               |              |
| 10   | 2,730     | 0.00          | 0.0               |              |

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_13-43-34.xad

Created: 11/29/2022 1:43:34 PM  
Modified: 11/29/2022 2:26:21 PM

**Gel Image**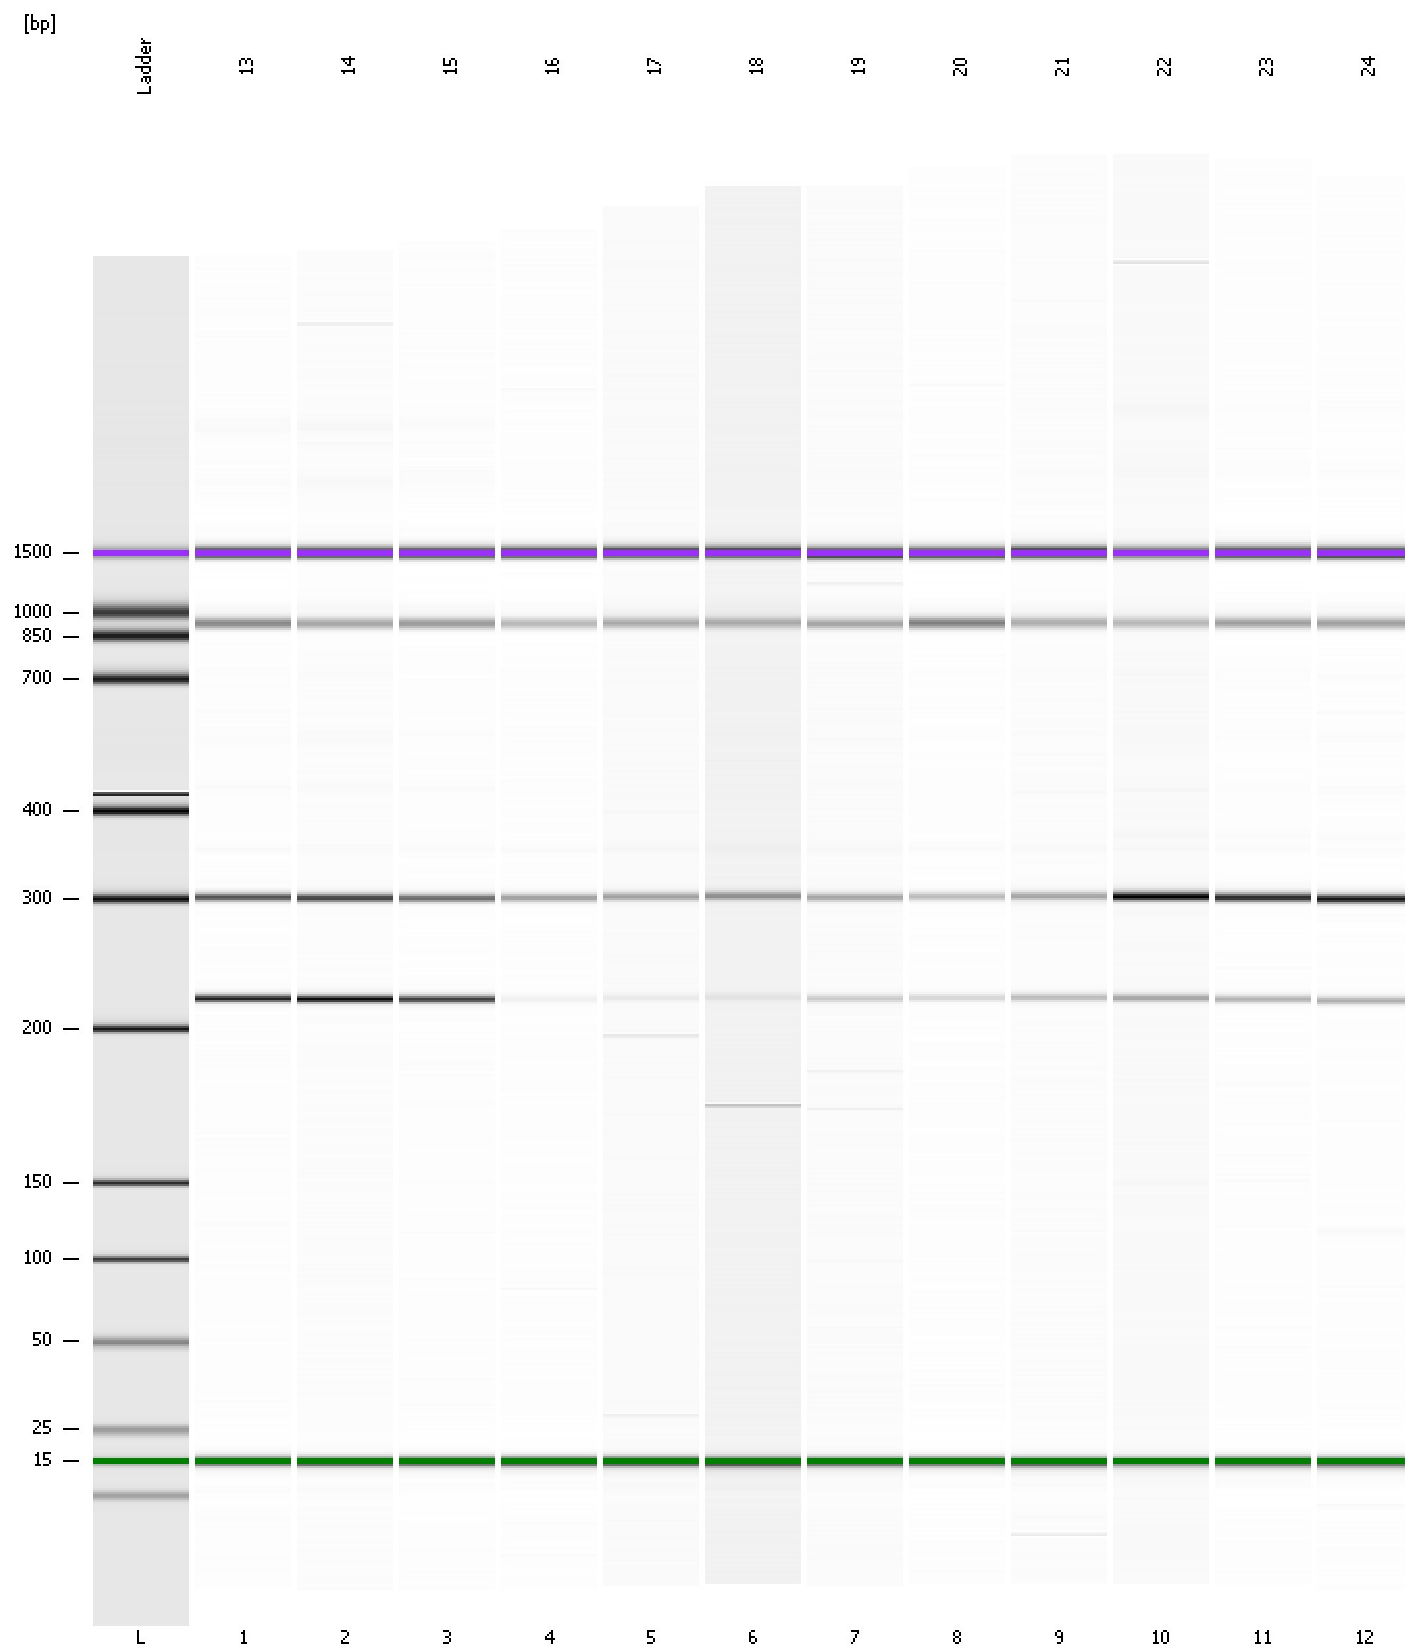

**Supplement:** Figure 3—source data 2.

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

### Electrophoresis File Run Summary

#### Instrument Information:

Instrument Name: DE13804763  
Serial#: DE13804763

Firmware: C.01.069  
Type: G2939A

#### Assay Information:

Assay Origin Path: C:\Program Files\Agilent\2100 bioanalyzer\2100 expert\assays\dsDNA\DNA 1000 Series II.xsy

Assay Class: DNA 1000

Version: 2.3

Assay Comments: DNA Analysis 25 -1000 bp

© Copyright 2003-2009 Agilent Technologies, Inc.

#### Chip Information:

Chip Lot #:

Reagent Kit Lot #:

Chip Comments:

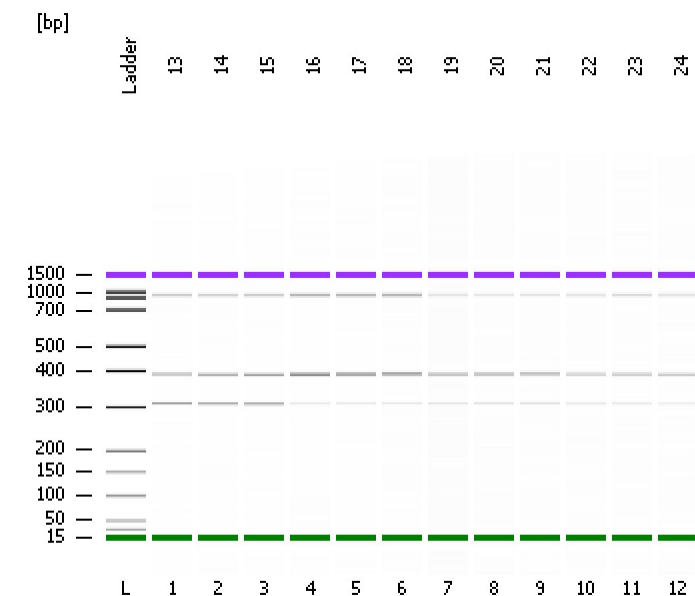

13

14

15

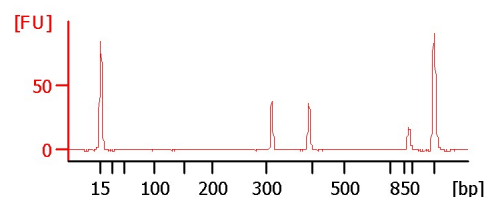

16

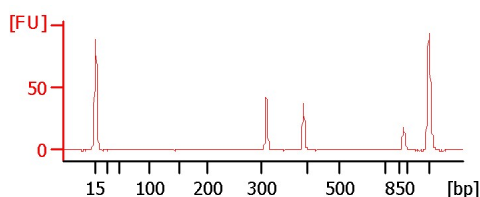

17

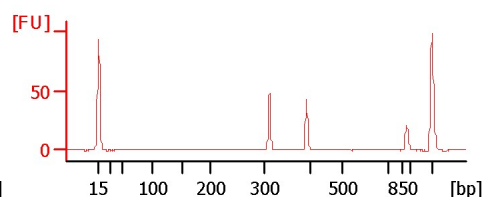

18

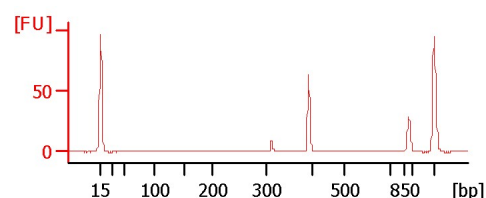

19

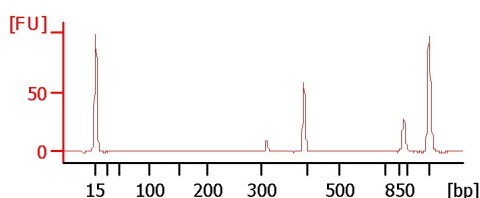

20

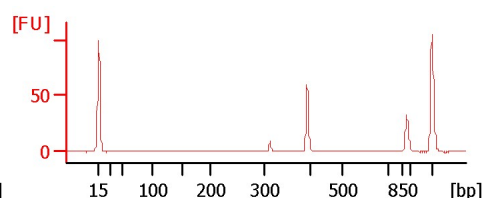

21

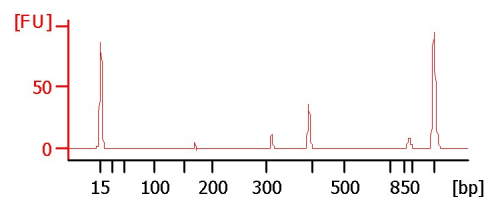

22

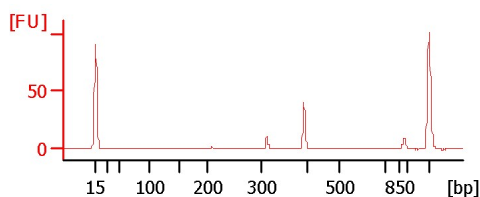

23

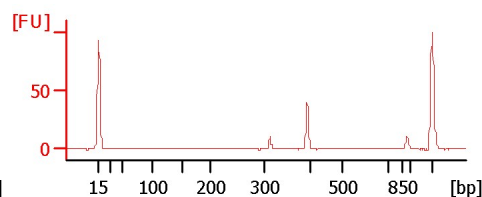

24

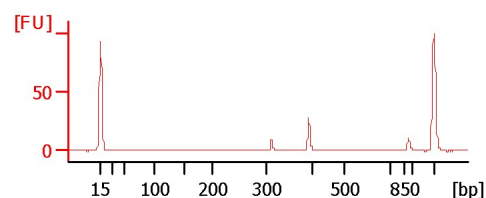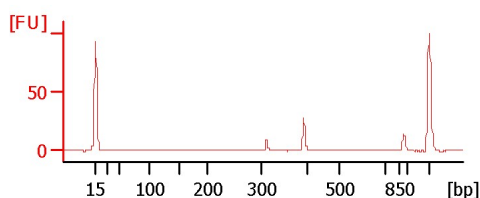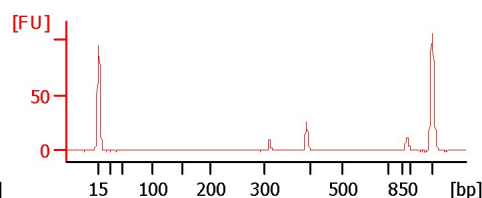

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Electrophoresis File Run Summary (Chip Summary)**

| Sample Name | Sample Comment | Rest. Digest             | Status | Observation | Result Label | Result Color |
|-------------|----------------|--------------------------|--------|-------------|--------------|--------------|
| 13          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 14          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 15          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 16          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 17          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 18          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 19          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 20          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 21          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 22          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 23          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 24          |                | <input type="checkbox"/> | ✓      |             |              |              |
| Ladder      |                | <input type="checkbox"/> | ✓      |             |              |              |

**Chip Lot #****Reagent Kit Lot #****Chip Comments :**

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

## Electrophoresis Assay Details

### General Analysis Settings

Number of Available Sample and Ladder Wells (Max.) : 13  
Minimum Visible Range [s] : 30  
Maximum Visible Range [s] : 129  
Start Analysis Time Range [s] : 30  
End Analysis Time Range [s] : 128.95  
Ladder Concentration [ng/μl] : 44  
Uses Standard Area for Ladder Fragments  
Lower Marker Concentration [ng/μl] : 4.2  
Upper Marker Concentration [ng/μl] : 2.1  
Used Upper Marker for Quantitation  
Standard Curve Fit is Point to Point  
Show Data Aligned to Lower and Upper Marker

### Integrator Settings

Integration Start Time [s] : 30  
Integration End Time [s] : 128.95  
Slope Threshold : 0.5  
Height Threshold [FU] : 1  
Area Threshold : 0.1  
Width Threshold [s] : 0.5  
Baseline Plateau [s] : 0.5

### Filter Settings

Filter Width [s] : 0.5  
Polynomial Order : 4

### Ladder

| Ladder Peak | Size | Area |
|-------------|------|------|
| 1           | 15   | 25   |
| 2           | 25   | 26   |
| 3           | 50   | 34   |
| 4           | 100  | 41   |
| 5           | 150  | 45   |
| 6           | 200  | 52   |
| 7           | 300  | 63   |
| 8           | 400  | 76   |
| 9           | 500  | 83   |
| 10          | 700  | 88   |
| 11          | 850  | 86   |
| 12          | 1000 | 90   |
| 13          | 1500 | 52   |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Electropherogram Summary**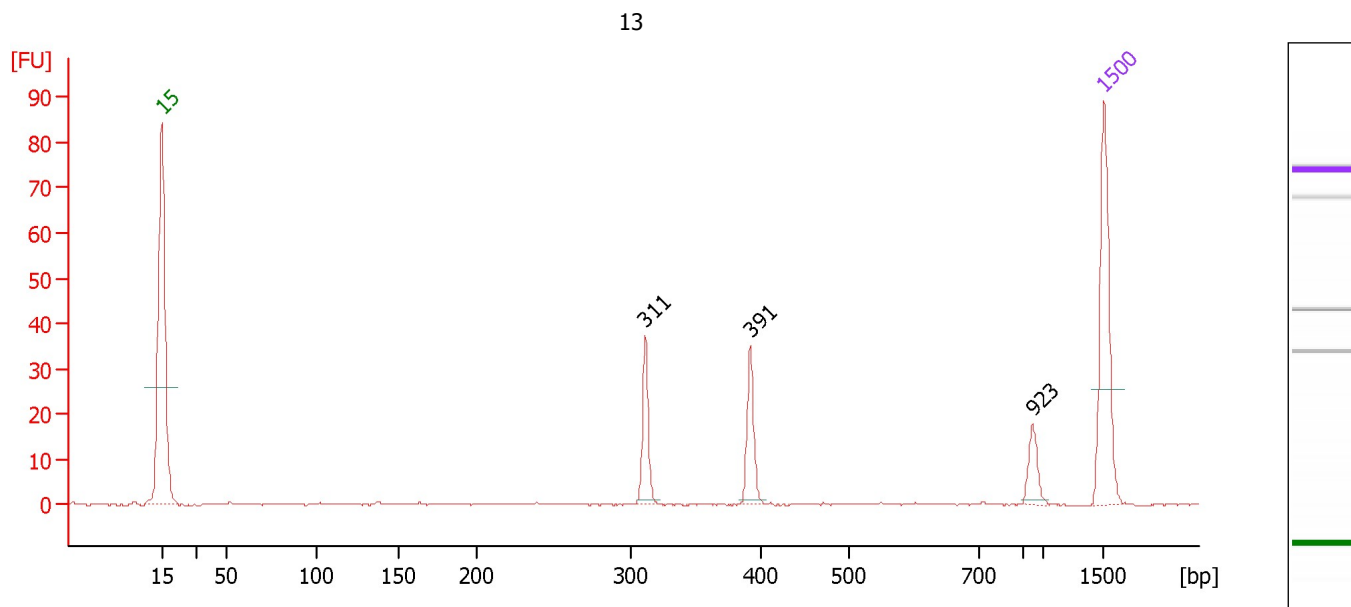**Overall Results for sample 1 : 13**

Number of peaks found: 3

**Peak table for sample 1 : 13**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.86          | 4.2               |              |
| 3    | 391       | 0.78          | 3.0               |              |
| 4    | 923       | 0.46          | 0.8               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
 Modified: 4/26/2023 2:36:02 PM

### Electropherogram Summary Continued ...

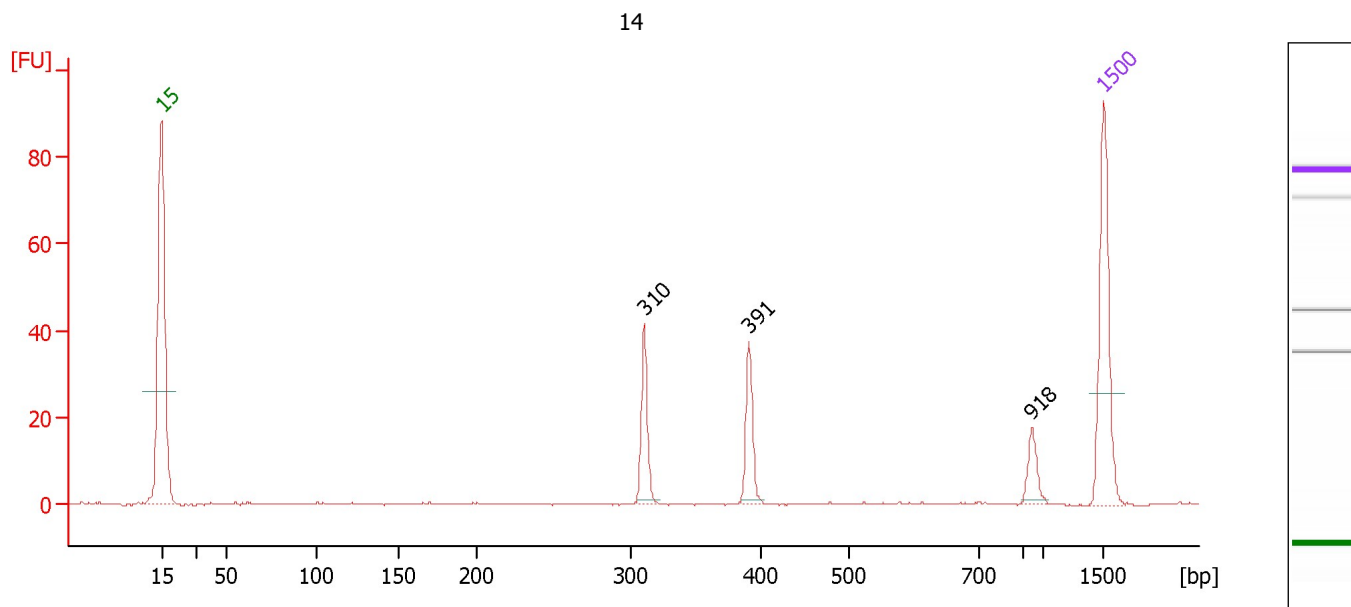

### Overall Results for sample 2 : 14

Number of peaks found: 3

### Peak table for sample 2 : 14

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 310       | 0.93          | 4.5               |              |
| 3    | 391       | 0.82          | 3.2               |              |
| 4    | 918       | 0.44          | 0.7               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Electropherogram Summary Continued ...**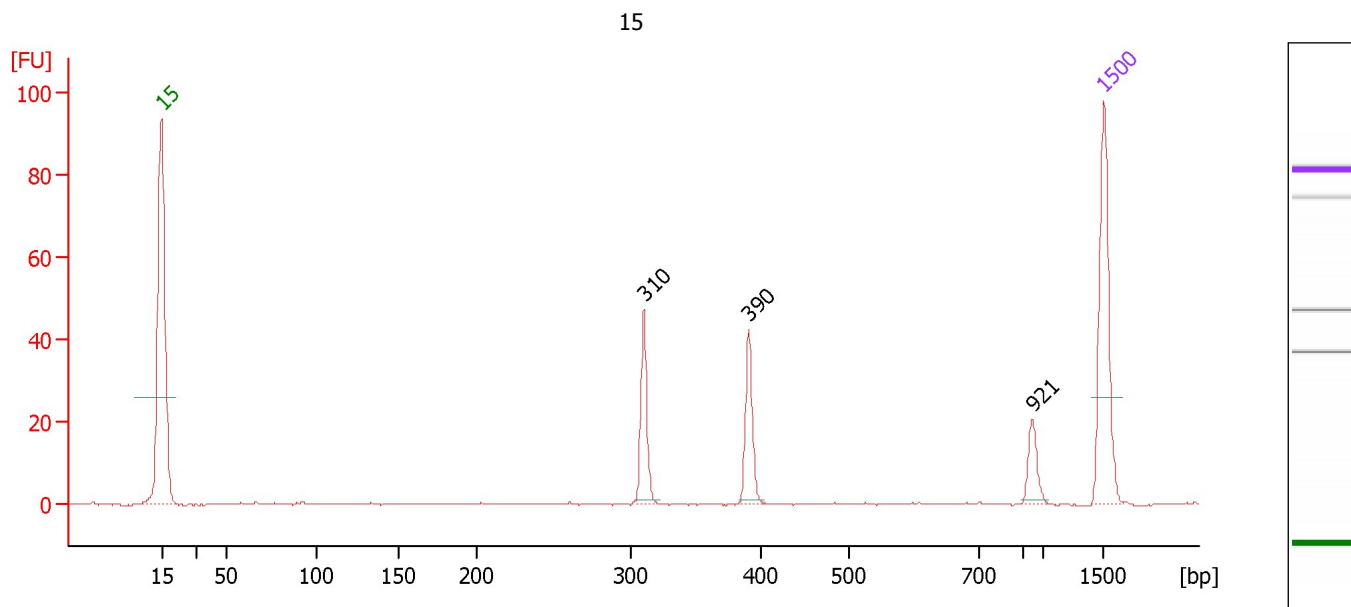**Overall Results for sample 3 : 15**

Number of peaks found: 3

**Peak table for sample 3 : 15**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 310       | 1.04          | 5.1               |              |
| 3    | 390       | 0.91          | 3.5               |              |
| 4    | 921       | 0.48          | 0.8               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Electropherogram Summary Continued ...**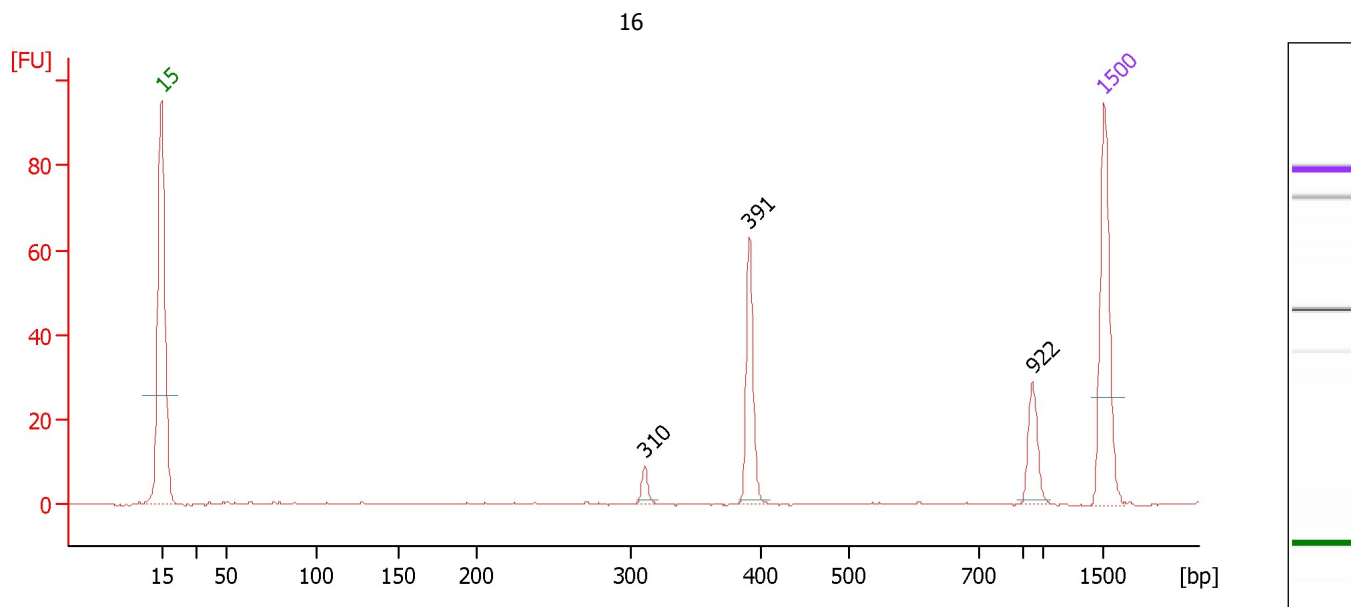**Overall Results for sample 4 : 16**

Number of peaks found: 3

**Peak table for sample 4 : 16**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 310       | 0.20          | 1.0               |              |
| 3    | 391       | 1.35          | 5.2               |              |
| 4    | 922       | 0.72          | 1.2               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
 Modified: 4/26/2023 2:36:02 PM

### Electropherogram Summary Continued ...

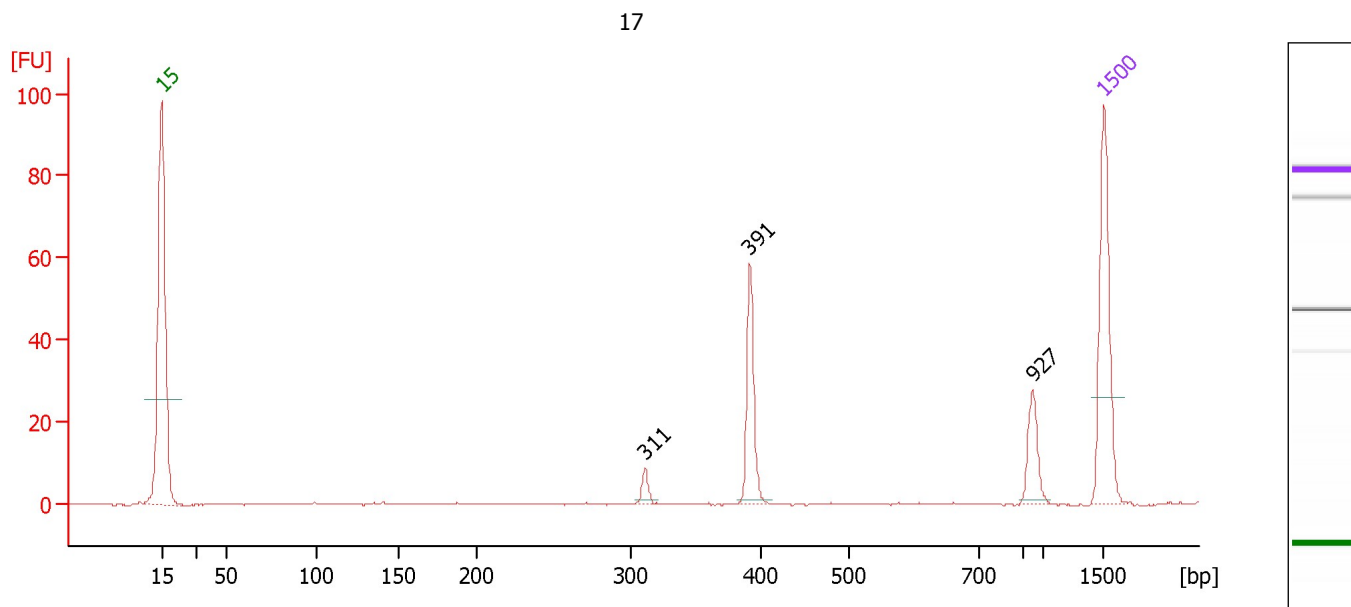

### Overall Results for sample 5 : 17

Number of peaks found: 3

### Peak table for sample 5 : 17

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.19          | 0.9               |              |
| 3    | 391       | 1.24          | 4.8               |              |
| 4    | 927       | 0.68          | 1.1               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Electropherogram Summary Continued ...**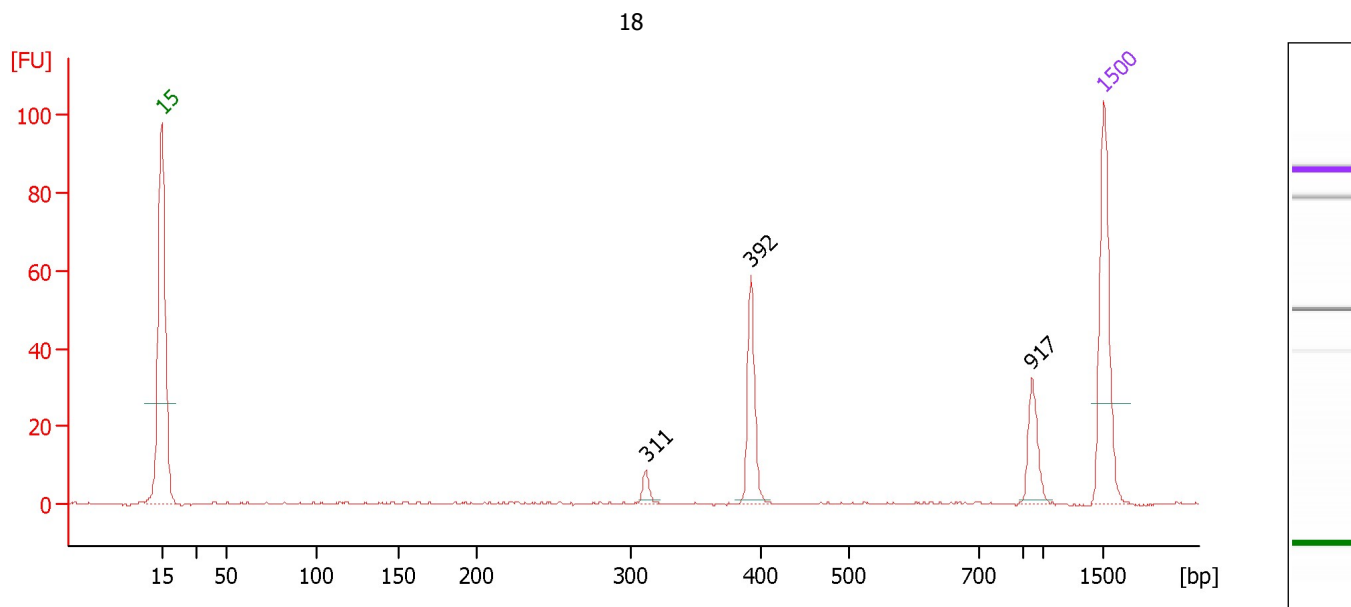**Overall Results for sample 6 : 18**

Number of peaks found: 3

**Peak table for sample 6 : 18**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.18          | 0.9               |              |
| 3    | 392       | 1.18          | 4.6               |              |
| 4    | 917       | 0.72          | 1.2               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Electropherogram Summary Continued ...**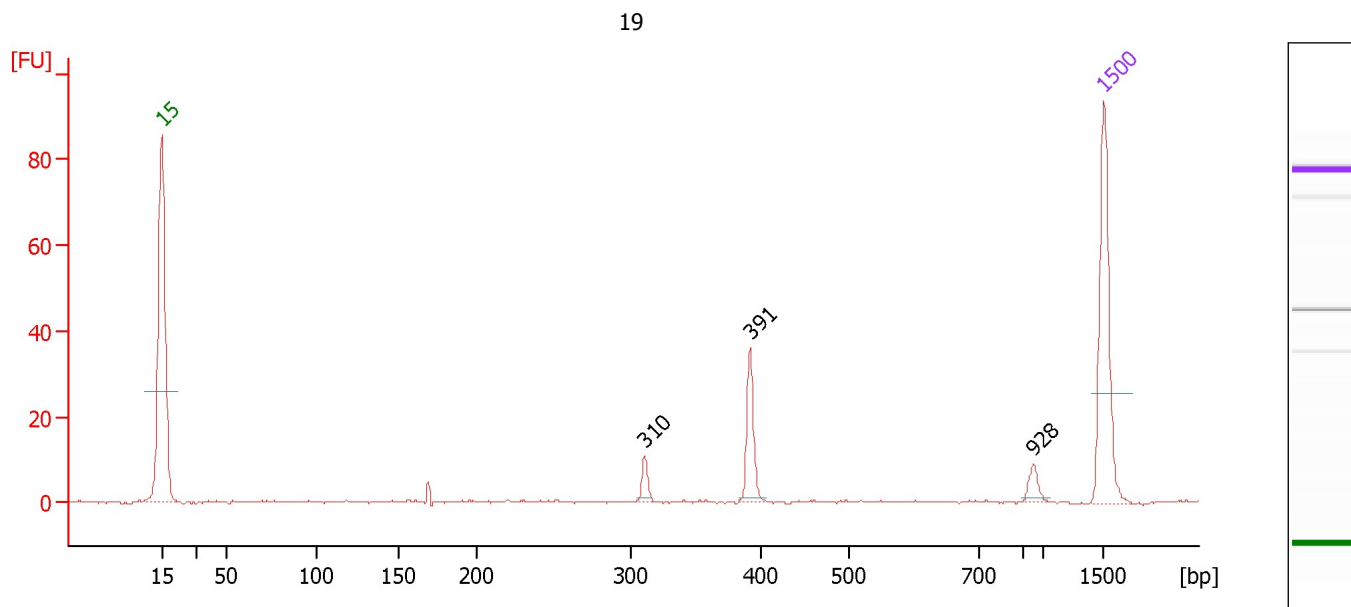**Overall Results for sample 7 : 19**

Number of peaks found: 3

**Peak table for sample 7 : 19**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 310       | 0.22          | 1.1               |              |
| 3    | 391       | 0.76          | 2.9               |              |
| 4    | 928       | 0.22          | 0.4               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Electropherogram Summary Continued ...**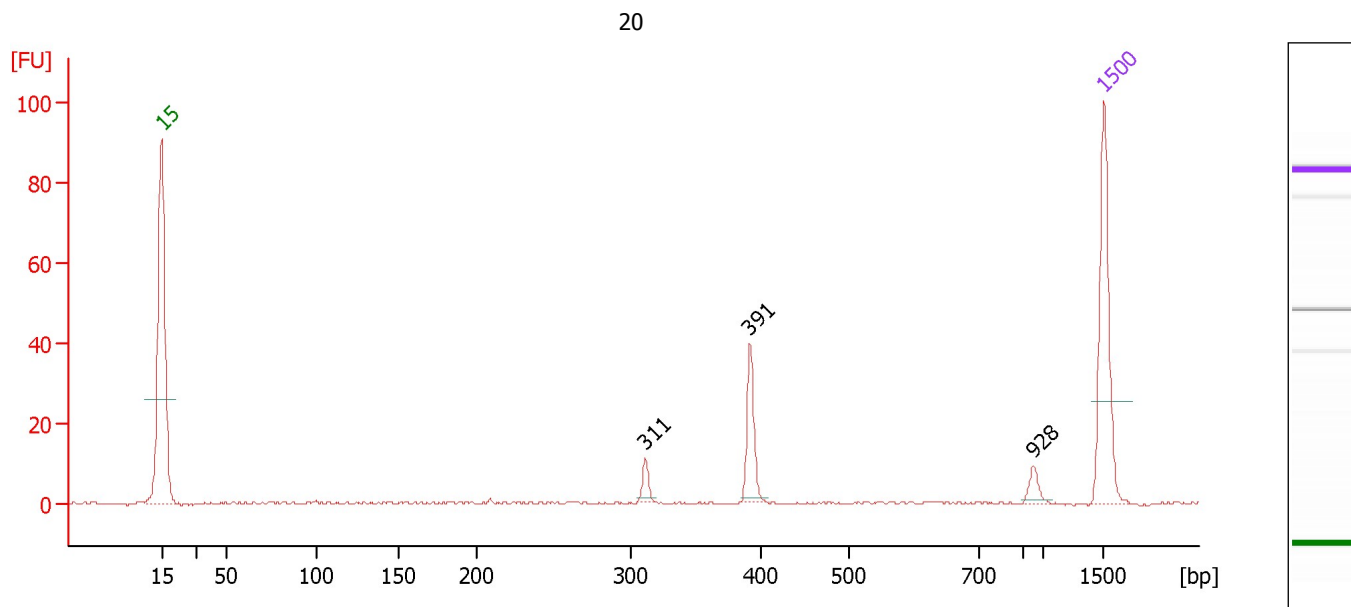**Overall Results for sample 8 : 20**

Number of peaks found: 3

**Peak table for sample 8 : 20**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.24          | 1.2               |              |
| 3    | 391       | 0.82          | 3.2               |              |
| 4    | 928       | 0.23          | 0.4               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Electropherogram Summary Continued ...**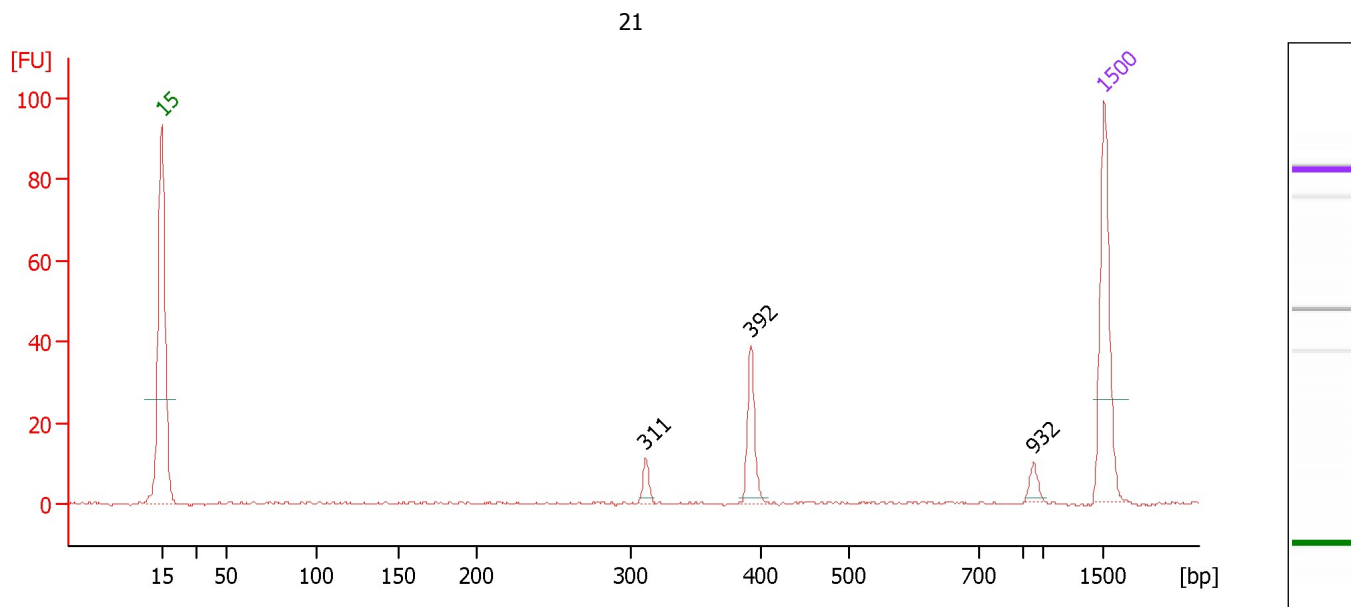**Overall Results for sample 9 : 21**

Number of peaks found: 3

**Peak table for sample 9 : 21**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.23          | 1.1               |              |
| 3    | 392       | 0.81          | 3.1               |              |
| 4    | 932       | 0.21          | 0.3               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
 Modified: 4/26/2023 2:36:02 PM

### Electropherogram Summary Continued ...

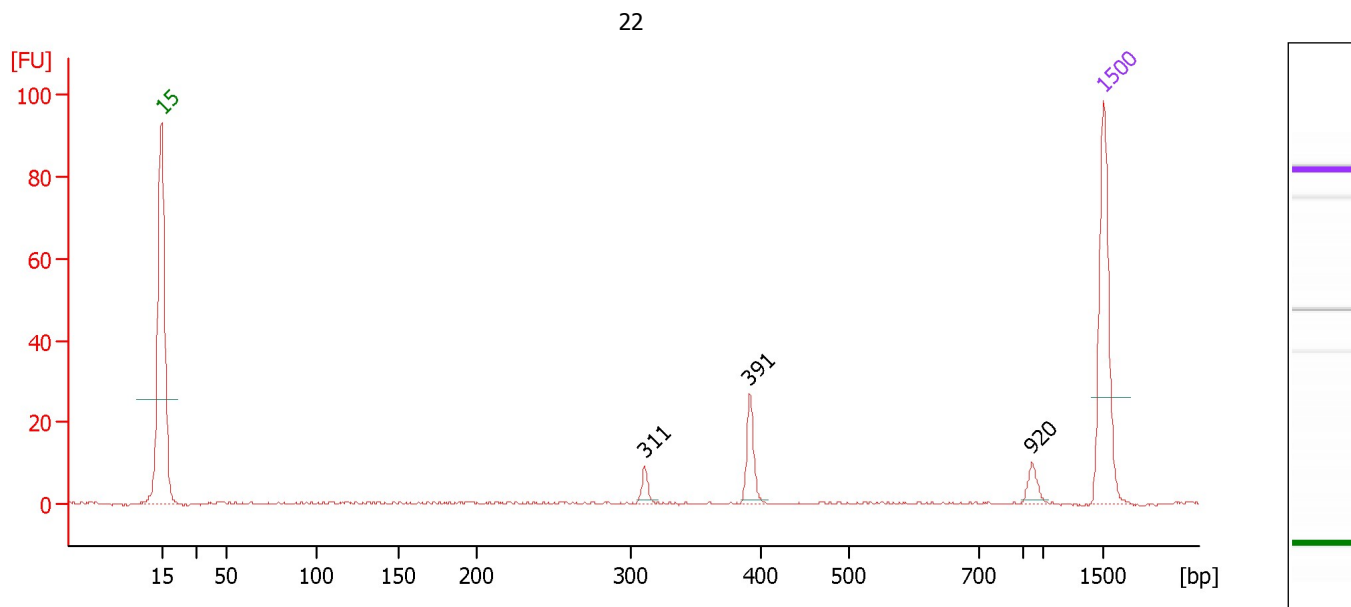

### Overall Results for sample 10 : 22

Number of peaks found: 3

### Peak table for sample 10 : 22

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.19          | 0.9               |              |
| 3    | 391       | 0.54          | 2.1               |              |
| 4    | 920       | 0.23          | 0.4               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Electropherogram Summary Continued ...**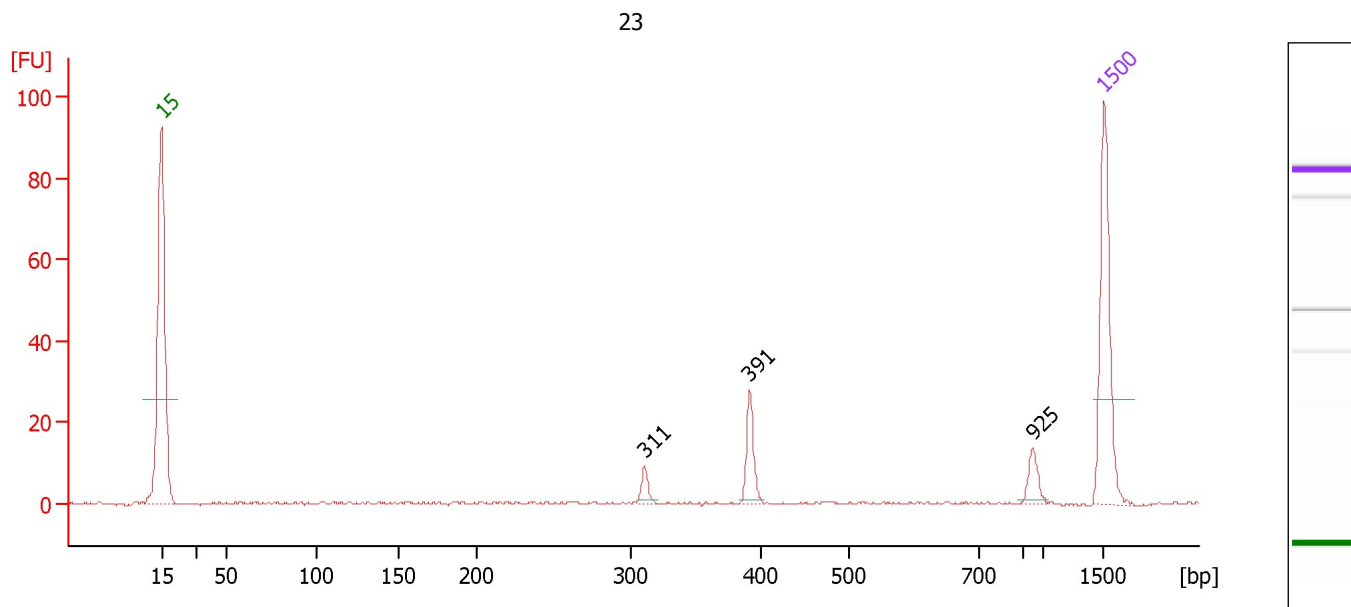**Overall Results for sample 11 : 23**

Number of peaks found: 3

**Peak table for sample 11 : 23**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.21          | 1.0               |              |
| 3    | 391       | 0.58          | 2.2               |              |
| 4    | 925       | 0.33          | 0.5               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Electropherogram Summary Continued ...**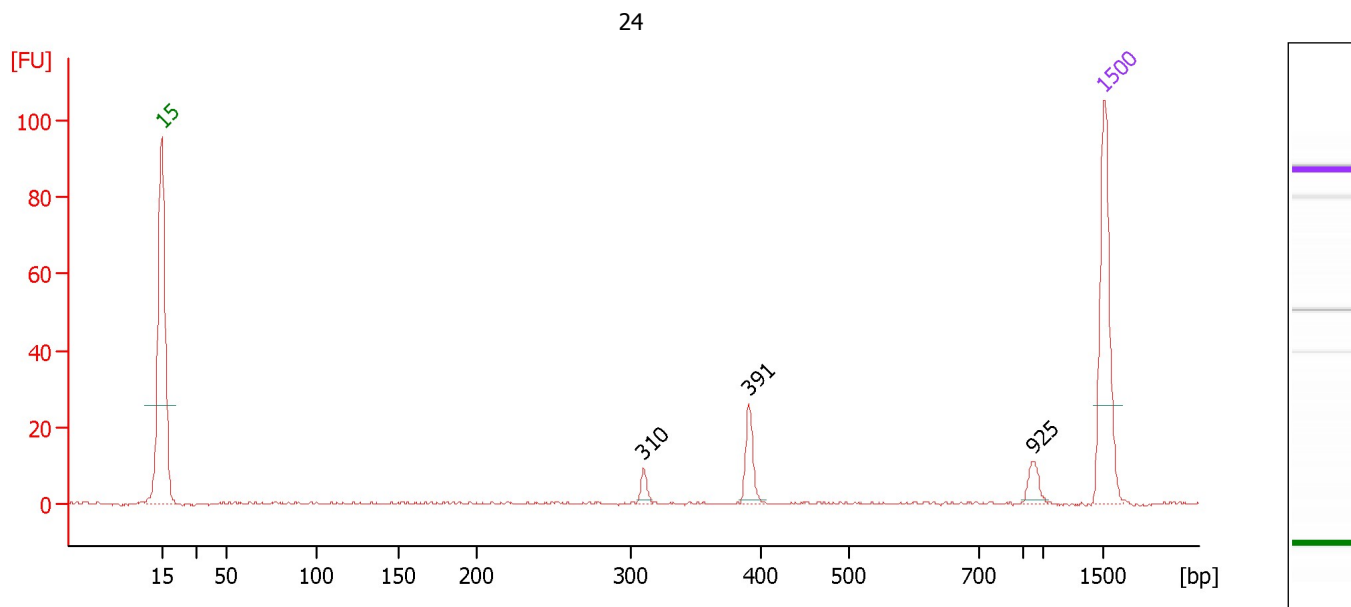**Overall Results for sample 12 : 24**

Number of peaks found: 3

**Peak table for sample 12 : 24**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 310       | 0.17          | 0.9               |              |
| 3    | 391       | 0.52          | 2.0               |              |
| 4    | 925       | 0.26          | 0.4               |              |
| 5    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2023-04-26\_13-53-45.xad

Created: 4/26/2023 1:53:44 PM  
Modified: 4/26/2023 2:36:02 PM

**Gel Image**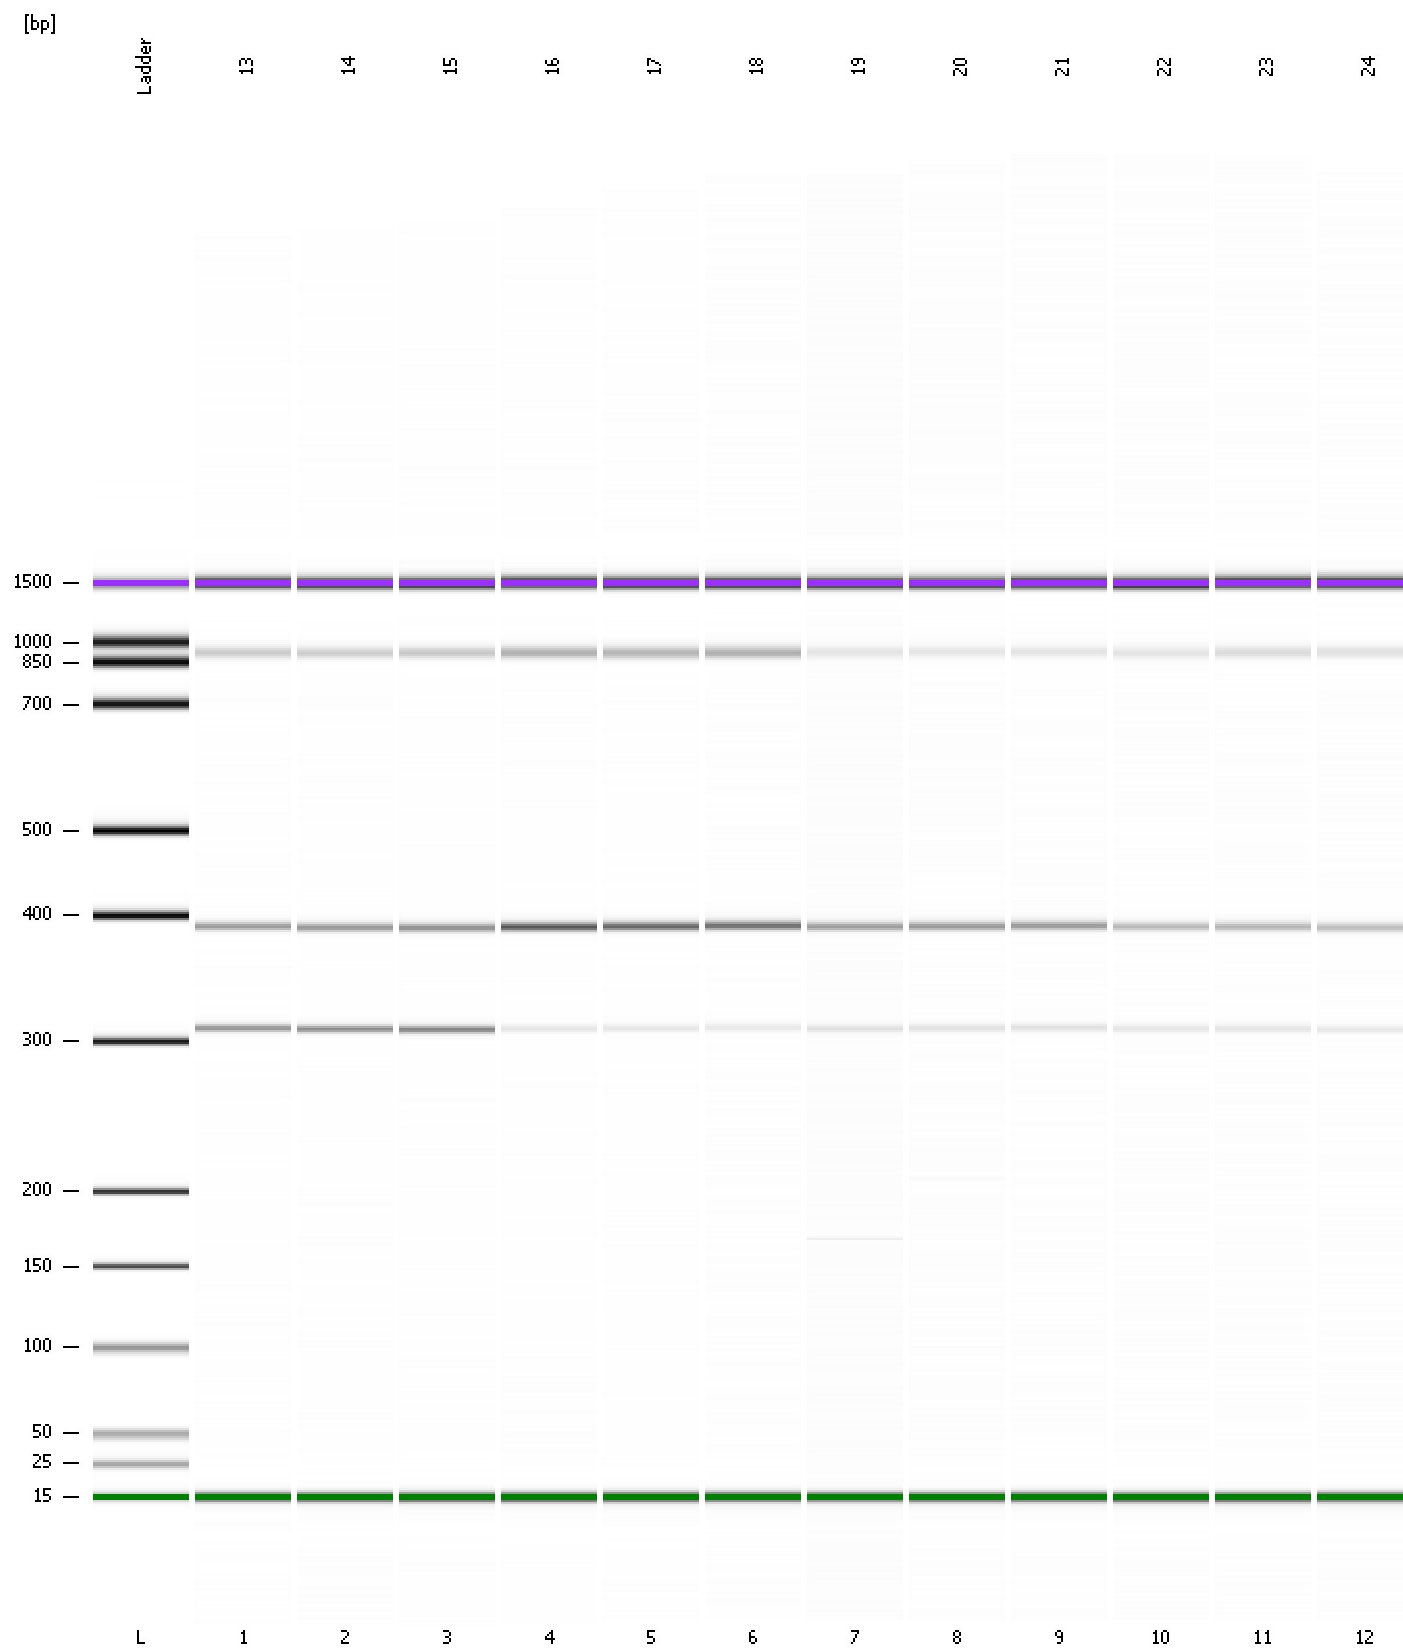

**Supplement:** Figure 3—source data 2.

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
Modified: 11/29/2022 1:34:25 PM

### Electrophoresis File Run Summary

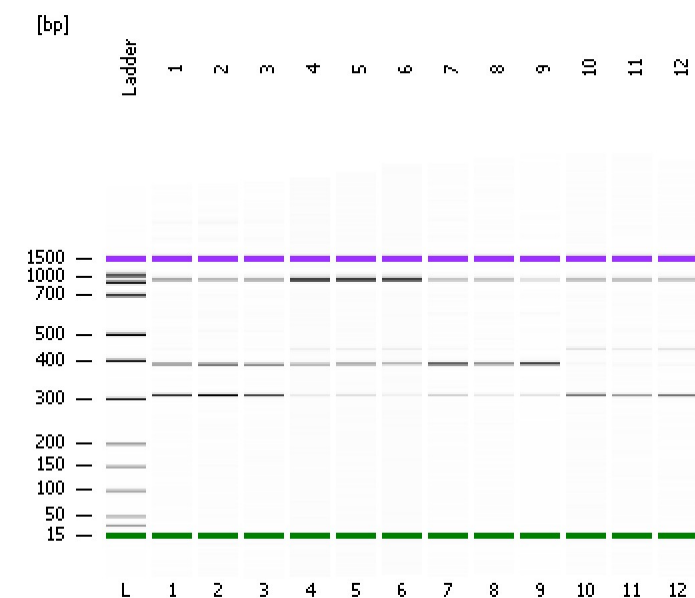

#### Instrument Information:

Instrument Name: DE13804763

Firmware: C.01.069

Serial#: DE13804763

Type: G2939A

#### Assay Information:

Assay Origin Path: C:\Program Files\Agilent\2100 bioanalyzer\2100 expert\assays\dsDNA\DNA 1000 Series II.xsy

Assay Class: DNA 1000

Version: 2.3

Assay Comments: DNA Analysis 25 -1000 bp

© Copyright 2003-2009 Agilent Technologies, Inc.

#### Chip Information:

Chip Lot #:

Reagent Kit Lot #:

Chip Comments:

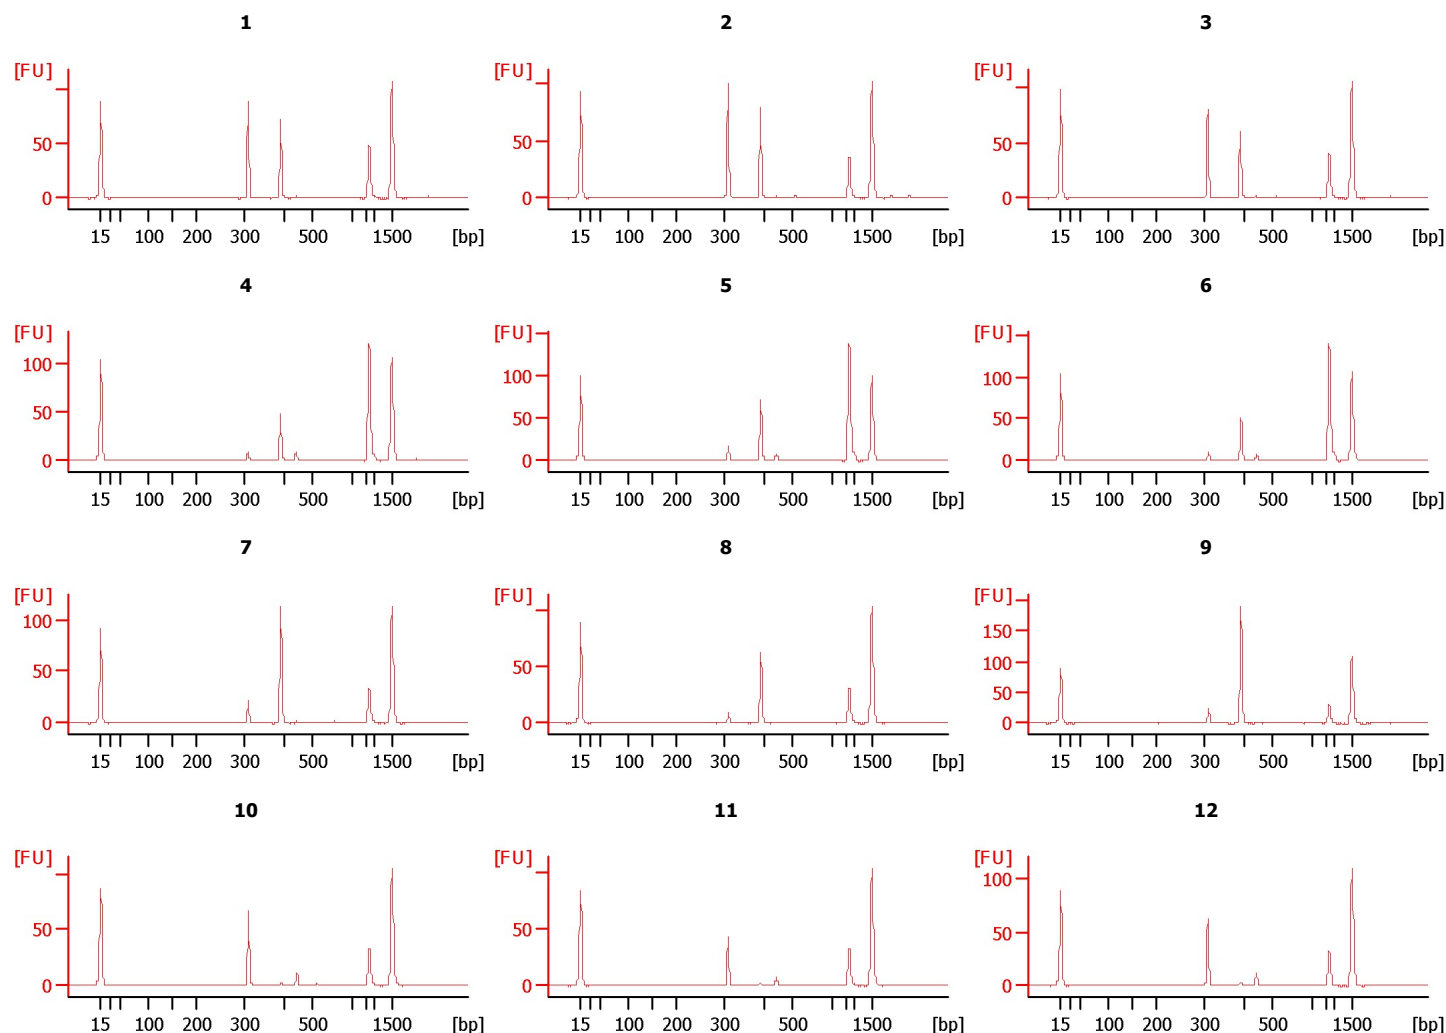

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
Modified: 11/29/2022 1:34:25 PM

**Electrophoresis File Run Summary (Chip Summary)**

| Sample Name | Sample Comment | Rest. Digest             | Status | Observation | Result Label | Result Color |
|-------------|----------------|--------------------------|--------|-------------|--------------|--------------|
| 1           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 2           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 3           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 4           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 5           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 6           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 7           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 8           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 9           |                | <input type="checkbox"/> | ✓      |             |              |              |
| 10          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 11          |                | <input type="checkbox"/> | ✓      |             |              |              |
| 12          |                | <input type="checkbox"/> | ✓      |             |              |              |
| Ladder      |                | <input type="checkbox"/> | ✓      |             |              |              |

**Chip Lot #****Reagent Kit Lot #****Chip Comments :**

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
Modified: 11/29/2022 1:34:25 PM

## Electrophoresis Assay Details

### General Analysis Settings

Number of Available Sample and Ladder Wells (Max.) : 13  
Minimum Visible Range [s] : 30  
Maximum Visible Range [s] : 129  
Start Analysis Time Range [s] : 30  
End Analysis Time Range [s] : 128.95  
Ladder Concentration [ng/μl] : 44  
Uses Standard Area for Ladder Fragments  
Lower Marker Concentration [ng/μl] : 4.2  
Upper Marker Concentration [ng/μl] : 2.1  
Used Upper Marker for Quantitation  
Standard Curve Fit is Point to Point  
Show Data Aligned to Lower and Upper Marker

### Integrator Settings

Integration Start Time [s] : 30  
Integration End Time [s] : 128.95  
Slope Threshold : 0.5  
Height Threshold [FU] : 1  
Area Threshold : 0.1  
Width Threshold [s] : 0.5  
Baseline Plateau [s] : 0.5

### Filter Settings

Filter Width [s] : 0.5  
Polynomial Order : 4

### Ladder

| Ladder Peak | Size | Area |
|-------------|------|------|
| 1           | 15   | 25   |
| 2           | 25   | 26   |
| 3           | 50   | 34   |
| 4           | 100  | 41   |
| 5           | 150  | 45   |
| 6           | 200  | 52   |
| 7           | 300  | 63   |
| 8           | 400  | 76   |
| 9           | 500  | 83   |
| 10          | 700  | 88   |
| 11          | 850  | 86   |
| 12          | 1000 | 90   |
| 13          | 1500 | 52   |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
 Modified: 11/29/2022 1:34:25 PM

### Electropherogram Summary

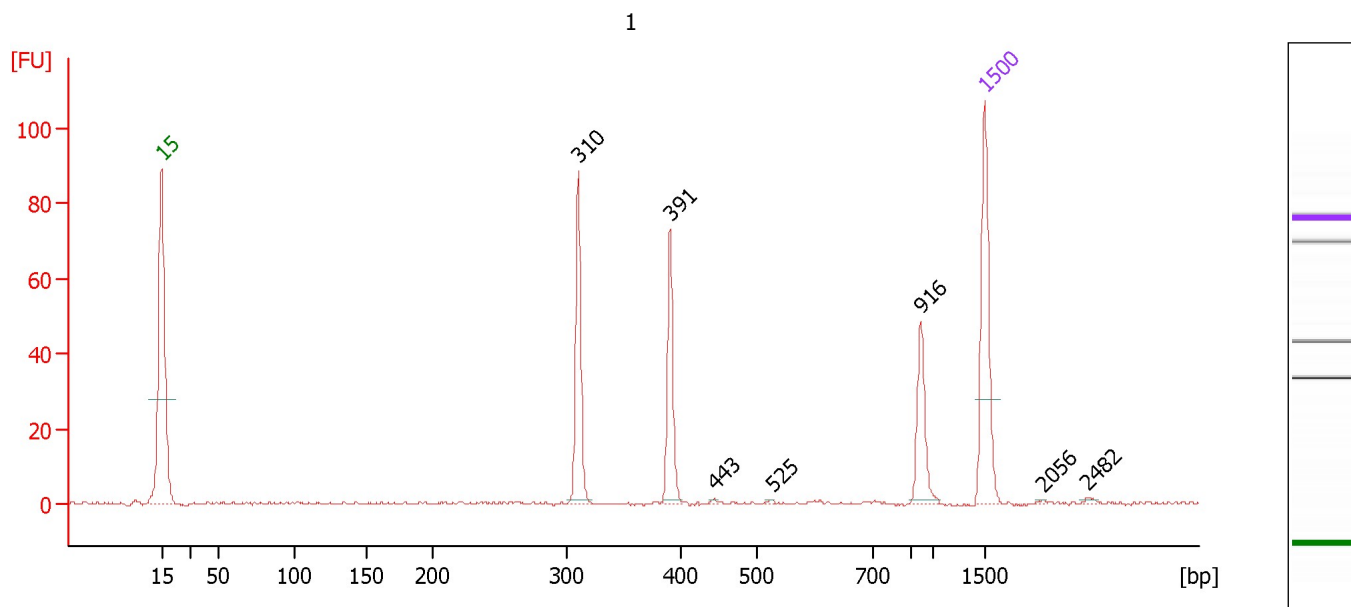

### Overall Results for sample 1 : 1

Number of peaks found: 5

### Peak table for sample 1 : 1

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 310       | 1.79          | 8.7               |              |
| 3    | 391       | 1.36          | 5.3               |              |
| 4    | 443       | 0.02          | 0.1               |              |
| 5    | 525       | 0.02          | 0.0               |              |
| 6    | 916       | 1.08          | 1.8               | Upper Marker |
| 7    | 1,500     | 2.10          | 2.1               |              |
| 8    | 2,056     | 0.00          | 0.0               |              |
| 9    | 2,482     | 0.00          | 0.0               |              |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
 Modified: 11/29/2022 1:34:25 PM

### Electropherogram Summary Continued ...

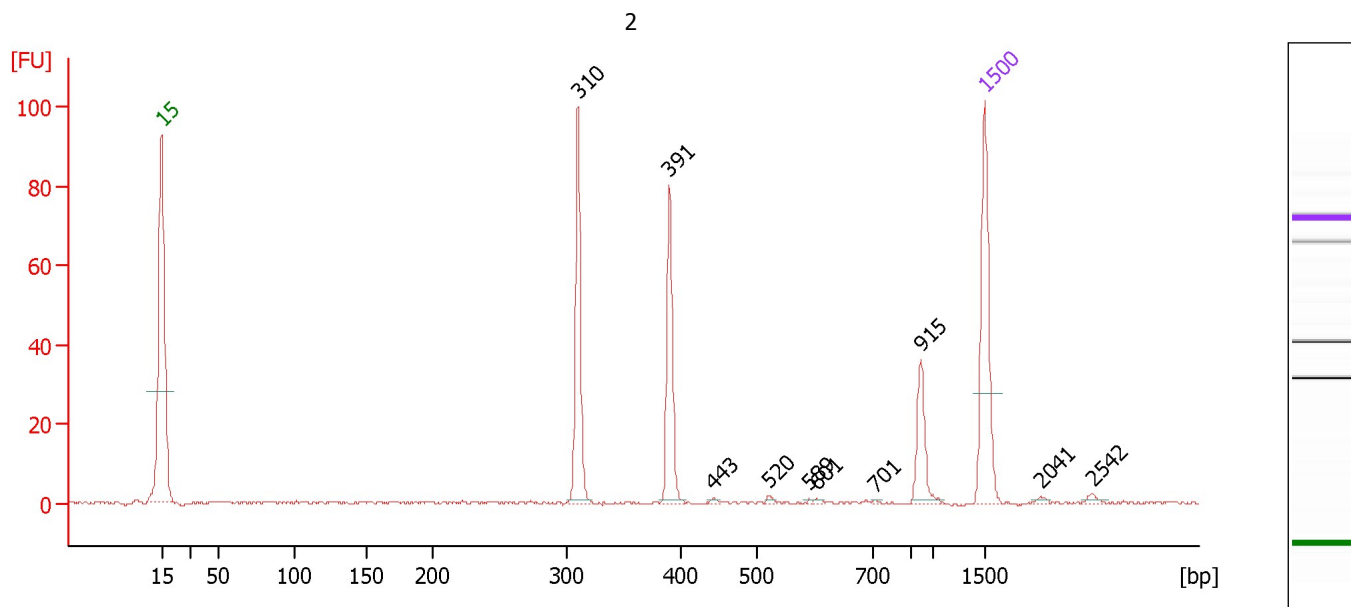

### Overall Results for sample 2 : 2

Number of peaks found: 8

### Peak table for sample 2 : 2

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 310       | 2.09          | 10.2              |              |
| 3    | 391       | 1.61          | 6.3               |              |
| 4    | 443       | 0.03          | 0.1               |              |
| 5    | 520       | 0.04          | 0.1               |              |
| 6    | 589       | 0.02          | 0.0               |              |
| 7    | 601       | 0.03          | 0.1               |              |
| 8    | 701       | 0.02          | 0.0               |              |
| 9    | 915       | 0.87          | 1.4               | Upper Marker |
| 10   | 1,500     | 2.10          | 2.1               |              |
| 11   | 2,041     | 0.00          | 0.0               |              |
| 12   | 2,542     | 0.00          | 0.0               |              |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
 Modified: 11/29/2022 1:34:25 PM

### Electropherogram Summary Continued ...

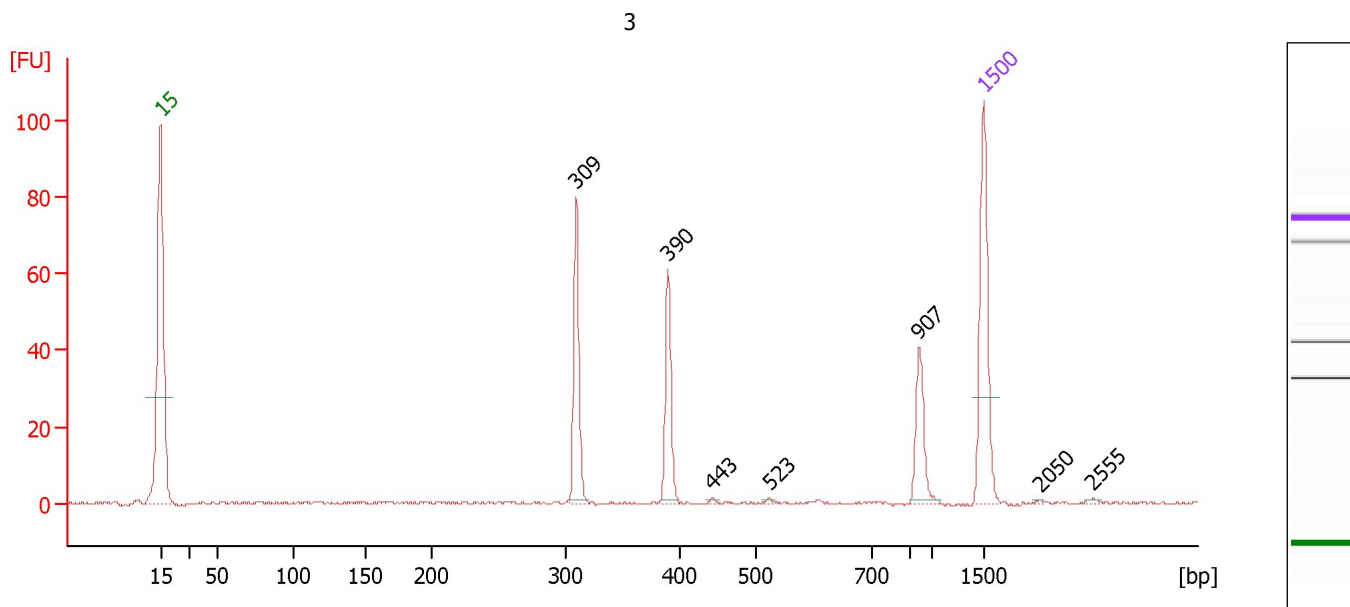

### Overall Results for sample 3 : 3

Number of peaks found: 5

### Peak table for sample 3 : 3

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 309       | 1.56          | 7.7               |              |
| 3    | 390       | 1.16          | 4.5               |              |
| 4    | 443       | 0.03          | 0.1               |              |
| 5    | 523       | 0.03          | 0.1               |              |
| 6    | 907       | 0.95          | 1.6               | Upper Marker |
| 7    | 1,500     | 2.10          | 2.1               |              |
| 8    | 2,050     | 0.00          | 0.0               |              |
| 9    | 2,555     | 0.00          | 0.0               |              |

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
Modified: 11/29/2022 1:34:25 PM

**Electropherogram Summary Continued ...**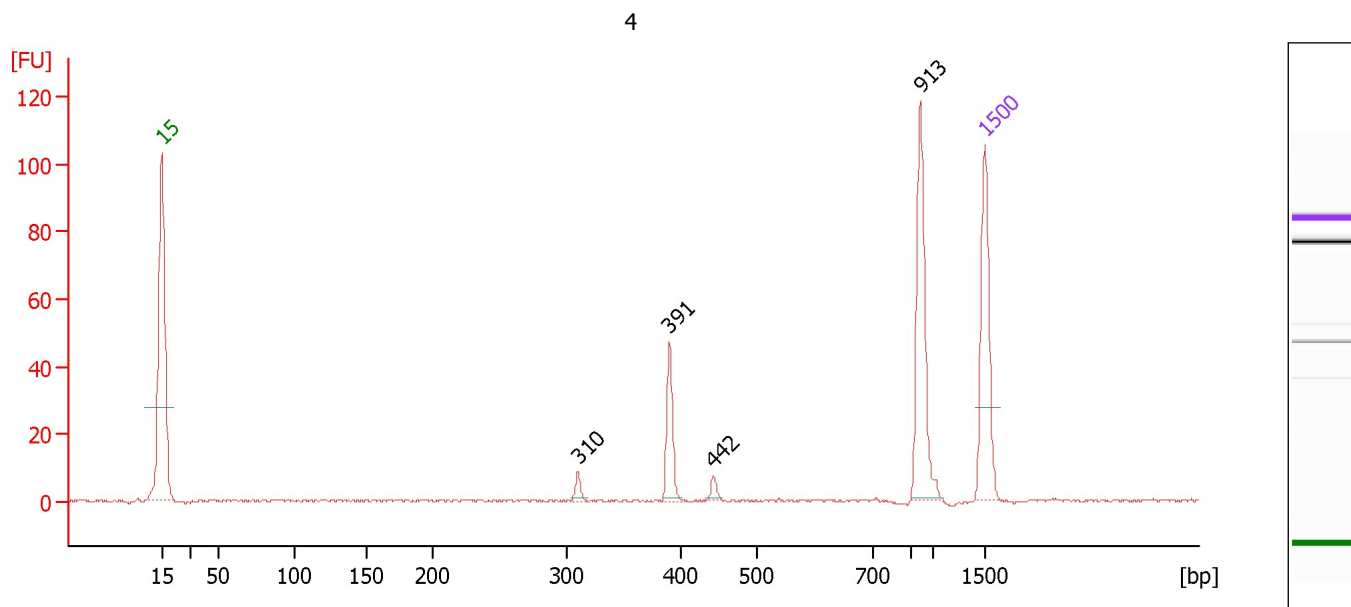**Overall Results for sample 4 : 4**

Number of peaks found: 4

**Peak table for sample 4 : 4**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 310       | 0.16          | 0.8               |              |
| 3    | 391       | 0.90          | 3.5               |              |
| 4    | 442       | 0.13          | 0.4               |              |
| 5    | 913       | 2.71          | 4.5               |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
 Modified: 11/29/2022 1:34:25 PM

### Electropherogram Summary Continued ...

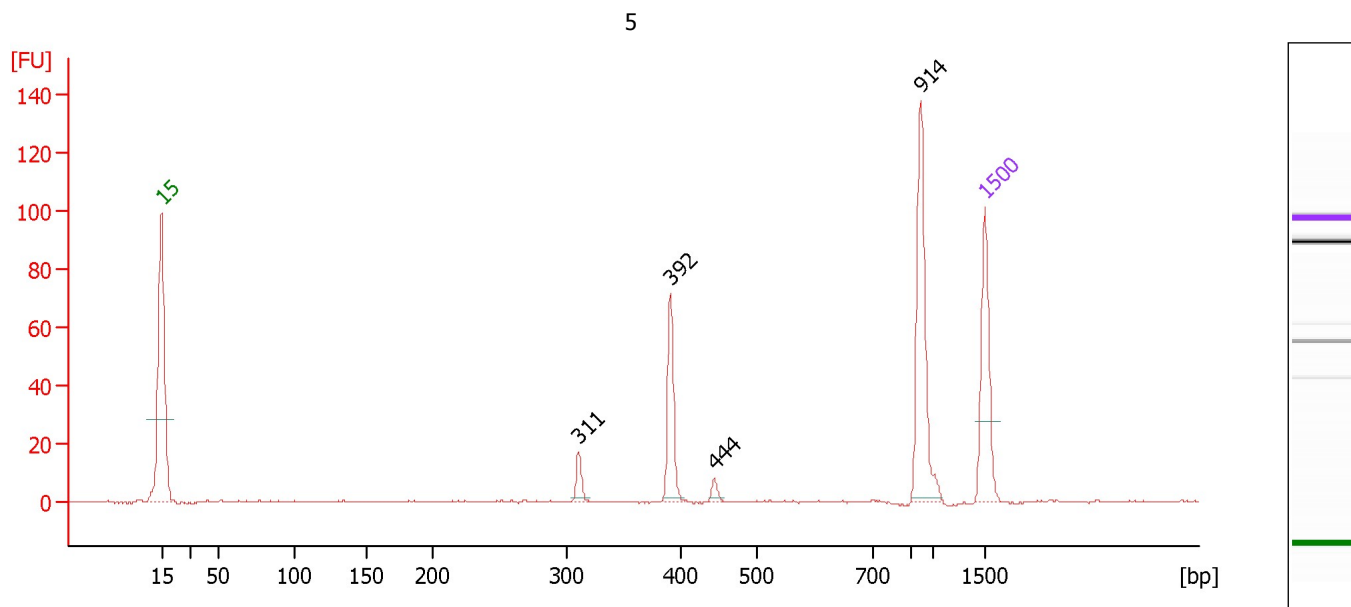

### Overall Results for sample 5 : 5

Number of peaks found: 4

### Peak table for sample 5 : 5

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.36          | 1.8               |              |
| 3    | 392       | 1.48          | 5.7               |              |
| 4    | 444       | 0.16          | 0.5               |              |
| 5    | 914       | 3.46          | 5.7               |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
 Modified: 11/29/2022 1:34:25 PM

### Electropherogram Summary Continued ...

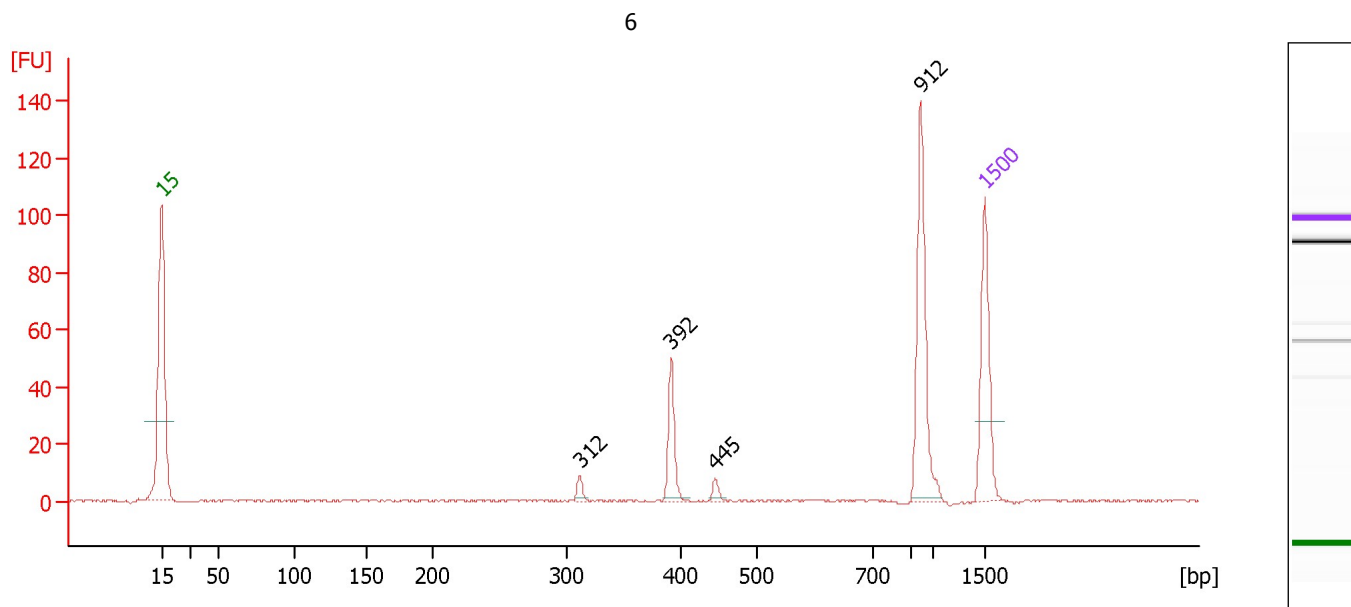

### Overall Results for sample 6 : 6

Number of peaks found: 4

### Peak table for sample 6 : 6

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 312       | 0.18          | 0.9               |              |
| 3    | 392       | 0.99          | 3.8               |              |
| 4    | 445       | 0.15          | 0.5               |              |
| 5    | 912       | 3.21          | 5.3               |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
 Modified: 11/29/2022 1:34:25 PM

### Electropherogram Summary Continued ...

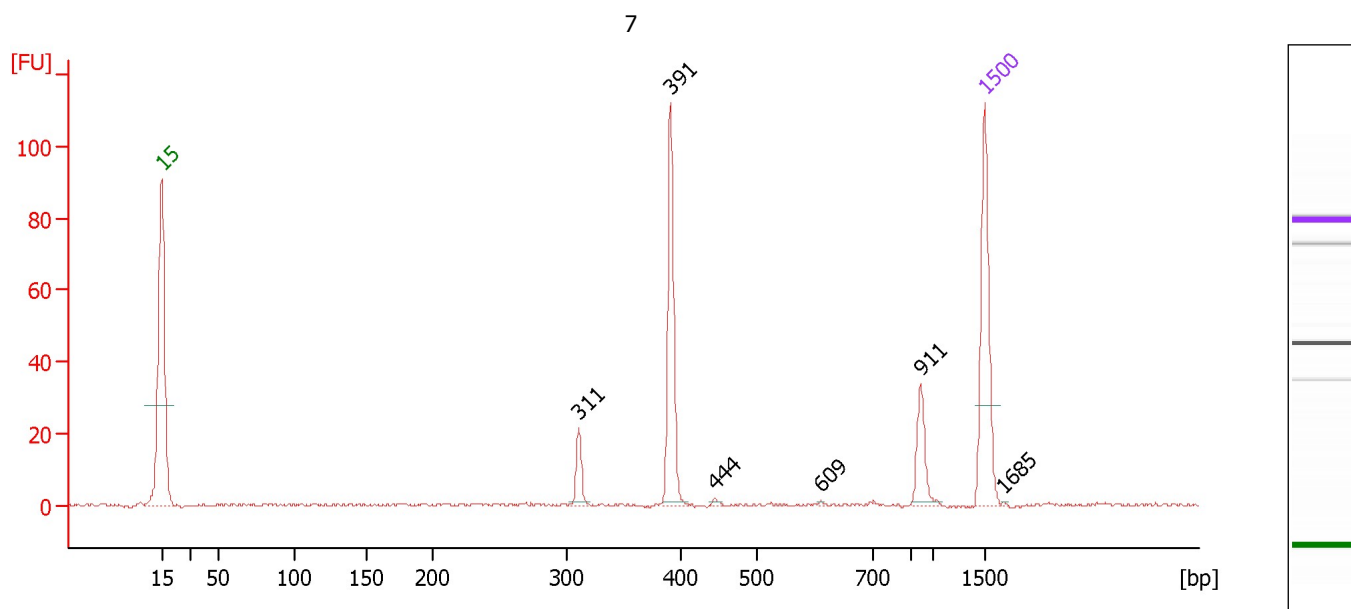

### Overall Results for sample 7 : 7

Number of peaks found: 5

### Peak table for sample 7 : 7

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.40          | 2.0               |              |
| 3    | 391       | 2.09          | 8.1               |              |
| 4    | 444       | 0.03          | 0.1               |              |
| 5    | 609       | 0.01          | 0.0               |              |
| 6    | 911       | 0.71          | 1.2               |              |
| 7    | 1,500     | 2.10          | 2.1               | Upper Marker |
| 8    | 1,685     | 0.00          | 0.0               |              |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
 Modified: 11/29/2022 1:34:25 PM

### Electropherogram Summary Continued ...

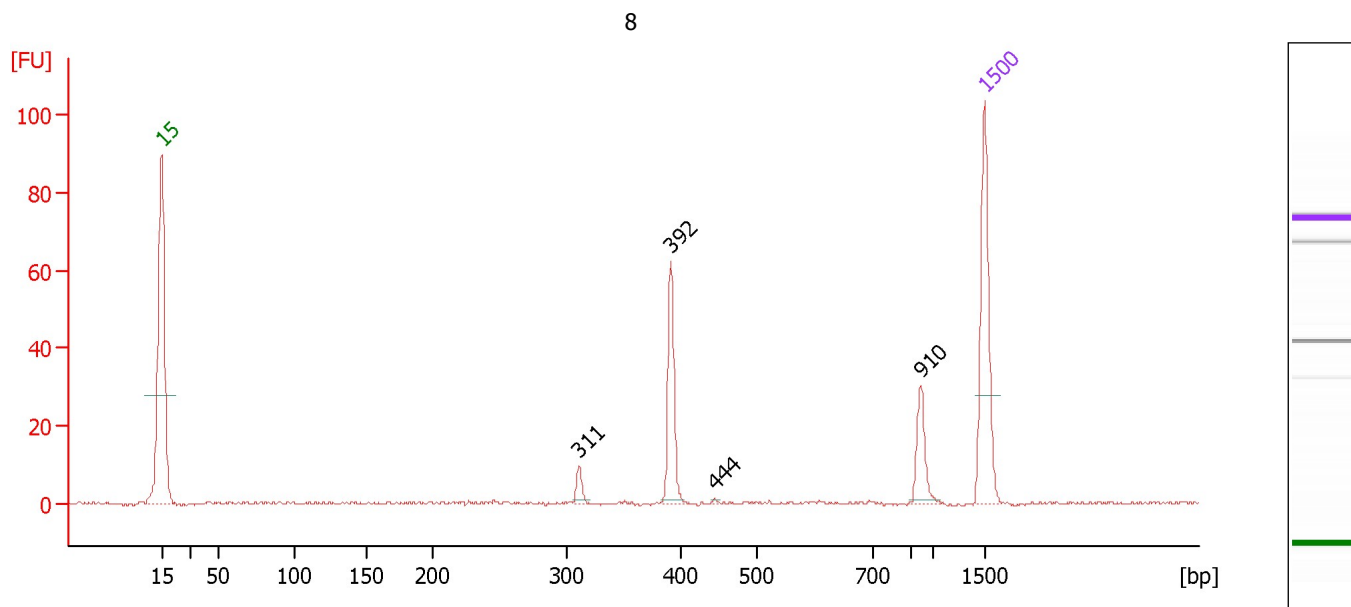

### Overall Results for sample 8 : 8

Number of peaks found: 4

### Peak table for sample 8 : 8

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.20          | 1.0               |              |
| 3    | 392       | 1.26          | 4.9               |              |
| 4    | 444       | 0.01          | 0.0               |              |
| 5    | 910       | 0.70          | 1.2               |              |
| 6    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
 Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
 Modified: 11/29/2022 1:34:25 PM

### Electropherogram Summary Continued ...

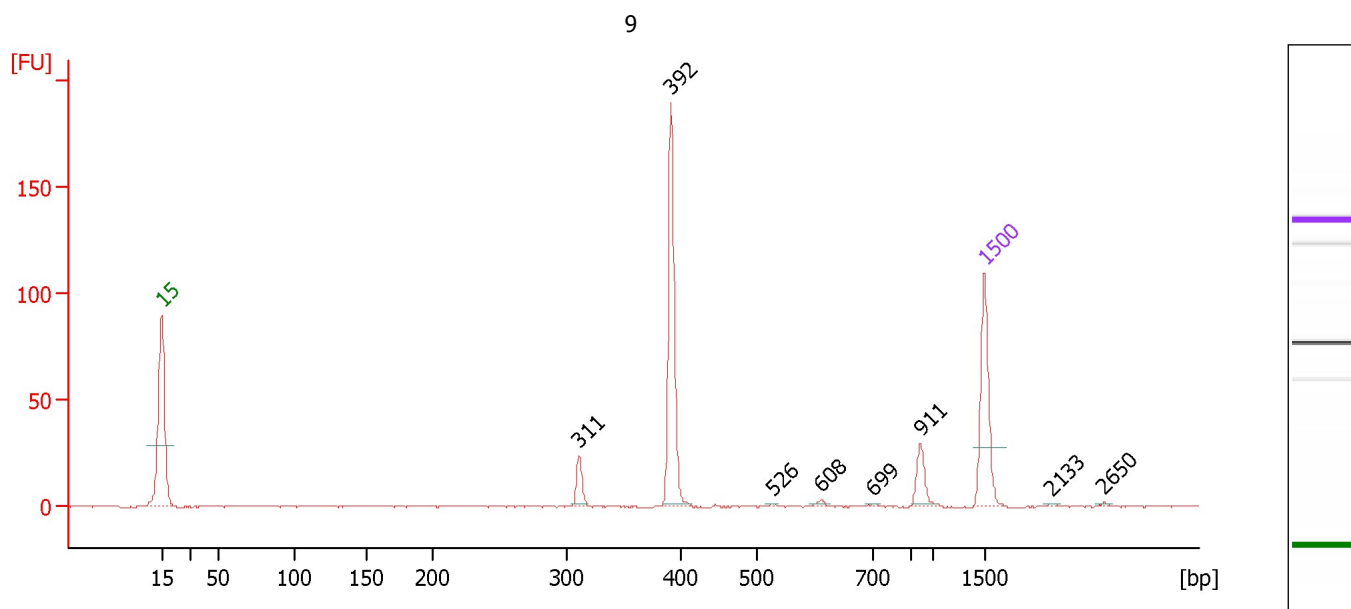

### Overall Results for sample 9 : 9

Number of peaks found: 6

### Peak table for sample 9 : 9

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 0.47          | 2.3               |              |
| 3    | 392       | 3.62          | 14.0              | Upper Marker |
| 4    | 526       | 0.02          | 0.1               |              |
| 5    | 608       | 0.07          | 0.2               |              |
| 6    | 699       | 0.03          | 0.1               |              |
| 7    | 911       | 0.64          | 1.1               |              |
| 8    | 1,500     | 2.10          | 2.1               |              |
| 9    | 2,133     | 0.00          | 0.0               |              |
| 10   | 2,650     | 0.00          | 0.0               |              |

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
Modified: 11/29/2022 1:34:25 PM

**Electropherogram Summary Continued ...**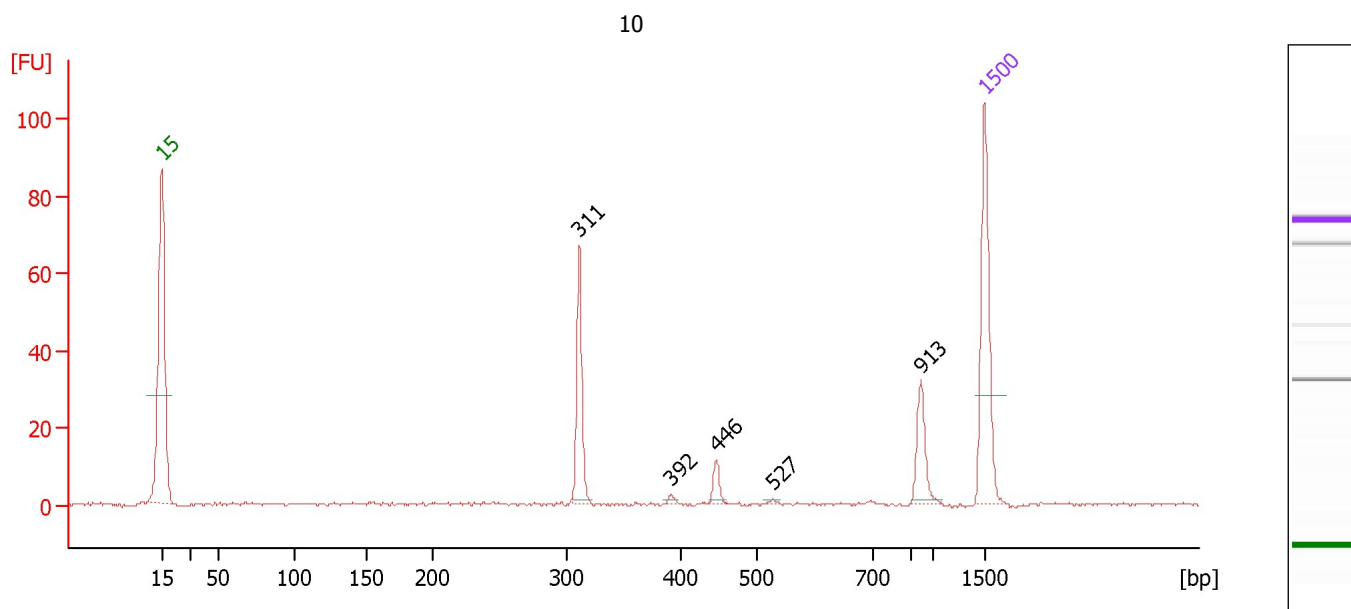**Overall Results for sample 10 : 10**

Number of peaks found: 5

**Peak table for sample 10 : 10**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 311       | 1.38          | 6.7               |              |
| 3    | 392       | 0.05          | 0.2               |              |
| 4    | 446       | 0.22          | 0.7               |              |
| 5    | 527       | 0.02          | 0.1               |              |
| 6    | 913       | 0.76          | 1.3               |              |
| 7    | 1,500     | 2.10          | 2.1               | Upper Marker |

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
Modified: 11/29/2022 1:34:25 PM

**Electropherogram Summary Continued ...**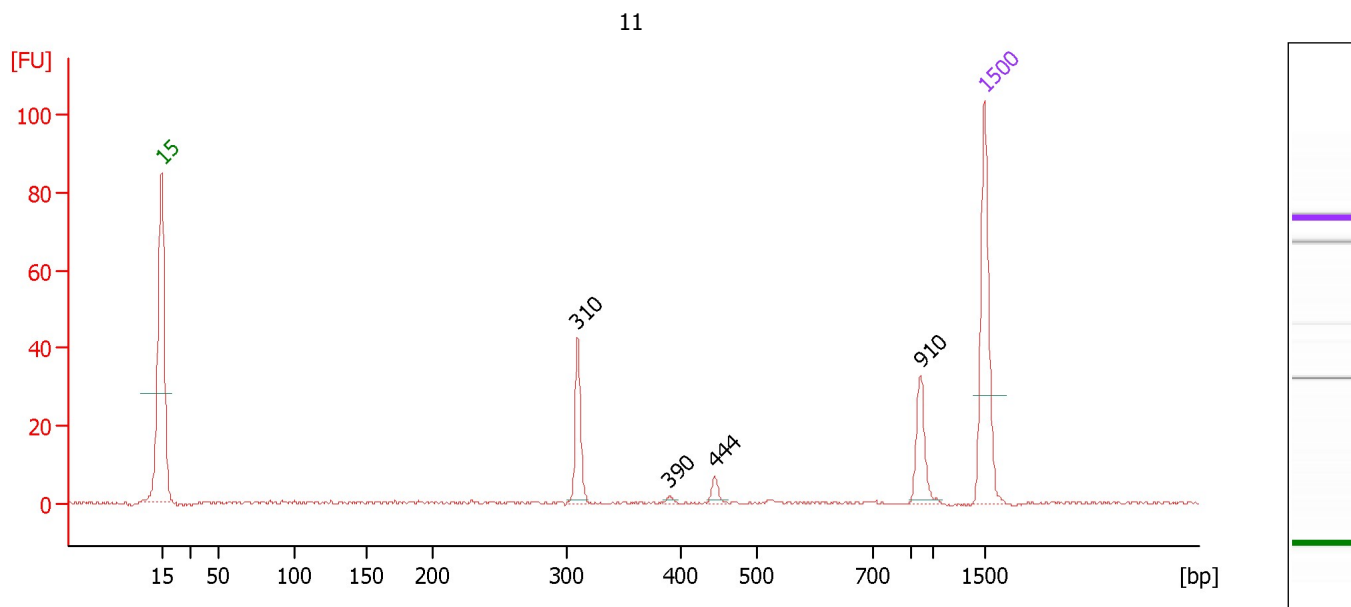**Overall Results for sample 11 : 11**

Number of peaks found: 4

**Peak table for sample 11 : 11**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 310       | 0.89          | 4.3               |              |
| 3    | 390       | 0.04          | 0.1               |              |
| 4    | 444       | 0.14          | 0.5               |              |
| 5    | 910       | 0.80          | 1.3               | Upper Marker |
| 6    | 1,500     | 2.10          | 2.1               |              |

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
Modified: 11/29/2022 1:34:25 PM

**Electropherogram Summary Continued ...**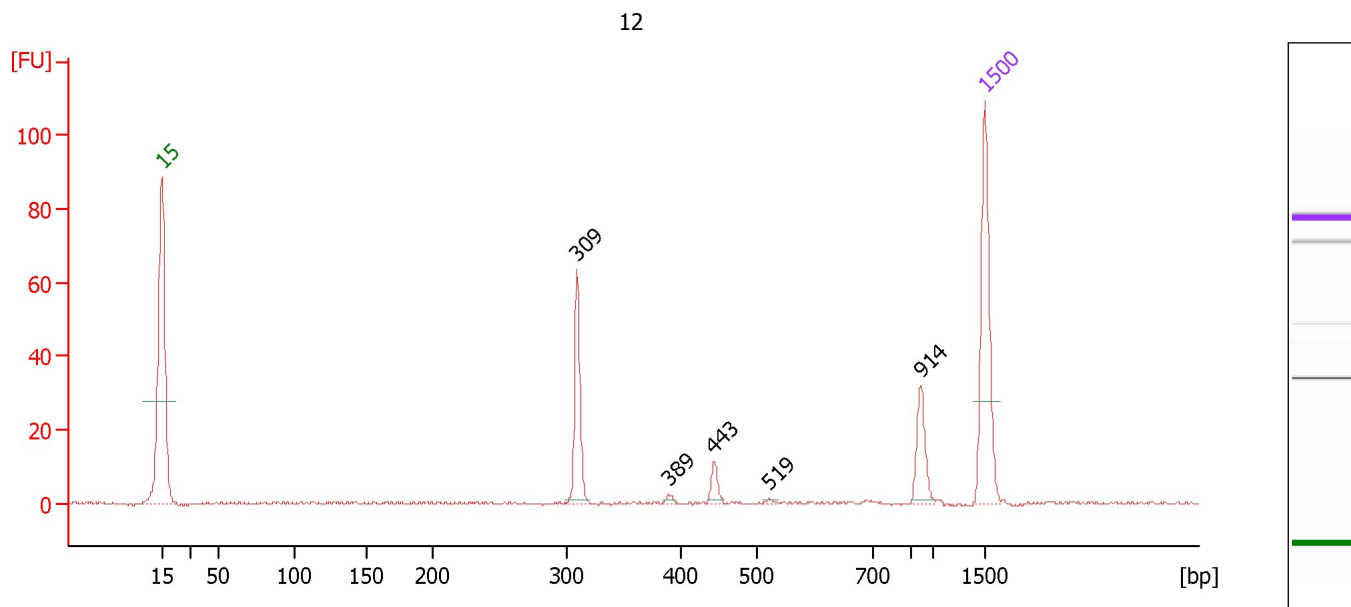**Overall Results for sample 12 : 12**

Number of peaks found: 5

**Peak table for sample 12 : 12**

| Peak | Size [bp] | Conc. [ng/μl] | Molarity [nmol/l] | Observations |
|------|-----------|---------------|-------------------|--------------|
| 1    | 15        | 4.20          | 424.2             | Lower Marker |
| 2    | 309       | 1.23          | 6.0               |              |
| 3    | 389       | 0.05          | 0.2               |              |
| 4    | 443       | 0.22          | 0.7               |              |
| 5    | 519       | 0.03          | 0.1               |              |
| 6    | 914       | 0.71          | 1.2               | Upper Marker |
| 7    | 1,500     | 2.10          | 2.1               |              |

Assay Class: DNA 1000  
Data Path: C:\...-29\2100 expert\_DNA 1000\_DE13804763\_2022-11-29\_12-51-34.xad

Created: 11/29/2022 12:51:33 PM  
Modified: 11/29/2022 1:34:25 PM

**Gel Image**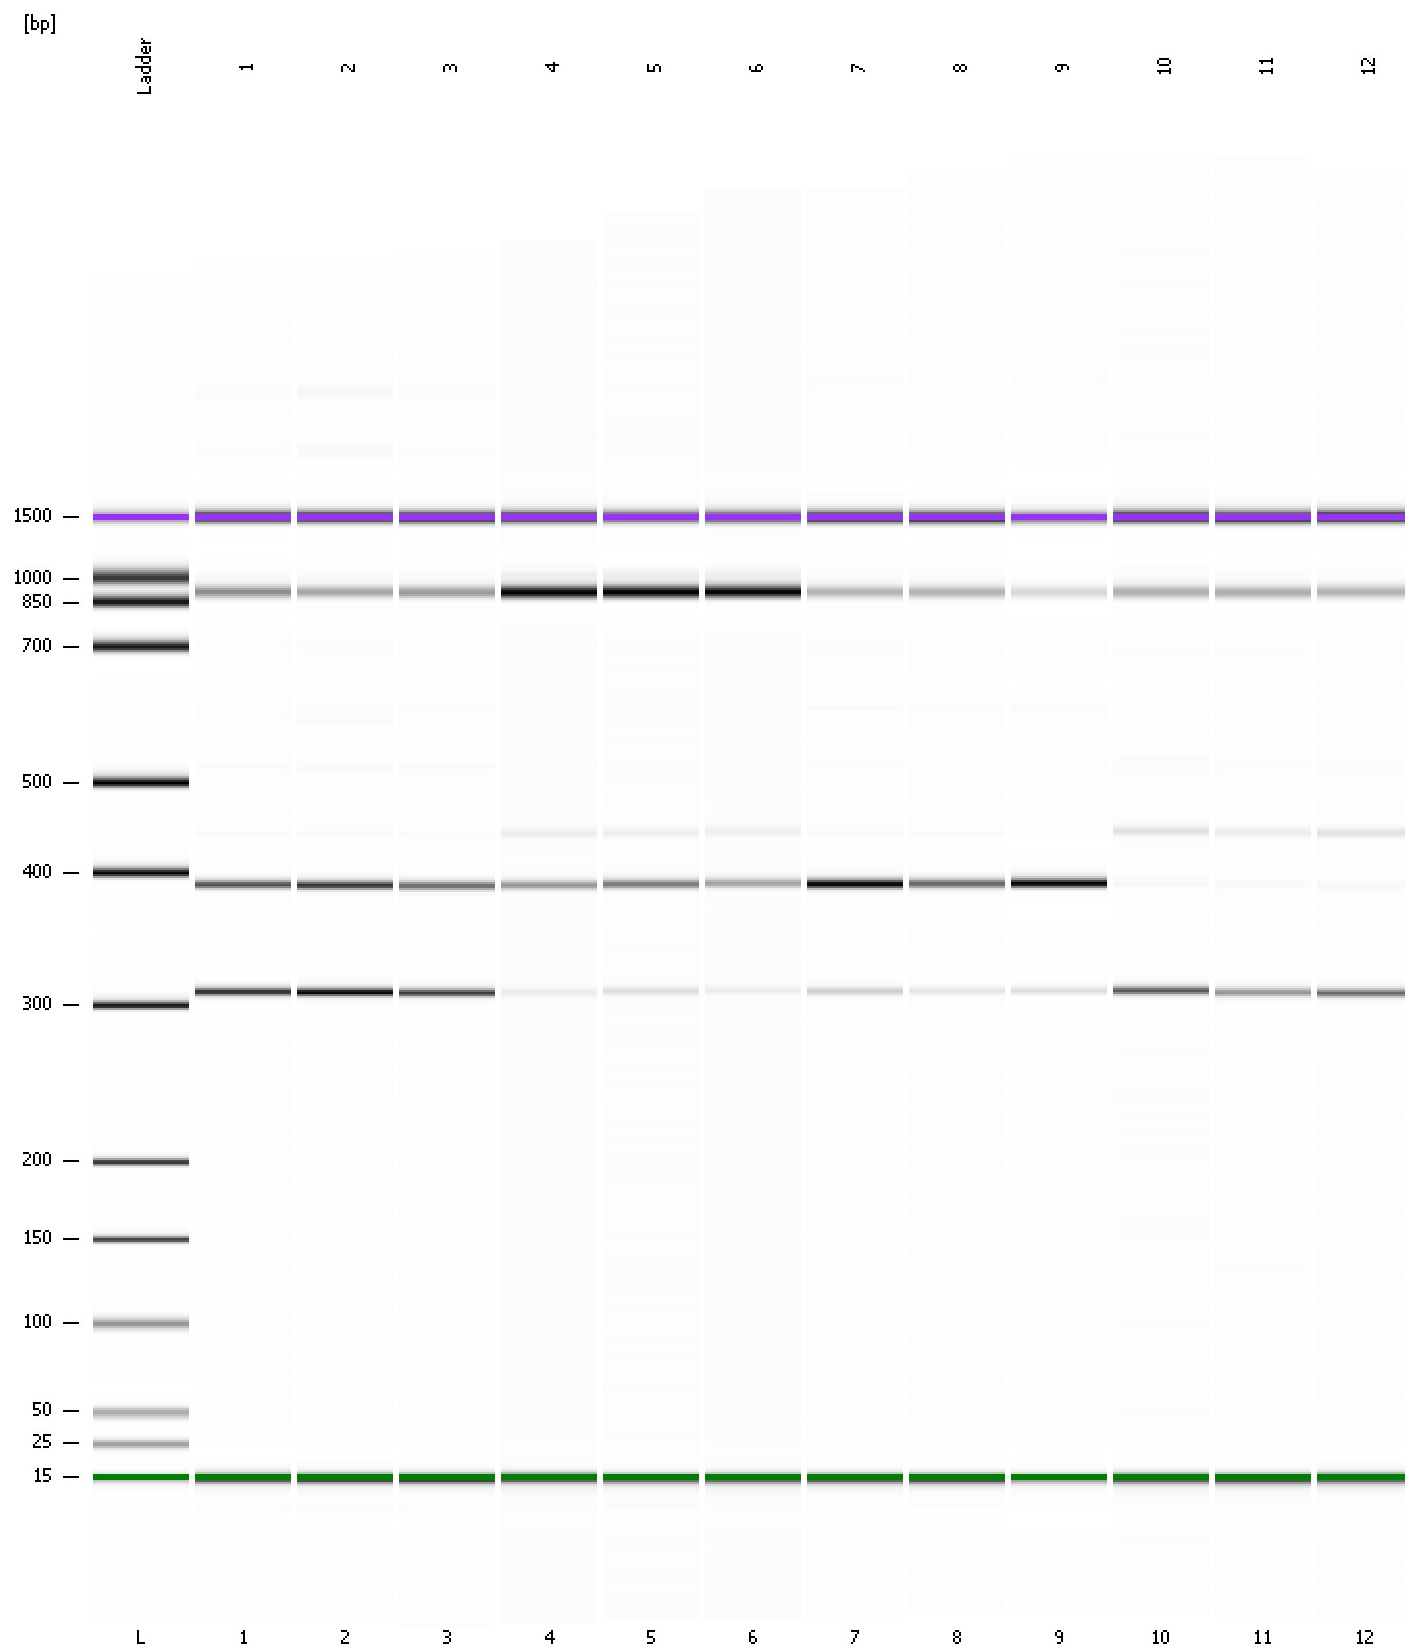

**Supplement:** Figure 3—source data 2.

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167
**Supplement:** Figure 3—figure supplement 1—source data 1.

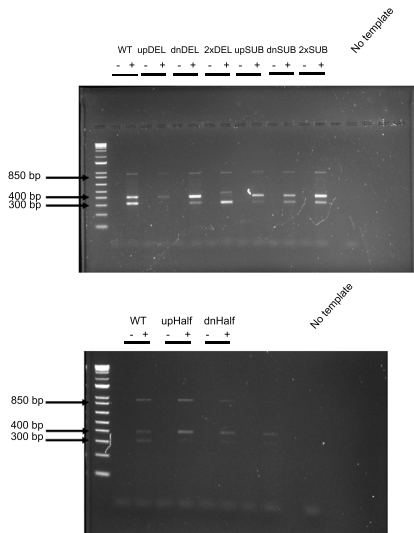

**Supplemental Figure S3—source data 1.** Original agarose gel images for Supplemental Figure S3. Original uncropped agarose gel images showing RT-PCR amplification of RAI14 reporter constructs in the absence (-) or presence (+) of reverse transcriptase. The top panel displays the original gel for WT, upDEL, dnDEL, 2xDEL, upSUB, dnSUB, and 2xSUB constructs as depicted in the main manuscript. The bottom panel displays the original gel for WT, upHalf, and dnHalf constructs. Following the dnHalf samples on the bottom gel, lanes correspond to a mutant construct with a deletion of the second ACU motif; these lanes were not depicted in the final version of Supplemental Figure S3. The first lane of each gel corresponds to the molecular weight ladder with sizes indicated in base pairs (bp).

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167
**Supplement:** Figure 4—source data 1.

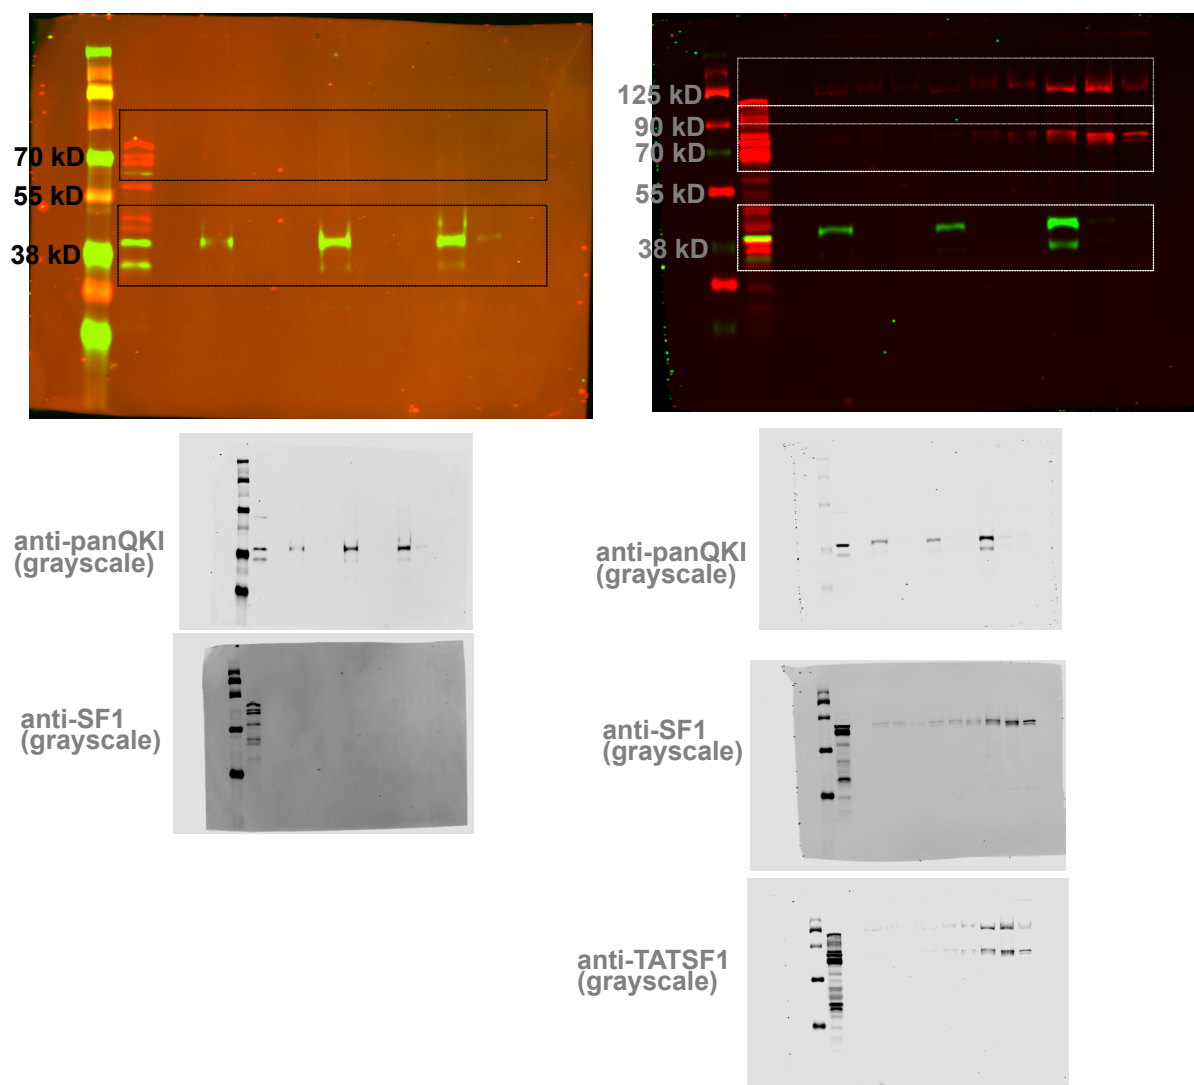

**Figure 4, Source Data 1.** Original membranes corresponding to western blot depicted in Figure 4 panel D (left): top panel shows color image (QKI in green and SF1 in red), and each individual channel as grayscale (underneath), which were used in Fig4 panel D. Original membrane from Figure 4 panel G: top shows QKI in green, SF1 in red (middle boxed area), and TATSF1 in red (top box). QKI and SF1 were originally probed and imaged with antibodies to each, then TATSF1 was re-probed and imaged the following day. Each individual grayscale image (used in Figure 4 panel G) is shown below.

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167
**Supplement:** Figure 5—source data 1.

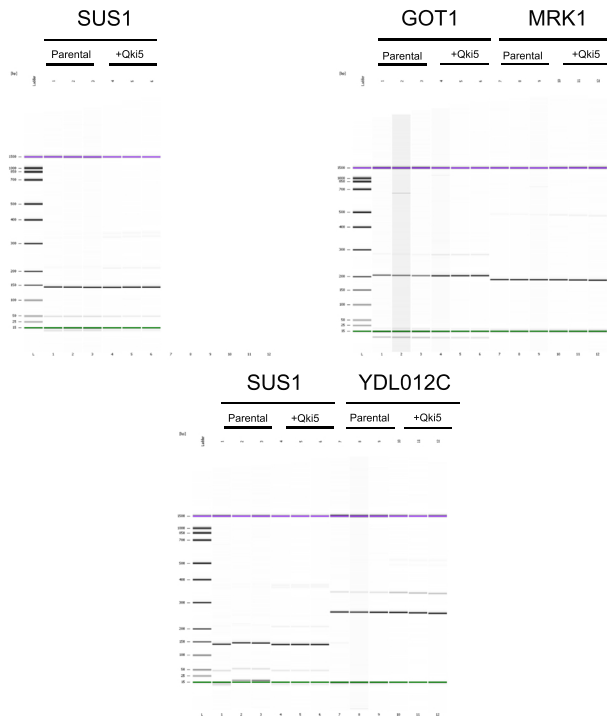

**Figure 5—source data 1.** Original capillary electrophoresis (BioAnalyzer) images for Figure 5D. Original uncropped BioAnalyzer gel-like images showing the splicing patterns of SUS1, GOT1, MRK1, and YDL012C genes in parental cells and cells expressing +Qki5. The top panel displays the original images for SUS1, GOT1, and MRK1 as depicted in the main manuscript. The bottom panel displays the original image for YDL012C used in the manuscript, alongside an additional BioAnalyzer image for SUS1 that was excluded from the final version of Figure 5D due to insufficient gel quality. Lane L corresponds to the molecular weight ladder with sizes indicated in base pairs (bp).

# Supplementary material for: Competition for the conserved branch point sequence influences physiological outcomes in pre-mRNA splicing
**Source:** eLife. 2026 Mar 20;13:RP103167. doi: 10.7554/eLife.103167

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2024-03-26\_07-52-06.xad

Created: 3/26/2024 7:52:05 AM  
Modified: 3/26/2024 8:39:19 AM

### Electrophoresis File Run Summary

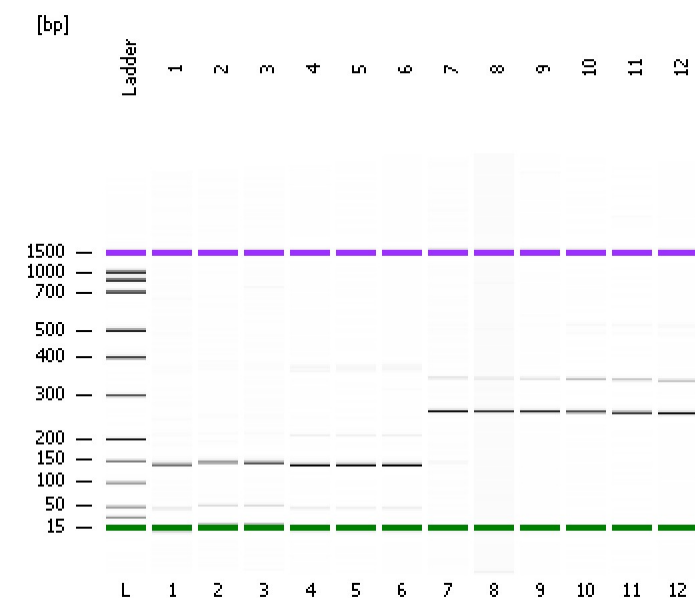

#### Instrument Information:

Instrument Name: DE13804763  
Serial#: DE13804763

Firmware: C.01.069  
Type: G2939A

#### Assay Information:

Assay Origin Path: C:\Program Files\Agilent\2100 bioanalyzer\2100 expert\assays\dsDNA\DNA 1000 Series II.xsy

Assay Class: DNA 1000

Version: 2.3

Assay Comments: DNA Analysis 25 -1000 bp

© Copyright 2003-2009 Agilent Technologies, Inc.

#### Chip Information:

Chip Lot #:

Reagent Kit Lot #:

Chip Comments:

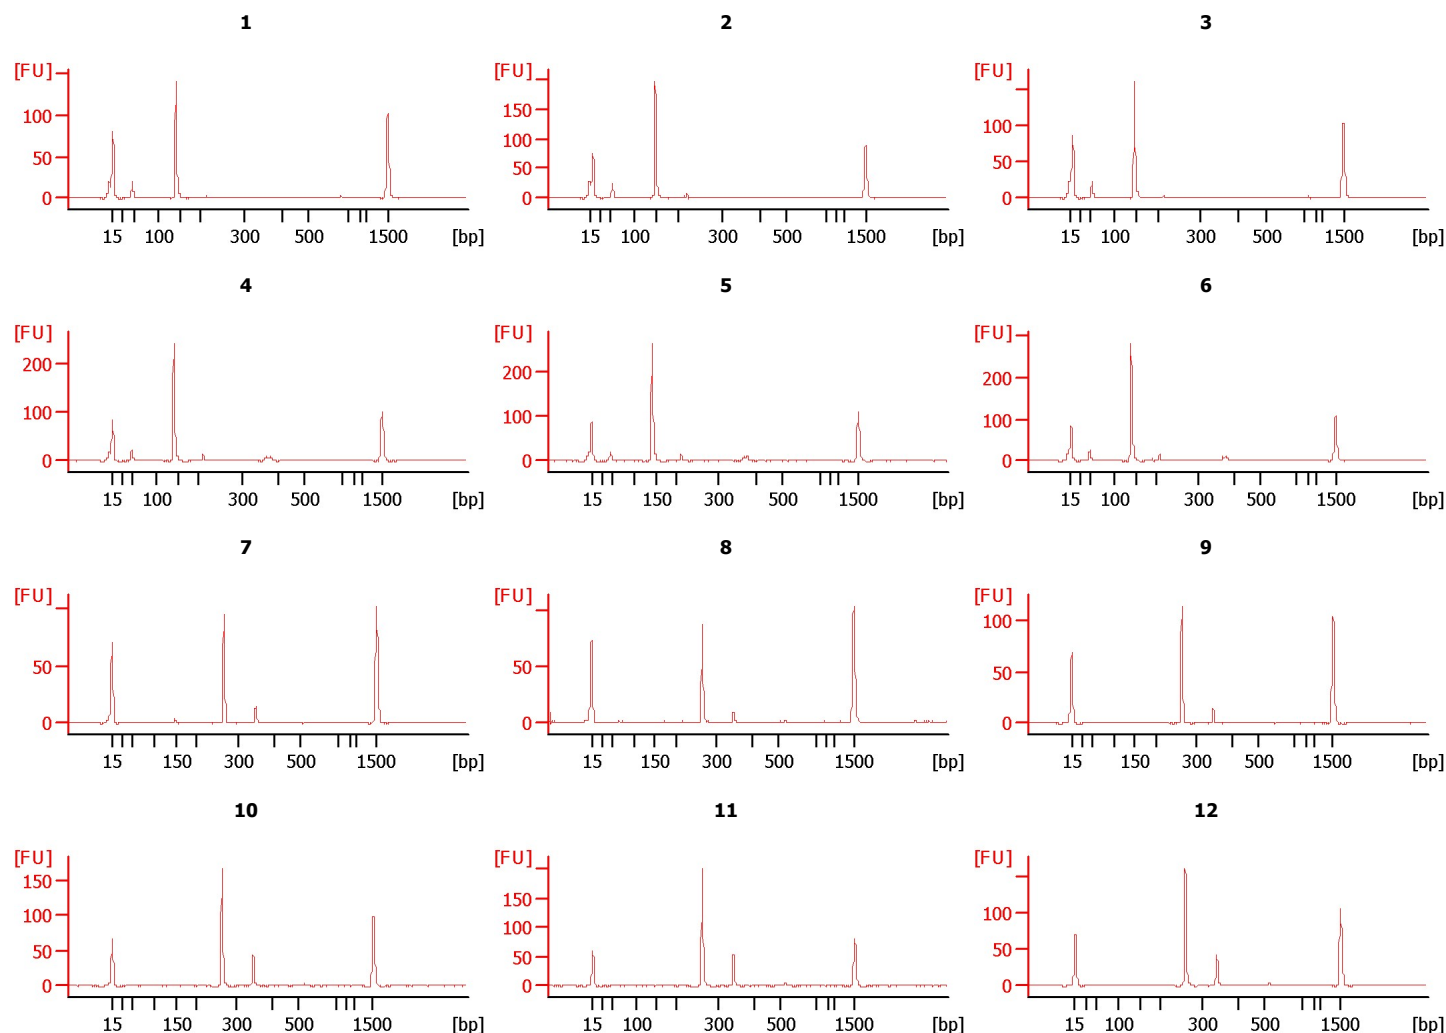

Assay Class: DNA 1000  
Data Path: C:\...-26\2100 expert\_DNA 1000\_DE13804763\_2024-03-26\_07-52-06.xad

Created: 3/26/2024 7:52:05 AM  
Modified: 3/26/2024 8:39:19 AM

Electrophoresis File Run Summary (Chip Summary)

Chip Lot #

Reagent Kit Lot #

Chip Comments :

How the deposited data were processed for this re-analysis (not part of the article)

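RNA from BY4741 yeast with or without WT QKI5 was sequenced after 4 h in 2% galactose, with 3 libraries of each strain. The authors trimmed the reads, mapped them with kallisto to a custom sacCer3 transcript annotation and deposited estimated counts per transcript, in which reads shared between transcripts are divided by kallisto. The authors also deposited TPM values, which divide the estimated counts by effective transcript length and scale each library to the same total. Both tables hold 7041 transcripts, and 0 of their per-sample columns were left unused. The raw reads were not analysed here, nor were the paper's supplementary tables of changed transcripts and introns.

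Transcripts were sorted into 6409 intronless, 330 spliced and 302 unspliced transcripts by whether the table lists more than 1 form of a gene, with the form of longest effective length taken as unspliced. In 8 genes the form listed first was not the shorter, and in 7 genes the order of the table decided. Where the reference gave an intron to compare and the forms were longer than 300 nt, the length difference between forms was within 10 nt of the reference intron in 144 of 146 genes. NCE101 was left out of percent unspliced.

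Changes in abundance were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization) in R 4.3.3 on counts rounded to whole numbers, for transcripts with a mean TPM above 0.2, and called at a Benjamini-Hochberg adjusted p under 0.1. Percent unspliced was tested with limma 3.58.1 for genes with a base mean above 100, the mean of the summed forms divided by the size factors of DESeq2 1.42.0. The paper's cutoff for percent unspliced was taken as unadjusted, and counts after Benjamini-Hochberg adjustment are given beside it. Values per library were compared by exact two-sided permutation tests, whose smallest p with 3 libraries against 3 is 0.1. Distributions over transcripts were compared by the rank sum with 100000 resamples, and intron sets by Fisher's exact test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these and matplotlib 3.10.9 for the plots.

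The comparison of transcript types was designed for the transcripts called changed. Because no spliced transcript was called, it is reported over all tested transcripts, which had been listed as an alternative. That choice was made after the counts of called transcripts were seen.

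Total estimated counts ranged from 16687094 to 24294128 per library. Expected counting error is small for most spliced transcripts, with a median mean count of 2081, and larger for unspliced transcripts, with a median mean count of 93.9. The tests were run on simulated data first. In counts drawn with the spread of all 6 libraries, edgeR recovered 194 of 200 transcripts changed 8-fold among 6688, with 9.77% of its calls false. In simulated percent unspliced of 282 introns, limma recovered 59 of 60 introns raised by 15 percentage points at an unadjusted p under 0.1 and 54 after adjustment, and called 8.11% of the unchanged introns at the unadjusted threshold. The first simulation gave both groups the same spread, whereas the biological coefficient of variation was 0.229 in the parental and 0.621 in the QKI5 libraries. The second set the same spread for every intron. Its rise of 15 points exceeds the real median of 2.69 points among increased introns. These recovery and false-call rates therefore do not carry over to the real data.

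The genes named in the text follow a rule set before the data were examined. They are the yeast genes and introns the paper names, the 5 introns with the largest increase and the 5 with the largest decrease among those past the threshold whose groups do not overlap, the 3 transcripts of each type with the largest change in each direction among called transcripts with a mean count of at least 10 and groups that do not overlap, strain markers and galactose-induced genes, and the branch point binding genes MSL5 and MUD2. The introns with 2 ACTAA and the paralogs were named after their values were seen.

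Samples were grouped by the strain in the labels. Both strains carry replicate numbers 1 to 3 in the labels, and a fit with the replicate number as a replicate block was run beside the main fits of abundance and percent unspliced, which gave 273 changed transcripts and 63 changed introns. It was not combined with the other alternatives. Other alternatives changed the normalization, the test, the filter, the cutoff, the values used, the sequence window and the comparison set, and left out each library in turn. An alternative that names the forms by their order in the table, all alternatives for the half-site comparison, and the replicate block and the chi-square test for the comparison of introns with 2 ACTAA, were added after the data were seen. Coordinates are those of sacCer3, counted from 1.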

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

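The counts of URA3, TIM9 and PCL1 in every QKI5 library lay above those in every parental library. The paper names URA3 as the locus of insertion and describes selection on URA- plates. The tests of these genes were chosen after the counts were seen, and that of TIM9's neighbors after the counts and position of TIM9 were seen, though before the changes of the neighbors were.

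URA3 had a mean estimated count of 1589.7 in the QKI5 libraries and 0.667 in the parental libraries. As a share of all counts it was at least 449.7-fold higher in QKI5, taking the floor of 3 counts for the parental libraries (adjusted p = 0.000909 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which the library totals are too similar to give. The groups were far apart, with the lowest QKI5 count at 1054, which goes against an exchange of samples between the strains. The highest parental count was 2, which goes against a control strain that carries EGFP built in the same way as the QKI5 strain, with URA3 expressed. A candidate explanation is that the QKI5 strain carries URA3 with its transgene and the control strain does not, as the paper's naming of the control as parental BY4741 would have it. In that case the strains differ in more than QKI5, and an effect of URA3 itself was not tested.

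TIM9 had a mean estimated count of 52615.7 in the QKI5 libraries and 839.7 in the parental libraries, a log2 fold change of 6.11 (standard error 0.71, adjusted p = 0.0109 from edgeR). TIM9 begins 241 nt downstream of URA3. The other 11 genes within 10000 nt of URA3 had a median log2 fold change of 0.0480, between -0.60 and 2.05. Reads from the construct inserted at the URA3 locus could therefore have been counted as TIM9, which remains a candidate source of this signal. Without QKI5 replicate 1 the log2 fold change was 5.33, so that library alone does not account for it. A real rise of TIM9 mRNA cannot be told apart from reads of the construct in these tables.

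PCL1 had a mean estimated count of 7753 in the QKI5 libraries and 253.7 in the parental libraries, a log2 fold change of 4.87 (standard error 0.56, adjusted p = 0.0109 from edgeR). Without QKI5 replicate 1 it was 4.84. The summed counts were 30.6-fold higher in QKI5, far more than the library totals differ. Length bias and the spread between strains were not tested for this gene alone, and no biological explanation was tested.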

How the results depend on the processing

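The number of changed transcripts, 101, depended strongly on the processing. It was 835 with DESeq2 and its size factors, 466 with DESeq2 on TPM values, 8 with scaling by total counts, 273 with the replicate block, 1914 at an unadjusted p under 0.1 and 26 at an adjusted p under 0.05. It ranged from 1 to 1131 across the 6 fits that each left out a library. Of the 101 transcripts, all 101 were also called with DESeq2, with no filter on TPM, with filterByExpr and without QKI5 replicate 1, 96 with the replicate block and without QKI5 replicate 2, and 93 with DESeq2 on TPM values. Only 8 were called with scaling by total counts, 2, 9 and 1 without parental replicate 1, 2 and 3, and 6 without QKI5 replicate 3. The share of called transcripts that were higher was 60.4%, and 46.2% with the replicate block. The median log2 fold change of all tested transcripts was 0.11 with TMM, 0.14 with DESeq2's size factors, 0.02 with scaling by total counts and -0.02 with the replicate block. The cause of these differences was not tested.

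Over all tested transcripts, the difference of unspliced minus spliced medians, 0.43, and that of spliced minus intronless medians, 0.71, kept their sign and their side of the threshold under each alternative run over all tested transcripts. Leave-one-out values, those restricted to called transcripts included, ranged from 0.21 to 0.91 for the former and from 0.28 to 0.96 for the latter. Restricted to called transcripts, the former was 0.36 with DESeq2 (47 spliced transcripts), 0.83 with DESeq2 on TPM values (29) and 0.91 without QKI5 replicate 1 (33), all past the threshold. It was -2.34 without a TPM filter (2 spliced transcripts), -3.16 with the replicate block (8 spliced transcripts) and 0.66 with filterByExpr (1 spliced transcript). The latter was 0.37 with DESeq2 and 0.40 with DESeq2 on TPM values, both past the threshold. It was 6.65 without a TPM filter and 3.50 with filterByExpr, no longer past the threshold in either, and 0.31 without QKI5 replicate 1 and 0.41 without QKI5 replicate 2, also not past it. Values from 8 spliced transcripts or fewer say little. Neither could be computed with scaling by total counts, at an adjusted p under 0.05, or without parental replicate 1, 2 or 3 or QKI5 replicate 3, among called transcripts.

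The number of introns with changed percent unspliced, 80, moved to 42 with an unspliced base mean above 100 and ranged from 52 to 122 across the leave-one-out fits. After adjustment, 1 intron was called, and 5 with edgeR's interaction test, 6 with TPM values, 5 without a filter, 12 with a base mean above 1000 and 4 with an unspliced base mean above 100. It was 0 with the equal-variance test, where 47 introns had an unadjusted p under 0.05, and 0 with the replicate block, where 36 did. Leave-one-out fits gave from 0 to 62, and the fits with 0 had from 30 to 37 introns at an unadjusted p under 0.05. Increases outnumbered decreases at the unadjusted threshold under each of these alternatives. The number of RT-PCR and RT-qPCR introns called, 16, stayed between 13 and 17.

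The difference in the share of introns with 2 ACTAA, 9.14 percentage points and not past the threshold, was 12.9 with the 120 nt window and 19.4 with an unspliced base mean above 100, both past the threshold (Fisher's exact test, p = 0.0202 and p = 0.0266). With the replicate block, added after the data were seen, it was 13.0 and past the threshold (Fisher's exact test, p = 0.0377). Leave-one-out values ranged from 6.60 to 13.0. With the 1 intron past the adjusted threshold as the increased set it was -5.38. Summed percent unspliced rose by 0.733 percentage points, and its leave-one-out values ranged from 0.431 to 1.15. The rise of the unspliced share of counts, 0.201 percentage points, was 0.116 with TPM values.

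Among single introns and transcripts, the sign reversed for RPS25A (-0.158) and PES4 (29.1) with forms named by their order in the table, an alternative chosen after seeing the data, for TUB1 without parental replicate 3 (-0.0424) and without QKI5 replicate 1 (-0.0197), with leave-one-out values up to 0.122, and for TUB3 without QKI5 replicate 3 (0.0500), with values down to -0.498. On the log2 scale it reversed for GAL2 without QKI5 replicate 1 (-0.48, others up to 1.45), for GAL7 without parental replicate 1 (-0.08) and without QKI5 replicate 2 (-0.33, others up to 0.45), and for MSL5 with the replicate block (-0.15) and without QKI5 replicate 3 (-0.39, others up to 0.62). In the other comparisons of single introns, 381 stayed on the same side of the threshold, 38 became weaker and 6 stronger, and in those of single transcripts, 157 stayed, 26 became weaker and 4 stronger. The cause was not tested.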

Differences from the paper's values

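The number of introns with changed percent unspliced was 80, against the paper's 50. The equal-variance test (74), a base mean above 1000 (57), an unspliced base mean above 100 (42), the replicate block (63), a change of at least 1 percentage point (68), and the fits without parental replicate 1 (54), 2 (57) or 3 (52) and without QKI5 replicate 2 (71) or 3 (73), all set before the data were examined, brought the count within 1.5 times the paper's. The limma test on the log2 ratio (89), edgeR's interaction test (87), TPM values (79), no filter (84) and the fit without QKI5 replicate 1 (122) did not.

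The number of introns with increased percent unspliced was 70, against the paper's 41. Of the alternatives set before the data were examined, a base mean above 1000 (51), an unspliced base mean above 100 (37), the replicate block (54), a change of at least 1 percentage point (60) and the fits without parental replicate 1 (48), 2 (51) or 3 (41) and without QKI5 replicate 2 (57) came within 1.5 times the paper's count. The fit without parental replicate 3 gave the paper's count. The equal-variance test (67), limma on the log2 ratio (81), edgeR's interaction test (78), TPM values (69), no filter (74) and the fits without QKI5 replicate 1 (111) or 3 (64) did not.

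As a share of introns past the base mean filter, the increased introns made up 24.8%, against the paper's 12%. In the paper 304 of 325 introns passed the filter, and here 282 of 300 did. The paper's 41 increased introns over its 304 would be somewhat more than 12%, so the comparison with its printed share is rough. Among the alternatives set before the data were examined, only the fits without parental replicate 1 (17.0%) and without parental replicate 3 (14.5%) came within 1.5 times the paper's share. The other alternatives gave from 18.1% to 39.4%.

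The comparison of introns with 2 ACTAA gave p = 0.0832 with Fisher's exact test, against the paper's p = 0.035. The alternatives set before the data were examined that came within 1.5 times the paper's value were TPM values (p = 0.0511) and an unspliced base mean above 100 (p = 0.0266). Fisher's exact test gave smaller values in the fit without QKI5 replicate 3 (p = 0.0173) and with the window of 120 nt (p = 0.0202), and values from p = 0.0584 to p = 1 with the others set before the data were examined. The replicate block, added after the data were seen, gave p = 0.0377 with Fisher's exact test, within 1.5 times the paper's value. A chi-square test without continuity correction, the test the paper names, was also added after the data were seen. It gave p = 0.0518 on the introns of the main comparison, p = 0.0414 with TPM values, p = 0.0507 with no filter, and p = 0.0436, p = 0.0358 and p = 0.0473 without parental replicate 1, 2 and 3, all within 1.5 times the paper's value. The chi-square test gave p = 0.0177 with an unspliced base mean above 100, p = 0.0170 with the replicate block, p = 0.0140 with the window of 120 nt and p = 0.0120 without QKI5 replicate 3. With the others the chi-square test gave values from p = 0.0664 to p = 0.812.

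The median log2 fold change of changed intronless transcripts was 1.59, against the paper's about -1.3 in Figure 5B, read by eye. Among the alternatives set before the data were examined, none came within the spread between replicates of the paper's value. The median was negative with no filter on TPM (-1.69), with filterByExpr (-1.55), with the replicate block (-2.08) and without parental replicate 2 (-3.76), and positive with the others. The median of changed unspliced transcripts was 2.64, against the paper's about 0.9 in Figure 5B, read by eye. The alternatives set before the data were examined gave values from 1.76 to 5.97, and none came within the spread between replicates of the paper's value.

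The paper states that intronless transcript abundance decreased. Over all tested intronless transcripts the median log2 fold change was 0.04, but -0.08 with the replicate block, -0.03 with scaling by total counts and below 0 without QKI5 replicate 1, 2 or 3, while the share of counts on intronless transcripts was lower in QKI5. Figure 5B shows changed spliced transcripts. None was called here at an adjusted p under 0.1, where 81 had an unadjusted p under 0.05. DESeq2 with its size factors called 47, with a median of 1.67, and DESeq2 on TPM values 29, with a median of 1.64. The paper describes each intron tested by RT-PCR or RT-qPCR as repressed by RNA-seq. YPR170W-B, with an increase of 0.509 percentage points, was not called in the main limma fit. It was called with the equal-variance test, the test the paper names, and with limma without QKI5 replicate 1. DB639731 did not pass the base mean filter and was called without it, with an increase of 51.9 percentage points. RPS25A, with 0.158 percentage points, was called under none of the alternatives run for it. The lowest change among introns past the unadjusted threshold was -34.6 percentage points, below the lowest point of Figure 5C, read by eye.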

Other observations

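In the paragraphs on QKI5 replicate 1 and on transcript types, the tests of length and expression level and of ribosomal protein genes were set before their results were seen, while those of library size, sample exchange, the share of the largest transcripts and the comparison within genes were chosen after. The splits of the libraries were also examined after. In the paragraphs on introns, the tests of ribosomal protein genes, of introns without ACTAA and the further tests of the half-site were chosen after the results were seen.

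QKI5 replicate 1 stood apart from the other libraries, with a TMM factor of 0.617 against values from 0.951 to 1.19 in the others. Its total count, 19398240, lies inside the range of the others, which goes against library size. Its URA3 count, 1054, goes against an exchange with a parental library. Its 10 largest transcripts hold 18.5% of its counts, which is not most of them but is the highest share of all libraries, against 7.55% to 12.7% in the others, so a shift in composition may be part of the difference. Effective length, in 20 bins, explained 26.3% of the variance of its log2 ratio to the other QKI5 libraries, expression level in the parental libraries explained 12.4%, and both together 33.8%, each under the 50% set in advance. A link with length does not tell a technical bias from a change of short transcripts as a class, and these were not separated. The difference was not explained by these tests, and no biological explanation was tested.

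Spliced transcripts rose relative to intronless transcripts, with a difference of medians of 0.71 over all tested transcripts. Spliced transcripts are shorter, with a median effective length of 394.8 nt against 961.8 nt, and more abundant. Against the 20 intronless transcripts of nearest effective length, the median difference was 0.27, against those of nearest mean TPM 0.32, and against those nearest in both 0.0907, which is 12.7% of the unmatched difference. Outside ribosomal protein genes the difference was 0.36, just over 50% of the unmatched one, so a change of ribosomal protein genes as a class accounts for much of it but not the part required in advance. The rise of spliced transcripts relative to intronless ones cannot be told apart from an effect of transcript length and expression level. In single libraries the spliced minus intronless difference was 1.42 in QKI5 replicate 1 and 0.39 and 0.16 in QKI5 replicates 2 and 3, with 0.24 in parental replicate 3 (exact permutation test, two-sided, p = 0.2).

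Unspliced transcripts rose relative to spliced transcripts. Against the 20 intronless transcripts of nearest mean TPM, unspliced transcripts were higher by 1.05 where the unmatched difference was 1.14. That match concerns their rise relative to intronless transcripts. Matched in the same way, spliced transcripts were higher than intronless ones by 0.32 where their unmatched difference was 0.71. At matched abundance the rise of unspliced transcripts thus stayed the larger, which argues against expression level as the source over all tested transcripts. Unspliced and spliced transcripts were not matched to each other directly. Within genes, the unspliced form rose more than the spliced form by a median of 0.46, although it is the longer form, which goes against length bias as the source. The paper describes DNase treatment to remove DNA from the yeast RNA, and poly(A) selection for the libraries. Reads from genomic DNA were not tested here, and the pattern is not called biological. In QKI5 replicate 1 the unspliced minus spliced difference was -0.25.

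The 10 splits of the 6 libraries into groups of 3 include 4 that part all 3 same-numbered pairs, the real split among them. For changed transcripts, for introns at the unadjusted threshold and for introns after adjustment, 1 of these 4 splits, the real one, gave a result as large. With 4 splits, or with all 10, no outcome could give a share under 0.05, so this test decides nothing about a random grouping. The 9 other splits gave 0 changed transcripts, 0 introns after adjustment and at most 27 introns at the unadjusted threshold.

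Percent unspliced rose at more introns than it fell, and several properties of introns were examined as hypotheses, 7 tests in all. Introns that hold a small nucleolar RNA gene were not more frequent among increased introns (Fisher's exact test, p = 0.683), nor were transcripts above the median base mean (Fisher's exact test, p = 0.129). Ribosomal protein genes were less frequent among increased introns than among the others (Fisher's exact test, p = 0.0139, adjusted p = 0.0488 over the 7 tests), the opposite of what had been tested for. That set rests on changes in percentage points. In log2 fold change, unspliced transcripts of ribosomal protein genes had a median of 1.57 against 0.83 in other genes. Their spliced transcripts had 1.09 against 0.40, so the lower frequency does not show that these genes were affected less. Across introns, which are not independent replicates, the change in log2 ratio was not related to intron length (Spearman's rho -0.0735, Pearson's r -0.0559, permutation test, p = 0.263) or to the distance of the last ACTAA from the 3′ss (Spearman's rho -0.0879, Pearson's r -0.0963, permutation test, p = 0.187). Introns with no ACTAA did not rise less often than the others (Fisher's exact test, p = 0.375), but only 7 introns with a sequence lack one.

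An ACTAA together with a TAAC or TAAT that does not overlap it, in the last 80 nt, was found in 44 of 62 increased introns and 41 of 93 unchanged introns (71.0% and 44.1%, Fisher's exact test, p = 0.00105). The p adjusted over the 7 tests is 0.00736. With the labels permuted among introns of similar A plus T percent, the difference remained (permutation test, p = 0.000600, 10000 resamples), and against all introns that did not increase it was smaller (71.0% and 54.4%, Fisher's exact test, p = 0.0253). Of 64 pairs of tetramers that end in C or T, 1, TAAC and TAAT, gave as small a p. GTAC and GTAT came close (56.5% and 31.2%, odds ratio 2.86, Fisher's exact test, p = 0.0026), and CGAC and CGAT had a higher odds ratio (3.53, Fisher's exact test, p = 0.00749), so the half-site is not clearly set apart from other tetramers. The comparison kept its direction under the 14 alternatives run for it and lost the 0.05 threshold under 4 of them, with an unspliced base mean above 100, without parental replicate 1, without parental replicate 3 and without QKI5 replicate 1, where the difference was 15.6 percentage points. A half-site beside the branch point sequence may make an intron more sensitive to QKI5, as a hypothesis found and tested on the same introns. Other features of intron sequence were not tested.

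MSL5, which encodes the yeast branch point binding protein, had a log2 fold change of 0.17 (standard error 0.57, adjusted p = 0.881 from edgeR), and its partner MUD2 one of 0.36 (standard error 0.36, adjusted p = 0.6 from edgeR). LEU2 and MET17 had 0 counts in each of the 6 libraries. HIS3 had 391, 387 and 548 counts in the parental libraries and 3129, 1004 and 1797 in the QKI5 libraries (adjusted p = 0.152 from edgeR). GAL2, GAL7 and GAL10 were not called (adjusted p = 0.549, 0.927 and 0.439 from edgeR).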
